# The plasma membrane calcium ATPase 4 signalling in cardiac fibroblasts mediates cardiomyocyte hypertrophy

**DOI:** 10.1038/ncomms11074

**Published:** 2016-03-29

**Authors:** Tamer M. A. Mohamed, Riham Abou-Leisa, Nicholas Stafford, Arfa Maqsood, Min Zi, Sukhpal Prehar, Florence Baudoin-Stanley, Xin Wang, Ludwig Neyses, Elizabeth J. Cartwright, Delvac Oceandy

## Abstract

The heart responds to pathological overload through myocyte hypertrophy. Here we show that this response is regulated by cardiac fibroblasts via a paracrine mechanism involving plasma membrane calcium ATPase 4 (PMCA4). *Pmca4* deletion in mice, both systemically and specifically in fibroblasts, reduces the hypertrophic response to pressure overload; however, knocking out *Pmca4* specifically in cardiomyocytes does not produce this effect. Mechanistically, cardiac fibroblasts lacking PMCA4 produce higher levels of secreted frizzled related protein 2 (sFRP2), which inhibits the hypertrophic response in neighbouring cardiomyocytes. Furthermore, we show that treatment with the PMCA4 inhibitor aurintricarboxylic acid (ATA) inhibits and reverses cardiac hypertrophy induced by pressure overload in mice. Our results reveal that PMCA4 regulates the development of cardiac hypertrophy and provide proof of principle for a therapeutic approach to treat this condition.

## Abstract (web summary)

Restricting hypertrophic heart growth in response to pathologic overload is an unmet therapeutic need. Here, the authors show that blocking Ca^2+^ signaling controlled by the transport protein PMCA4 in cardiac fibroblasts enhances secretion of a potent Wnt signaling inhibitor, sFRP2, and prevents the development of pathologic cardiac hypertrophy in mice.

Cardiac overload due to high blood pressure, myocardial infarction, aortic stenosis and myofilament or cytoskeletal mutations leads to pathological hypertrophy and eventually heart failure^1^,^2^,^3^. Controlling hypertrophic growth is important, as it significantly reduces the risk of developing heart failure and sudden death^4^. Several treatment modalities are commonly used to control the extra-cardiac factors that may contribute to hypertrophic growth, notably blood pressure^5^; however, no treatment has directly targeted the intra-cardiac factors. Therefore, the investigation of the intra-cardiac mechanisms governing hypertrophic growth is pivotal for developing novel pathophysiologial and therapeutic concepts.

Cardiac fibroblasts have recently emerged as one of the main factors in the regulation of various pathological processes in the heart. Cardiac fibroblasts play key roles in maintaining extracellular matrix homeostasis (reviewed in ref. 6). These cells are commonly understood to be heavily involved in the development of myocardial fibrosis through cell proliferation and secretion of extracellular matrix. However, recent knowledge suggests that cardiac fibroblasts are actively involved in the regulation of a number of signalling pathways in the heart, including those implicated in cardiac hypertrophy and remodelling^6^. These cells interact with cardiomyocytes via paracrine mechanisms and/or direct cell–cell interactions^7^. Examples of factors secreted by cardiac fibroblasts that may mediate cardiomyocyte hypertrophy include growth factors (for example, insulin-like growth factor 1 (IGF1))^8^ and microRNAs^9^.

Calcium is an important signal transducer and is essential in the regulation of key cellular processes such as growth, survival and gene expression^10^. Although regulation of the calcium signals in cardiomyocytes is well studied, the calcium signalling mechanism in cardiac fibroblasts is relatively unknown. A recent study has indicated that regulation of intracellular calcium might influence cardiac fibroblasts proliferation rate and hence the development of fibrosis^11^; however, it is not known whether intracellular calcium in fibroblasts mediates cardiac hypertrophy.

Here we show that the plasma membrane calcium ATPase isoform 4 (PMCA4) regulates the calcium signal in cardiac fibroblasts, which is important in the regulation of cardiac hypertrophy. Genetic ablation and pharmacological inhibition of PMCA4 enhances the production of secreted frizzled related protein 2 (sFRP2) by cardiac fibroblasts. sFRP2 is a potent inhibitor of the Wnt pathway and has been described as having potent protective effects against myocardial injury^12^. We also show that targeting PMCA4 by a novel inhibitor is beneficial to the progression of cardiac hypertrophy probably through potentiation of sFRP2 production.

## Results

### sFRP2 expression is elevated in *PMCA4* ^*−/−*^ cardiac fibroblasts

We first studied whether genetic ablation of *Pmca4* in cardiac fibroblasts modified intracellular calcium. PMCA4 was expressed in mouse adult cardiac fibroblasts (ACFs) and its expression was significantly reduced in cardiac fibroblasts isolated from *PMCA4*^*−/−*^ mice as detected by immunofluorescence, quantitative reverse transcriptase–PCR (qRT–PCR) and western blot analyses (Fig. 1a–c). We examined basal intracellular calcium in these cells using the calcium sensitive dye fluo-3 and found that it was 25% higher in *PMCA4*^*−/−*^ fibroblasts compared with wild type (WT; Fig. 1d). This finding suggests that PMCA4 plays a key role in maintaining physiological calcium levels in cardiac fibroblasts.

As calcium mediates multiple signalling pathways and gene expression, we investigated the transcription profile in *PMCA4*^*−/−*^ fibroblasts. Using an Affymetrix microarray GeneChip technology, we first examined the messenger RNA expression profile of *PMCA4*^*−/−*^ fibroblasts. 

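Of the array data, 4 arrays were analysed here, 1 for each genotype and treatment. RNA came from fibroblasts of 3-month-old male WT and *PMCA4*-/- mice that had been in culture for 4 days. In each genotype 1 array carried RNA of untreated cells and 1 array carried RNA of cells given 30 µM phenylephrine, an α1-adrenergic agonist, for 72 h. The authors pooled RNA from 3 batches of fibroblasts, biotin-labelled cRNA made from 6 µg of total RNA and hybridized it to Affymetrix GeneChips. The paper states that 3 pools of each genotype were used. With 1 array per condition there was no replicate error for any value, and the number of arrays limits the precision.

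The authors' deposited values are intensities on a linear scale for 45037 probe sets, estimated with PUMA, with a median of 34.0 on each array. They were log2-transformed here. Probe sets annotated to 1 gene symbol were kept, and each gene was read from its probe set with the highest mean intensity. The 11424 of 20586 genes whose probe set had a mean intensity above 35.1, the median over all probe sets, were counted and tested. Because some intensities lie close to 0, a fold change against such a value is given as a lower bound, with the dim side raised to the array median.

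Genes at least 2-fold apart were counted within the untreated pair and within the phenylephrine pair. A limma model with terms for genotype and treatment was fitted to the 4 arrays, with Benjamini-Hochberg adjustment over the counted genes and a threshold of 0.05. It has 1 residual degree of freedom, so its error is the spread of a genotype difference between the 2 treatments and not the spread between cultures. For 35 gene lists fixed before the data were examined, the median log2 difference of the counted members was placed among the medians of 10000 random lists matched on mean expression. Across the counted genes, which are not independent replicates, the log2 values of the 2 WT arrays correlated at 0.995, those of the 2 *PMCA4*-/- arrays at 0.995, and those of WT with *PMCA4*-/- arrays at 0.857 to 0.860.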

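*Sfrp2*, which encodes a secreted frizzled-related protein that binds Wnt ligands, was among the genes with the largest rise in *PMCA4*-/- fibroblasts. Its intensity was 1631 in untreated *PMCA4*-/- cells and 0.300 in untreated WT cells, at least 48.0-fold higher, and 1390 against 0.472 in phenylephrine-treated cells, at least 40.9-fold higher. *Igfbp5*, which encodes a binding protein of insulin-like growth factors, rose from 2138 to 5871 between the untreated arrays, a log2 difference of 1.46, and its log2 difference between the phenylephrine-treated arrays was 0.89. *Igfbp4*, whose product binds the same growth factors and inhibits Wnt signalling, rose from 7815 to 10336, a log2 difference of 0.40 in the untreated pair and 0.37 in the phenylephrine pair. Each of the 6 probe sets of *Igfbp4* gave a higher value in the untreated *PMCA4*-/- array, by 0.40 to 1.66 on the log2 scale.

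In the limma fit over both treatments the genotype effect on *Sfrp2* had an adjusted p of 0.000214. Its fitted size is not given, since both WT intensities lie far below the array median of 34.0. It also passed with values under the median of their array raised to it, a setting chosen after the data were seen. The effect on *Igfbp5* had an adjusted p of 0.00886 in limma (standard error 0.16), and that on *Igfbp4* an adjusted p of 0.0168 (standard error 0.07), where the error is the spread between the 2 treatments and not between cultures. *Sfrp2* was counted because the mean of its intensities passed the filter, and it would not have been counted had the mean of its log2 values been used.

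Of all 11424 genes tested, limma called 2811 higher and 2935 lower, and counts of calls in a gene list are to be read against that share. Of 8 counted genes in the list of secreted Wnt antagonists, 4 rose, 2 fell and 2 did not pass the limma test, with the same counts adjusted over the list alone. The 2 that fell, *Kremen1* and *Apcdd1*, encode membrane proteins and not secreted ones. Besides *Sfrp2* and *Igfbp4*, the genes that rose included *Dkk3*, of the Dickkopf family, by 1.57 and 1.56 on the log2 scale in the untreated and the phenylephrine pair. Of 8 counted Wnt ligands, 5 rose and none fell over all genes and adjusted over the list alone, and the largest difference was that of *Wnt5b* at 1.96 and 1.54. Of these 5, *Wnt6* and *Wnt7a* did not pass with the Robust Multiarray Average values and *Wnt5a* did not pass with the shift of neighbouring genes subtracted. *Wnt4*, not called at the probe set read, differed there by −1.16 and 0.01, and by −1.31 and −0.77 at its other probe set. With the Robust Multiarray Average values limma called *Wnt4* lower. Among 13 counted Wnt receptors 8 rose and 2 fell, also adjusted over the list alone. *Fzd6* was at least 3.34-fold higher in the untreated pair, *Fzd4* was at least 2.54-fold higher, and *Fzd5* differed by 1.11 on the log2 scale. The median log2 difference in the untreated pair was 0.39 for the antagonists, 0.47 for the ligands and 0.39 for the receptors, at the 98.9th, 96.9th and 99.5th percentiles of random lists. The ligands' median lay inside the middle 95% of random lists in both pairs. In the phenylephrine pair the antagonists' median of 0.16 lay at the 86.2th percentile and depended on the processing, from −0.0570 with the mean of log2 values for choice and filter to 0.47 with the median over probe sets, and the ligands and receptors had medians of 0.47 and 0.44. When only genes in the upper quartile of the arrays were counted, the medians of the ligands and receptors in the untreated pair were −0.07 and 0.07.

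The 13 counted target genes of Wnt/β-catenin signalling went both ways, with 5 higher and 5 lower in limma, and 6 higher and 5 lower adjusted over the list alone. *Bmp4* was at least 4.43-fold lower in untreated *PMCA4*-/- fibroblasts, *Sp5* was at least 4.03-fold lower, and *Nkd2*, which encodes an inhibitor of the pathway, differed by −2.12 on the log2 scale. *Ccnd1*, which encodes cyclin D1, differed by 1.20 in the untreated pair and 1.09 in the phenylephrine pair. In the IGF axis, 7 of 10 counted genes rose and 2 fell, with the same counts adjusted over the list alone. Those that rose included *Igf2*, by 5.64 and 6.16, and *Pappa*, a protease that cleaves IGF binding proteins, by 2.14 and 1.80. The 2 that fell were *Igfbp3*, with −6.93 on the log2 scale in the untreated pair, the largest difference of the list there, and *Igfbp7*, with −0.60 and −0.67.

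Over all counted genes, 559 were at least 2-fold higher and 589 at least 2-fold lower in the untreated *PMCA4*-/- array, and 484 and 506 of these were apart the same way in the phenylephrine pair. That agreement was nearly given, since the 2 arrays of each genotype correlated at 0.995 across genes, and it is not a replication across cultures. The limma fit called 2811 genes higher and 2935 lower of the 11424 tested, with 558 and 577 of them at least 2-fold apart on average. With no filter on dim probe sets limma called 0 genes, *Sfrp2*, *Igfbp4* and *Igfbp5* among those lost, and 5396 genes had an unadjusted p under 0.05. Medians over whole autosomes lay between −0.33 and 0.33 in the untreated pair, against at most 0.0984 in size in random lists. In both pairs, 6 of 19 autosomes were higher and 5 lower than every random list. With the shift of neighbouring genes subtracted, limma called 4329 genes, 3687 of them among the 5746 called without it. Each condition had 1 array, so the calls do not separate the genotype from other differences between the cultures. Outside the Wnt and IGF groups, the large rises included *Rpl39l*, at least 142-fold, *Chil1*, a chitinase-like gene that neighbours *Atp2b4*, at least 36.0-fold, and *Vit*, at least 20.2-fold. The large falls included *Enpp2*, which encodes autotaxin, at least 61.9-fold, *Cadm2* at least 56.7-fold and *Ccl11*, which encodes eotaxin, at least 56.5-fold. *Atp2b4*, the gene of PMCA4, was read by 1 dim probe set, with intensities of 19.6 and 23.3 in WT and 31.6 and 37.9 in *PMCA4*-/- fibroblasts. Where that probe set lies relative to the deleted exons is not given in the sources used here, so it does not check the genotype.

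**Figure D1:**
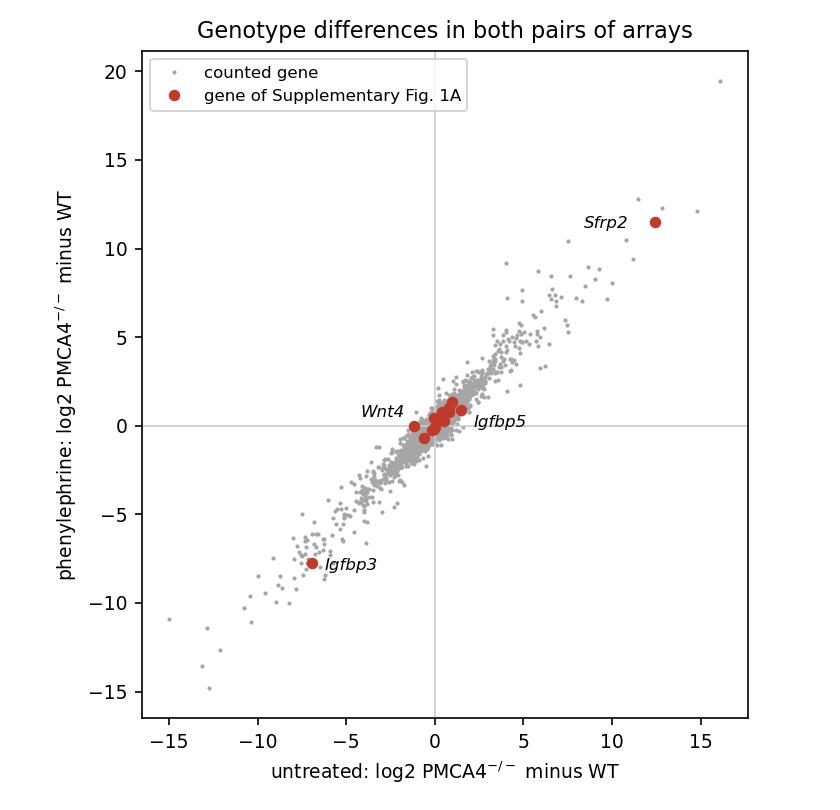
Log2 difference between *PMCA4*-/- and WT fibroblasts for each counted gene, in the untreated pair of arrays on the x axis and the phenylephrine-treated pair on the y axis, with the genes of Supplementary Fig. 1A in red. Each point is 1 gene read on 1 array per condition, and *Sfrp2* lies at 12.41 and 11.53, far out because its WT intensities are close to 0.

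**Figure D2:**
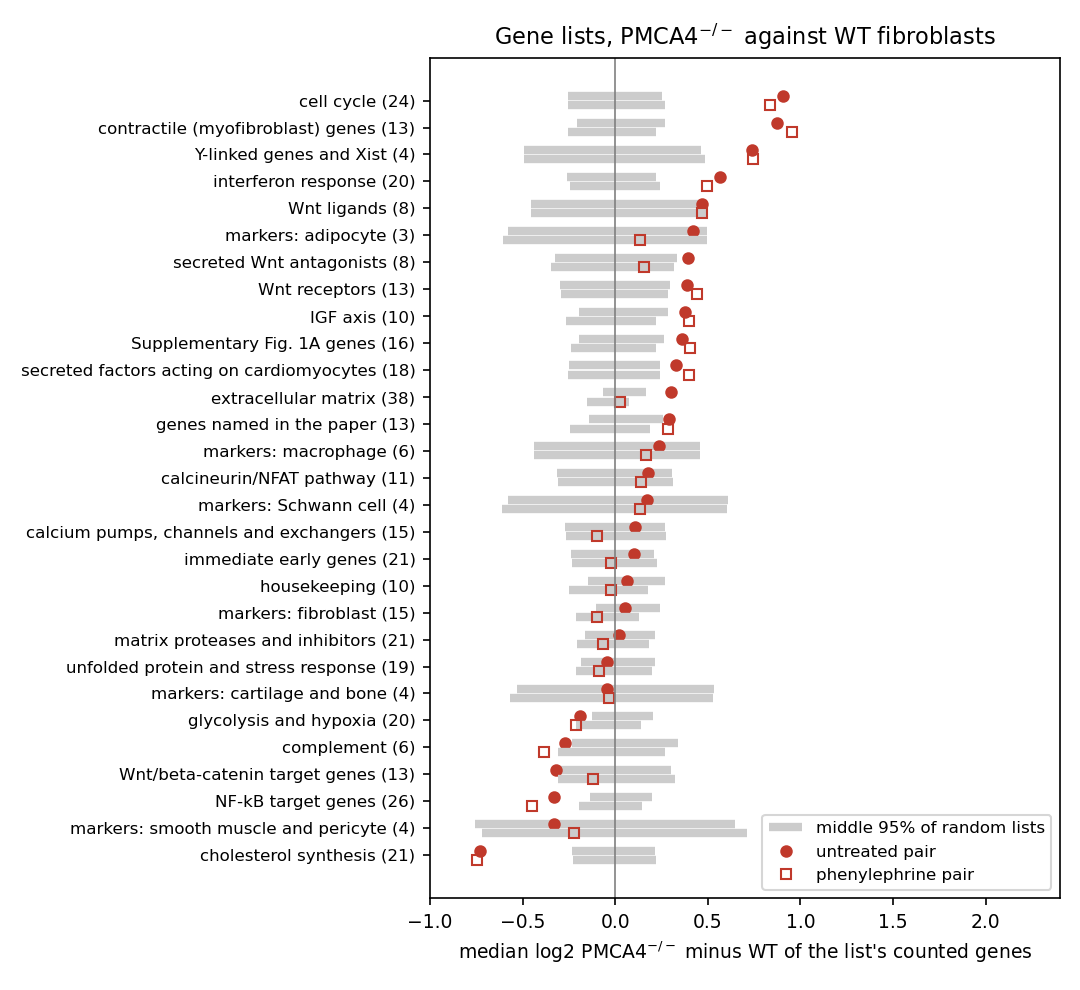
Median log2 difference between *PMCA4*-/- and WT fibroblasts over the counted members of each gene list, with the number of counted members in brackets, for the untreated pair (filled circles) and the phenylephrine pair (open squares). Grey bars span the middle 95% of random lists of the same size, and cholesterol synthesis lies lowest among the lists drawn.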

Interestingly, we found that several genes involved in regulating Wnt signalling were elevated in *PMCA4*^*−/−*^ fibroblasts, such as sFRP2 and IGF-binding protein (IGFBP) 4 and 5 (Supplementary Fig. 1A). qRT–PCR and western blots analyses confirmed that sFRP2 mRNA and protein were significantly and consistently elevated in *PMCA4*^*−/−*^ cardiac fibroblasts (Fig. 1e–g). In addition, qRT–PCR analysis showed that *IGFBP4* and *IGFBP5* were also elevated in *PMCA4*^*−/−*^ fibroblasts (Supplementary Fig. 1B,C). However, in this study we focused on sFRP2, as it is known that this molecule plays an essential role in mediating cardiac remodelling^12^,^13^.

sFRP2 expression is induced by the transcription factor Pax2 (ref. 14). We therefore analysed *Pax2* expression and found it to be significantly elevated in *PMCA4*^*−/−*^ cardiac fibroblasts (Fig. 1h). To further investigate the mechanism by which PMCA4 regulates sFRP2 expression, we then focused on nuclear factor-κB (NF-κB) signalling because: (i) NF-κB regulates *Pax2* expression^15^ and (ii) PMCA4 has been demonstrated to be an upstream regulator of NF-κB^16^. Using an adenoviral-mediated NF-κB-luciferase reporter construct, we detected significantly higher NF-κB activity in *PMCA4*^*−/−*^ fibroblasts (Fig. 1i). This increase might be due to the elevated intracellular calcium in *PMCA4*^*−/−*^ fibroblasts, because NF-κB activity has been associated with intracellular calcium levels^17^. To further confirm if NF-κB signalling regulates sFRP2 expression, we treated fibroblasts with the NF-κB inhibitor BAY11–7082 (10 μM). As shown in Fig. 1j, the level of sFRP2 expression in *PMCA4*^*−/−*^ fibroblasts was significantly reduced following treatment with BAY11–7082. Together, our data suggested that signalling via NF-κB and Pax2 pathways may be responsible for the raised sFRP2 expression in these cells.

### *PMCA4* *^−/−^* fibroblast conditioned medium attenuates hypertrophy

sFRP2 is a potent inhibitor of Wnt signalling, which plays key roles in mediating cardiac growth and pathological hypertrophy^18^. Therefore, we hypothesized that higher sFRP2 production by *PMCA4*^*−/−*^ cardiac fibroblasts may protect against cardiomyocyte hypertrophy via a paracrine mechanism. To test this hypothesis, we performed *in vitro* experiments using isolated neonatal rat cardiomyocytes (NRCMs). After 2 days of culture in normal medium, we treated NRCMs with conditioned medium from either WT or *PMCA4*^*−/−*^ ACFs. We then induced cellular hypertrophy by stimulating cells with phenylephrine (30 μM for 72 h) and measured cell size, and found that NRCMs showed a significantly less hypertrophic response when treated with conditioned medium from *PMCA4*^*−/−*^ fibroblasts compared with WT fibroblasts (Fig. 2a,b). Analysis of the levels of atrial natriuretic peptide (ANP) and brain natriuretic peptide (BNP) expression also supported this finding (Supplementary Fig. 2A,B). This data indicated that *PMCA4*^*−/−*^ fibroblasts might secrete a factor that represses hypertrophy. To test whether sFRP2 was the important factor, we conducted rescue experiments by inhibiting sFRP2 activity with an anti-sFRP2 antibody added to the conditioned medium. Treating the cells with anti-sFRP2 abolished the anti-hypertrophic effect of the conditioned medium from *PMCA4*^*−/−*^ fibroblasts (Fig. 2a,b). Furthermore, we performed enzyle-linked immunosorbent assay analysis of the conditioned medium, which showed that the level of sFRP2 was significantly higher in conditioned medium from *PMCA4*^*−/−*^ fibroblasts compared with WT fibroblasts (Fig. 2c). To examine whether Wnt signalling was affected, we generated adenovirus carrying the Wnt-luciferase reporter construct^19^. Using this construct, we showed that in cells treated with conditioned medium from *PMCA4*^*−/−*^ fibroblasts, the phenylephrine-induced Wnt signalling was significantly lower compared with cells in conditioned medium from WT fibroblasts (Fig. 2d). Consistently, treatment with anti-sFRP2 antibody abolished the difference in Wnt signal activation (Fig. 2d). These results demonstrated that *PMCA4*^*−/−*^ fibroblasts protect against phenylephrine-induced cardiomyocyte hypertrophy, possibly by secreting sFRP2. We also tested the anti-hypertrophic effect of *PMCA4*^*−/−*^ fibroblast conditioned medium when used to culture adult rat cardiomyocytes. Consistent results were obtained from experiments using isolated adult rat cardiomyocytes as shown in Supplementary Fig. 2C,D.

### TAC-induced hypertrophy is attenuated in *PMCA4* ^*−/−*^ mice

To investigate the anti-hypertrophic effect of ablating the *Pmca4* gene *in vivo*, we analysed our PMCA4 global knockout (KO) mice (*PMCA4*^*−/−*^ mice)^20^. In *PMCA4*^*−/−*^ hearts, PMCA4 was completely ablated as we previously described^21^. We found that sFRP2 expression was increased in the hearts of *PMCA4*^*−/−*^ mice (Fig. 3a). We then subjected these mice to transverse aortic constriction (TAC) for 5 weeks, to induce cardiac pressure overload. Systemic deletion of PMCA4 attenuated pathological hypertrophy in response to pressure overload as shown by heart weight/tibia length (HW/TL) ratio, cardiomyocyte cell surface area and echocardiography assessments (Fig. 3b–e and Supplementary Table 1). In these mice, the hypertrophic marker ANP was also lower (Supplementary Fig. 3A). However, we did not observe changes in cardiac contractility in response to TAC, as indicated by the haemodynamic parameters dP/dt_max_ and dP/dt_min_ (Supplementary Fig. 3B,C).

To examine activation of the Wnt pathway in this model, we measured the level of active (non-phosphorylated) β-catenin. After TAC, active β-catenin was significantly lower in *PMCA4*^*−/−*^–TAC mice (Fig. 3f,g). Consistent with this finding, *TCF4*, a β-catenin target gene, was significantly reduced in *PMCA4*^*−/−*^–TAC compared with WT–TAC mice, as measured by qRT–PCR (Supplementary Fig. 3D). These results suggested that the Wnt/β-catenin pathway was downregulated after TAC in *PMCA4*^*−/−*^ mice compared with WT.

Next, we analysed how *PMCA4*^*−/−*^ mice responded to exercise-induced cardiac hypertrophy by subjecting them to swimming for 4 weeks. In contrast to the TAC model, the hypertrophic response to swimming exercise was unaltered (Supplementary Fig. 3E) suggesting that PMCA4 specifically regulates pathological but not physiological cardiac hypertrophy.

To analyse the extent of cardiac fibrosis, we stained heart tissue sections with Masson's trichrome staining. As shown in Supplementary Fig. 3F,G, we did not find any significant difference in the level of fibrosis between *PMCA4*^*−/−*^ mice and WT controls.

### *Pmca4* ablation protects against long-term pressure overload

Although our 5 weeks TAC model was sufficient to induce hypertrophy, we did not observe any significant effect on cardiac function as indicated by haemodynamic data. Therefore, we performed a more severe model by inducing long-term pressure overload for 12 weeks in *PMCA4*^*−/−*^ mice. With this TAC model, we found that WT mice had a dramatically reduced survival rate (40% survival after 12 weeks of TAC), while all of the *PMCA4*^*−/−*^ mice survived until 12 weeks following TAC (Fig. 3h). When we assessed cardiac function in surviving animals at 12 weeks after TAC, we found that *PMCA4*^*−/−*^ mice had significantly better contractility as indicated by dP/dt_max_ and dP/dt_min_ values (Supplementary Fig. 4A,B). These data showed that *Pmca4* gene deletion protected against the development of contractile dysfunction and improved the survival after long-term TAC.

### sFRP2 contributes to attenuated hypertrophy in *PMCA4* ^*−/−*^ mice

To investigate whether the protection against TAC-induced hypertrophy in *PMCA4*^*−/−*^ mice was due to the expression of sFRP2, we subjected *PMCA4*^*−/−*^ mice to TAC surgery and then treated them with anti-sFRP2 antibody (200 μg per kg body weight per day, intraperitoneally (i.p.)) or normal goat IgG at a similar dose as control. Immunoprecipitation analysis showed that injection with anti-sFRP2 antibody increased the interaction between Wnt and its receptor, Frizzled, in the heart (Supplementary Fig. 5A). This data indicated that anti-sFRP2 antibody treatment successfully blocked sFRP2 activity *in vivo*. Furthermore, we found that the hypertrophic response to TAC was restored in *PMCA4*^−/−^ mice treated with anti-sFRP2 antibody as indicated by analysis of left ventricular mass/TL ratio, cardiomyocyte cross-sectional area and BNP expression (Supplementary Fig. 5B–F). In contrast, *PMCA4*^*−/−*^ mice treated with control IgG displayed an attenuated hypertrophic response. The level of active β-catenin was remarkably increased following anti-sFRP2 treatment in TAC-treated mice, but in sham-treated animals we observed only slight (∼12%) elevation of active β-catenin level after anti-sFRP2 treatment (Supplementary Fig. 5G,H). This might be due to the fact that the Wnt pathway is basally inactive in the adult heart and re-activated in pathological conditions including pressure overload^18^. Overall, our data suggests that the anti-hypertrophic effect of PMCA4 ablation in mice was at least in part due to sFRP2 expression.

### Hypertrophy unaltered by *Pmca4* ablation in cardiomyocytes

To investigate the effects of PMCA4 cell-specific ablation in the heart, we generated conditional KO models. We generated mice carrying *loxP* sequences flanking exons 2 and 3 of the *Pmca4* gene, which contain the start codon (Supplementary Fig. 6). We crossed these mice with αMHC-Cre transgenic mice to establish PMCA4 cardiomyocyte-specific KO mice (*PMCA4*^*cko*^). Expression analyses confirmed the specific ablation of PMCA4 in the cardiomyocytes, whereas the cardiac fibroblasts retained PMCA4 expression (Fig. 4a–e). We then subjected these mice to TAC for 5 weeks and used *Pmca4* floxed mice (*PMCA4*^*flox/flox*^) as controls. After 5 weeks of pressure overload, *PMCA4*^*cko*^ did not display differences in the hypertrophic response, as indicated by HW/TL ratio, cardiomyocyte cross-sectional area and echocardiographic analysis (Fig. 4f–i and Supplementary Table 2). In addition, the level of ANP expression was not different between *PMCA4*^*cko*^ and *PMCA4*^*flox/flox*^ mice (Supplementary Fig. 7A). By analysing cardiac haemodynamics (dP/dt_max_ and dP/dt_min_), we also found that there was no difference in cardiac contractile function between *PMCA4*^*flox/flox*^ and *PMCA4*^*cko*^ mice after TAC (Supplementary Fig. 7B,C). Furthermore, active β-catenin levels and *TCF4* gene expression were not different between *PMCA4*^*cko*^ and *PMCA4*^*flox/flox*^ mice after TAC, suggesting that Wnt/β-catenin signal activation was unaltered (Fig. 4j,k and Supplementary Fig. 7D). Similar to the data from *PMCA4*^*−/−*^ mice, *PMCA4*^*cko*^ did not show any difference in the level of fibrosis compared with controls (Supplementary Fig. 7E,F). Together, this data confirmed that the protective effect of PMCA4 ablation was not through signalling in cardiomyocytes.

### *Pmca4* deletion in fibroblasts reduces hypertrophy after TAC

Next, we generated a PMCA4 fibroblasts-specific KO (*PMCA4*^*fko*^) by crossing *PMCA4*^*flox/flox*^ mice with *Postn*-Cre transgenic mice. These mice express Cre recombinase under the control of the Periostin (*Postn*) gene promoter^8^,^22^ and have been demonstrated to knock out genes specifically in cardiac fibroblasts but not in cardiomyocytes^8^,^23^. The deleted allele was present in DNA isolated from the heart of *PMCA4*^*fko*^, although as expected, the WT (non-deleted) allele was also present in the heart, presumably as a consequence of DNA from cardiomyocytes (Fig. 5a). Using western blotting and immunofluorescence, we found specific ablation of PMCA4 expression in isolated cardiac fibroblasts of *PMCA4*^*fko*^ mice, whereas expression of PMCA4 in cardiomyocytes remained unaltered (Fig. 5b–e). To induce pressure-overload hypertrophy, we subjected *PMCA4*^*fko*^ to TAC for 5 weeks. In contrast to the data from *PMCA4*^*cko*^ mice, *PMCA4*^*fko*^ exhibited a significantly reduced hypertrophic response, as indicated by measurement of HW/TL ratio, the cross-sectional area of cardiomyocytes and analysis of echocardiographic parameters (Fig. 5f–i and Supplementary Table 3). Furthermore, qRT–PCR data showed a significantly reduced level of the hypertrophic marker ANP in *PMCA4*^*fko*^ after TAC (Supplementary Fig. 8A). However, consistent with data from *PMCA4*^*−/−*^ mice, contractile function was unchanged in *PMCA4*^*fko*^ compared with control mice following TAC (Supplementary Fig. 8B,C). By analysing Wnt/β-catenin signal activation, we found that both active β-catenin and expression of *TCF4* were decreased in *PMCA4*^*fko*^ mice after TAC compared with WT (Fig. 5j,k and Supplementary Fig. 8D). However, consistent with data obtained from *PMCA4*^*−/−*^ mice there was no difference in the level of fibrosis in *PMCA4*^*fko*^ compared with control mice (Supplementary Fig. 8E,F). These results clearly supported the idea that signal modulation by PMCA4 in cardiac fibroblasts was important in mediating the anti-hypertrophic effect.

### Pharmacological PMCA4 inhibition enhances sFRP2 expression

Data from our animal models together with observations in isolated cardiac fibroblasts prompted us to speculate that a reduction in PMCA4 activity in cardiac fibroblasts will provide a beneficial effect against pathological stimuli in the heart. By screening a library of medically optimized drug-like molecules we have identified aurintricarboxylic acid (ATA) as a potent pharmacological inhibitor of PMCA4 (ref. 24). ATA has an IC50 of 150 nM for PMCA4 inhibition and only produced a minor effect on the second isoform of PMCA expressed in the heart, PMCA1 (ref. 24). We found that ATA inhibits PMCA4 activity at a very low concentration (IC50=150 nM) (ref. 24). However, it is also known that at higher concentrations ATA also inhibits other enzymes, such as nucleases (at 10–50 μM) (ref. 25), calpain (IC50=22 μM) (ref. 26) and influenza virus neuraminidase (at 100 μg ml^−1^ or ∼210 μM) (ref. 27). Therefore, in this study we used a very low dose of ATA (1 μM), to ensure that its effects are probably only due to PMCA4 inhibition.

We treated WT cardiac fibroblasts with ATA at this dose for 48 h and found that it increased the basal level of calcium (Fig. 6a) and NF-κB activity (Fig. 6b). We also found that extending this treatment to 3 or 10 days significantly enhanced sFRP2 expression in isolated WT cardiac fibroblasts (Fig. 6c). To examine whether ATA treatment increased cardiac sFRP2 expression *in vivo*, we injected WT C57Bl/6 mice with ATA (5 mg per kg body weight per day, i.p.) for 2 weeks. We found that cardiac sFRP2 was significantly increased in ATA-treated mice (Fig. 6d).

### ATA treatment attenuates TAC-induced hypertrophy

Next, we tested the effects of ATA on pressure-overload hypertrophy *in vivo*. We treated WT C57Bl/6 mice with ATA (5 mg per kg body weight per day) from day 3 before TAC until 2 weeks after. ATA remarkably reduced the hypertrophic response as indicated by decreased HW/TL ratio, cell surface area and expression of the hypertrophic marker ANP (Fig. 7a–e). To analyse activation of the Wnt/β-catenin pathway, we examined the levels of *TCF4* gene expression and active β-catenin in the heart, and found that they were downregulated in TAC animals treated with ATA (Fig. 7f–h). However, cardiac contractility was unaltered (Supplementary Fig. 9A,B), which was consistent with the data from our KO models.

### ATA reverses established cardiac hypertrophy

We then tested whether ATA could reverse previously established cardiac hypertrophy (‘treatment strategy') (Fig. 8a). Starting 1 week after TAC, we treated C57Bl/6 mice with ATA at 5 mg per kg body weight per day. Echocardiography confirmed myocardial hypertrophy at this stage (Supplementary Fig. 10A). Histological analysis, HW/TL ratio measurement and expression of hypertrophic markers ANP and BNP showed that ATA treatment significantly reversed the hypertrophic response (Fig. 8b–f). Furthermore, serial echocardiography analysis revealed that the reduction in left ventricular mass/TL ratio began after ATA treatment (Fig. 8g), suggesting that the effect was due to ATA treatment. Similar to our other models, we did not observe changes in cardiac contractility in this model (Supplementary Fig. 10B,C).

As an initial step to assess whether systemic treatment of ATA (5 mg per kg body weight per day for 2 weeks) produces adverse effects in other major organs such as the liver and kidney, we measured the level of serum alanine transaminase, aspartate transaminase and creatinine in ATA-treated mice. As shown in Supplementary Fig. 11A,B, we did not find any difference between ATA- and vehicle-treated mice. This suggested that the ATA treatment was unlikely to cause toxicity in major organs such as the liver and kidney.

### ATA treatment in *PMCA4* knockout mouse models

To further confirm that the anti-hypertrophic effect of ATA is due to the inhibition of PMCA4, we performed TAC on PMCA4 global KO mice (*PMCA4*^*−/−*^) and treated them with ATA. If ATA had additional PMCA4-independent effects, the expectation would be that it would further reduce HW, cell size and expression of hypertrophic markers in *PMCA4*^*−/−*^ animals. Data shown in Fig. 9a–f showed that ATA treatment did not further reduce these parameters in the *PMCA4*^*−/−*^ mice.

We then examined whether ATA had any anti-hypertrophic effects when PMCA4 was specifically ablated in cardiomyocytes. As shown in Fig. 10a–f, ATA treatment reduced hypertrophy in *PMCA4*^*cko*^ mice as indicated by HW/TL ratio, cell size measurement and analysis of the hypertrophic marker BNP, suggesting that the anti-hypertrophic effect of ATA *in vivo* was not via modulating PMCA4 in cardiomyocytes. To confirm this finding *in vitro*, we tested the effect of ATA treatment on isolated cardiomyocytes. At 1 μM, ATA did not significantly alter phenylephrine-induced cardiomyocyte hypertrophy (30 μM phenylephrine for 72 h), as indicated by cell surface area analysis (Supplementary Fig. 12A,B).

Finally, we evaluated the effects of ATA treatment on *PMCA4*^*fko*^ mice. In contrast to the data obtained from *PMCA4*^*cko*^ mice, ATA treatment did not produce an anti-hypertrophic effect in *PMCA4*^*fko*^ mice as shown in Fig. 10g–l. Together, the data provide strong support that the anti-hypertrophic effect of ATA was due to modulation of PMCA4 in cardiac fibroblasts.

## Discussion

Overall, our results show that PMCA4 is a key regulator of pathological cardiac hypertrophy that can be pharmacologically targeted. With global and conditional KO models and an *in vitro* system, we demonstrated that PMCA4 mediates a paracrine mechanism in the heart. Inhibiting PMCA4, both genetically and pharmacologically, elevated expression of sFRP2 in cardiac fibroblasts, which inhibited Wnt signalling in cardiomyocytes and protected them from developing pathological hypertrophy. Importantly, we also showed that a novel and potent inhibitor of PMCA4, ATA^24^, efficiently reduced pathological hypertrophy. These data provide *in vivo* evidence that PMCA4 is a promising and readily ‘druggable' target for anti-hypertrophic therapy.

The role of cardiac fibroblasts in mediating cellular signalling in the heart is increasingly evident. Traditionally, fibroblasts have been regarded as the main regulator of extracellular matrix composition due to their capacity in producing components of the extracellular matrix^28^. However, recent knowledge has suggested that cardiac fibroblasts can mediate signal transmission in the heart through paracrine mechanisms or cell–cell contact^7^. Cardiac fibroblasts secrete a number of proteins that regulate key processes in the heart, such as the pro-hypertrophic factor fibroblast growth factor-2 (ref. 29), the cytoprotective substance IGF1 (ref. 8), and interleukin-33, which are also anti-hypertrophic^30^. Furthermore, cardiac fibroblasts may also release microRNA to the neighbouring cells, including miR21-3p, a fibroblast-derived microRNA, which modulates cardiac hypertrophy^9^.

On the basis of this knowledge, we studied calcium signalling in cardiac fibroblasts, in particular those regulated by PMCA4. This is because PMCA4 is known to be a major regulator of local calcium signals in cardiomyocytes^21^,^31^,^32^,^33^, but its role in cardiac fibroblasts is relatively unknown. Our observations demonstrate that PMCA4 regulates expression of major signalling molecules in cardiac fibroblasts. Specifically, we identified that inhibiting PMCA4 expression/activity significantly increased expression of sFRP2, a potent inhibitor of the Wnt pathway. The mechanism may be due to the increase in NF-κB activity and *Pax2* expression level. *Pax2* is the major transcription factor responsible for sFRP2 expression^14^, whereas NF-κB regulates *Pax2* expression^15^. Consistent with this, we showed that *Pax2* expression and NF-κB activity were increased in *PMCA4*^*−/−*^ fibroblasts. Increased NF-κB activity might be caused by increased resting levels of intracellular calcium in *PMCA4*^*−/−*^ fibroblasts, similar to the mechanism described previously in mdx skeletal myotubes^17^.

The Wnt signalling pathway is a major regulator of cardiac development, hypertrophy and failure; it is normally active during embryonic development and is re-activated under pathological conditions^18^. Activation of this pathway will induce the canonical downstream pathway via β-catenin. The overall result is the activation of a gene programme for growth and development^18^,^34^. Consistent with this knowledge, our *PMCA4*^*−/−*^ mice, which express higher levels of Wnt inhibitor sFRP2, exhibited a reduced hypertrophic response to pressure-overload stimulus. Experiments using conditional KO models together with analyses using a cellular model strongly indicate a paracrine mechanism in this process. In addition, treatment with anti-sFRP2 antibody abolishes the anti-hypertrophic effect of PMCA4 ablation in mice providing direct *in vivo* evidence that sFRP2 is a downstream effector of PMCA4-mediated signalling.

In these models we did not observe any alteration in cardiac function following 5 weeks of TAC in both WT and KO mice. However, we found a dramatic reduction in heart function and a higher mortality rate in WT mice compared with *PMCA4*^*−/−*^ mice after 12 weeks of TAC, indicating that PMCA4 ablation may preserve cardiac contractile function and protect against the development of heart failure in the chronic pressure overload model.

Despite protection against pressure-overload-induced enlargement of the cardiomyocytes, we did not observe a significant reduction in cardiac fibrosis in our global and cell-specific PMCA4 KO strains following TAC surgery. Previous studies have provided conflicting evidence regarding the role of sFRP2 in mediating cardiac fibrosis in the myocardial infarction model. Kobayashi *et al*.^13^ showed that genetic ablation of sFRP2 reduced the extent of cardiac fibrosis following myocardial infarction, suggesting that sFRP2 might promote the development of fibrosis. In contrast, other studies have demonstrated that injection of recombinant sFRP2 directly into an infarcted heart resulted in attenuated remodelling and fibrosis^12^, indicating a protective role for sFRP2. It is well observed that in general the extent of fibrosis following TAC is considerably less than after myocardial infarction and, as such, this may explain why we did not see any difference in the fibrosis level in our models. It would therefore be very interesting to evaluate the effect of PMCA4 inhibition in a model of myocardial infarction; however, these experiments are beyond the scope of this study.

The process of generating our PMCA4 global KO mice has been described previously^20^. We targeted exon 2 and part of exon 3 of the mouse *Pmca4* gene using a neomycin cassette. As exon 2 contains the start codon, this strategy completely ablated PMCA4 protein from the heart, as described in our previous publication^21^. Another study, described after that publication, developed a second *Pmca4*-targeted mouse line, in which codons 448–474 in exon 11 were replaced by a neomycin cassette^35^. This strategy did not result in a complete KO, as the truncated *Pmca4* mRNA transcript could still be detected in all tissues tested^35^. Furthermore, Afroze *et al*.^36^ compared the expression of PMCA4 in both KO lines and demonstrated that PMCA4 was completely absent from our KO mice, but not the other line. The difference in the nature of the KO models may explain the discrepancy of the phenotypes observed in these two lines of KO mice. Preliminary descriptive data by Wu *et al*.^33^ suggested a minimal (<10%) increase in the hypertrophic response to TAC in the ‘exon 11 targeted' PMCA4 KO line. However, further study using this KO line is in agreement with our current data: it was shown that cross-breeding of a hypertrophic cardiomyopathy mouse model with this PMCA4 KO line resulted in the reduction of hypertrophy^37^. In addition, our recent findings are supported by data from two other conditional KOs, which should clarify that any discrepancy is due to expression level as described above.

It is also important to note that PMCA4 may also have a signalling role in the cardiomyocytes. We previously showed that moderately overexpressing PMCA4 (∼2-fold) in cardiac myocytes reduced the β-adrenergic contractile response and exaggerated the hypertrophic response following chronic stimulation with isoproterenol^32^. In contrast, overexpressing PMCA4 at high levels (∼6-fold) in cardiomyocytes reduced hypertrophy following TAC^33^. In the latter model, PMCA4 recruited calcineurin, which eventually reduced the calcineurin/nuclear factor of activated T-cells (NFAT) signal activity^33^. Thus, overexpressing PMCA4 at non-physiological levels may produce an anchoring effect to its interacting partners, including calcineurin. Indeed, in cardiomyocytes isolated from our *PMCA4*^*−/−*^ mice, membrane calcineurin was reduced but total calcineurin was unaltered (Supplementary Fig. 13). In support of this notion, we recently showed that PMCA4 exerts an anchoring effect on neuronal nitric oxide synthase (nNOS)^21^. This suggests that the effects of PMCA4 overexpression might depend on the level of transgene expression and might explain the phenotype discrepancy between different transgenic lines.

Although systemic ablation of PMCA4 resulted in almost complete attenuation of the hypertrophic response, the effect of PMCA4 KO in fibroblasts showed a significant but not complete attenuation of the hypertrophic response. This indicated that PMCA4 ablation in other cell types such as endothelial and smooth muscle cells might contribute to the modulation of cardiac hypertrophy. Indeed, several reports have shown that PMCA4 regulates important signalling pathways in endothelial cells (that is, the vascular endothelial growth factor-mediated angiogenesis)^38^ and in smooth muscle cells (that is, the neuronal nitric oxide synthase (nNOS)-mediated contraction)^39^. Further studies are needed to fully characterize the role of PMCA4 in endothelial cells and smooth muscle cells in the regulation of cardiac hypertrophy.

Perhaps the most important aspect of this study is the possible translational implications. We have demonstrated in this study that interfering with the PMCA4-mediated signal using a pharmacological inhibitor may be beneficial for controlling pathological hypertrophy. The nature of PMCA4 as a membrane protein makes this molecule pharmacologically targetable. In addition, ATPases are highly amenable to large-scale chemical library screens. Using a medium-scale screening system we have identified ATA as a potent PMCA4 inhibitor^24^. Strikingly, inhibition of PMCA4 using ATA could suppress and reverse cardiac hypertrophy. Observations using global and conditional KO mouse models, as well as *in vitro* experiments by treating isolated cardiomyocytes with ATA (1 μM), strongly support the idea that ATA mainly works in cardiac fibroblasts but not in myocytes. Thus, this study provides direct evidence that cardiac fibroblasts can be targeted pharmacologically to treat myocardial hypertrophy.

Whole-body phenotyping of our *PMCA4*^*−/−*^ mice, including analyses of blood chemistry, nervous system, X-ray and dexascan (see Supplementary Table 4) revealed no abnormalities, indicating that targeting this molecule is unlikely to cause side effects in any of these organ systems. However, our previous observations showed that male *PMCA4*^*−/−*^ mice exhibited reduced sperm motility^20^. Although the effect of systemic administration of a PMCA4 inhibitor on fertility needs addressing, it should be noted that there is a blood–testis barrier similar to the blood–brain barrier that most small molecules do not cross^40^.

Although industrially refined derivatives may be needed for human drug development, ATA provides proof of principle for our approach. Not only did it prevent pathological hypertrophy when applied before overload but it also considerably reduced hypertrophy when applied after the establishment of hypertrophy, which is a more realistic scenario for translating these results to future clinical studies.

## Methods

### Animals

Mice with a targeted deletion of exon 2 and part of exon 3, which contain the start codon of the *Pmca4* gene were used in this study^20^. We used 8- to 10-week-old male PMCA4 KO mice for pressure-overload or exercise-induced hypertrophy experiments. Age- and sex-matched WT littermates were used as controls. For tissue-specific KOs, we generated the *PMCA4*^*flox/flox*^ mice by flanking exon 2 and exon 3 of the *Pmca4* gene with *lox*P sites (Supplementary Fig. 6). To generate cardiomyocyte-specific KOs, we crossed these animals with αMHC-Cre mice (obtained from Dr Michael Schneider's laboratory^41^). To generate fibroblast-specific KO, we crossed *PMCA4*^*flox/flox*^ mice with *Postn*-Cre mice (a generous gift from Dr Simon Conway, Indiana University School of Medicine^22^). We used male, 8–10 weeks old C57Bl/6 mice, to test the effect of ATA during pressure overload hypertrophy. Animal studies were performed in accordance with the United Kingdom Animals (Scientific Procedures) Act 1986 and were approved by the University of Manchester Ethics Committee.

### Transverse aortic constriction

To produce a model of cardiac pressure overload, mice were subjected to TAC or a sham operation. Mice were induced with 5% isofluorane, orally intubated and then placed on a ventilator set to 200 breaths per minute, tidal volume 0.1 ml (Minivent 845, Harvard Apparatus). Anaesthesia was maintained at 3% isofluorane in 100% O_2_ throughout the surgery. With the aid of a binocular stereomicroscope (Olympus) the chest was opened via minithoracotomy, to expose the aortic arch, and TAC was performed by tying a 7–0 silk suture around a 27-gauge needle overlying the arch at the point between the brachiocephalic trunk and left common carotid artery. In our hands, this typically produces a ∼25–30 mm Hg pressure gradient between the left and right carotid artery^42^,^43^. For sham operations, the arch was exposed and a suture was passed around the back of the aorta before removal without tying. The chest was then sutured and 0.1 mg per kg body weight of buprenorphine was administered via i.p. injection. Mice were recovered in a 30 °C incubator before returning to normal housing. Heart tissues were collected at the end of experiments, for histology and molecular analyses.

For TAC experiments involving anti-sFRP2 antibody administration, 8-week-old *PMCA4*^*−/−*^mice were injected i.p. with either 200 μg per kg control goat IgG or goat anti-mouse sFRP2 antibody (R&D Systems) 1 day before TAC. They were then injected i.p. at this dose daily for a further 2 weeks (5 out of 7 days).

### Echocardiography and haemodynamic analyses

For haemodynamic analysis, mice were anaesthetised by i.p. injection of tribromoethanol (Avertin, 250 mg per kg body weight, Sigma). A midline cervical incision was made and the sternohyoid muscles were retracted, to expose the right carotid artery, which was tied at the bifurcation point, preventing regurgitation from the periphery. The right carotid artery was occluded proximally, allowing an incision to be made with minimal blood loss. A 1.4F pressure–volume catheter (SPR-839, Millar Instruments) was inserted via the carotid artery and ascending aorta into the left ventricle. Pressure–volume changes were recorded using a PowerLab system (Millar Instruments) once traces had stabilized. Inotropic and lusitropic function were assessed through analysis of the maximum and minimum rates of left ventricular pressure change, dP/dt_max_ and dP/dt_min_, respectively, using Millar's PVAN software.

Transthoracic echocardiography was conducted to monitor the progression of hypertrophy following TAC in the ATA treatment experiments under anaesthesia with 1.5% isofluorane. An Acuson Sequoia C256 ultrasound system fitted with a 14-MHz transducer (Siemens) was used to image the heart in the two-dimensional short-axis view, whereon M-mode echocardiography was recorded, to measure the left ventricular end diastolic diameter (LVEDD), left ventricular end systolic diameter, and diastolic posterior wall (dPW) and interventricular septal (dIVS) thicknesses in diastole. Measurements were obtained using the leading-edge method over a minimum period of three cardiac cycles, with the researcher blinded to mouse genotype and treatment. Mean wall thickness was determined by averaging the diastolic PW and IVS thicknesses, whereas LV mass was calculated using the formula 1.055 × [(LVEDD+dPW+dIVS)^3^−LVEDD^3^].

### Exercise-induced hypertrophy

To produce a model of exercise-induced hypertrophy, mice were swum twice a day for 90 min, 5 out of 7 days for a period of 4 weeks. An initial training period commenced exercise at 2 × 10 min per day, which was then increased in increments of 20 min per day until the full 2 × 90 min per day was reached. Following each swim, mice were towel dried and then maintained at 30 °C until fully dry, with 4 h rest between sessions. Water was maintained at a temperature of 30–32 °C in 18-l tanks at a depth of 30 cm. Sedentary controls were handled daily.

### Isolation of adult and neonatal cardiomyocytes

Adult mouse cardiomyocytes were isolated from 3- to 4-month-old animals. In brief, mice were killed by cervical dislocation, the hearts were rapidly removed and then perfused via the aorta with isolation solution pH 7.34 (134 mM NaCl, 11 mM glucose, 4 mM KCl, 1.2 mM MgSO_4_, 1.2 mM NaH_2_PO_4_ and 10 mM HEPES) for 4 min, followed by 9 min perfusion with a solution containing 0.6 and 0.075 mg ml^−1^ of collagenase type II (Worthington) and proteases type XIV (Sigma-Aldrich), respectively. Hearts were then perfused with Tyrode solution containing 50 mM taurine pH 7.34 for 12 min. The ventricles were cut from the heart and placed in Tyrode-taurine solution. The ventricles were then cut in half and pipetted up and down through a Pasteur pipette in 5 ml of Tyrode-taurine solution, to release the cardiomyocytes.

Adult rat cardiomyocytes were isolated and cultured following a protocol described by O'Connell *et al*.^44^ Adult female Sprague–Dawley rats were anaesthetized with 3% isoflurane and injected i.p. with 1,000 IU per kg body weight heparin. Hearts were then excised, cannulated via the aorta and Langendorff perfused with perfusion buffer (120.4 mM NaCl, 5.5 mM glucose, 14.7 mM KCl, 1.2 mM MgSO_4_-7H_2_O, 0.6 mM Na_2_HPO_4_, 10 mM Na-HEPES, 0.6 mM KH_2_PO_4_, 4.6 mM NaHCO_3_, 30 mM Taurine and 10 mM 2,3-butanedione monoxime (BDM)) for 4 min at 4 ml min^−1^ at 37 °C. The solution was then switched to digestion buffer (perfusion buffer containing 2.4 mg ml^−1^ Type II Collagenase, Worthington) for 3 min, followed by digestion buffer containing 40 μM CaCl_2_ for a further 8 min after which hearts were cut below the atria and placed in a sterile container filled with 5 ml digestion buffer. Following transfer to a laminar flow cell culture hood, ventricles were cut into small pieces and 10 ml myocyte stopping buffer (perfusion buffer containing 10% fetal bovine serum (FBS) and 12.5 μM CaCl_2_) added. The solution was pipetted up and down for 5 min using a plastic transfer pipette and placed in a 50-ml tube with an additional 5 ml stopping buffer, followed by centrifugation for 3 min at 20 *g* and resuspension of the pellet in 20 ml stopping buffer containing 2 mM ATP. Calcium was then reintroduced in three stages by repeated centrifugation (20 *g* for 3 min) and resuspension in 10 ml stopping buffer containing 100, 400 and 900 μM CaCl_2_. Following the final centrifugation, myocytes were resuspended in myocyte plating medium (Eagle's MEM w/ Hanks' balanced salt solution (HBSS) containing 10% FBS, 10 mM BDM, 100 U ml^−1^ penicillin-G, 2 mM Glutamine and 2 mM ATP) pre-equilibrated in a 37 °C 5% CO_2_ incubator and plated in 24-well plates on laminin-coated coverslips for 1 h. Plating medium was then removed and myocytes gently washed with pre-equilibrated myocyte culture medium (Eagle's MEM w/HBSS containing 1 mg ml^−1^ BSA, 10 mM BDM, 100 U ml^−1^ penicillin-G, 2 mM glutamine, 5 μg ml^−1^ insulin, 5 μg ml^−1^ transferring, 5 ng ml^−1^ selenium) and left for 24 h.

NRCMs were isolated from 1- to 3-day-old Sprague–Dawley rat neonates. Pups were killed by cervical dislocation followed by decapitation, then briefly rinsed in 70% ethanol for surface sterilization. Next, the hearts were collected into filter-sterilized ADS solution pH 7.35 (116 mM NaCl, 20 mM HEPES, 1 mM NaH_2_PO_4_, 5.5 mM glucose, 5.5 mM KCl and 1 mM MgSO_4_) on ice. Following transfer to a laminar flow cell culture hood, ventricles were dissected from extraneous tissue and atria, and cut into small pieces. Ventricular tissues were then digested through shaking at 37 °C in sterile ADS solution containing 0.6 mg ml^−1^ collagenase A (Roche) and 0.6 mg ml^−1^ pancreatin (Sigma) for 7 min. Cells were detached from the tissue by passing several times through a pipette, collected from the supernatant and discarded from this first digestion. The digestion process was then repeated a further seven times. Collected cells from digestions 2–8 were passed through a 70-μm cell strainer, to which 2 ml of FBS (Invitrogen) was added to neutralize the collagenase. The pooled cells were spun at 1,200 r.p.m. for 5 min and the pellet resuspended in 40 ml of pre-plating medium (68% DMEM, 17% M199, 10% horse serum, 5% FBS and 2.5 μg ml^−1^ amphotericin B). Cardiac fibroblasts were removed from the cell suspension through plating in 10 mm culture dishes for 1 h, to allow them to adhere, and then retrieving the myocytes in the media for counting. Cells were diluted to 1 × 10^6^ cells per ml with plating medium (as for pre-plating with the addition of 1 μM BRDU (5-bromo-2-deoxyuridine)) and incubated for 24 h at 37 °C following plating into 6-well BD Falcon Primaria tissue culture plates (for expression analysis, 2.5 × 10^6^ cells per well) or on laminin-coated coverslips in 24-well plates (for immunostaining, 5 × 10^5^ cells per well). The following day, cardiomyocytes were washed twice with PBS and kept in maintenance medium (80% DMEM and 20% Medium 199, 1% FBS, 2.5 μg ml^−1^ amphotericin B and 1 μM BRDU) at 37 °C.

### Isolation of ACFs

ACFs were isolated from 3- to 4-month-old mice. Mice were killed by cervical dislocation and their hearts were rapidly removed. The hearts were then mashed with scalpels and digested with 10 ml collagenase solution (120 mg collagenase A (Roche) and 12 mg protease (Sigma) dissolved in 80 ml PBS solution) at 37 °C for 5 min, for three times. Cells were collected after each digestion and the collagenase was deactivated by addition of FBS solution. The harvested fibroblasts were centrifuged for 5 min at 220 *g* (Beckman Coulter Allegra 6R). The cell pellet was resuspended in 10 ml ACF media (80% DMEM, 20% FBS, 1% penicillin/streptomycin, 1% Fungizone and 1% non-essential amino acids). Fibroblasts were then plated in 10 ml BD Primaria tissue culture plates overnight. The next day, the media was removed and replaced with 10 ml ACF media.

### Cellular hypertrophy experiments

NRCM were cultured in cardiomyocyte maintenance medium (68% DMEM, 17% M199, 10% horse serum, 5% FBS, 2.5 μg ml^−1^ amphotericin B and 1 μM BrdU), whereas adult rat cardiomyocytes were cultured in pre-equilibrated myocyte culture medium (Eagle's MEM w/HBSS containing; 1 mg ml^−1^ BSA, 10 mM BDM, 100 U ml^−1^ penicillin-G, 2 mM Glutamine, 5 μg ml^−1^ insulin, 5 μg ml^−1^ transferring and 5 ng ml^−1^ selenium) for 24 h. Next, the medium was replaced with conditioned medium from ACFs culture. To prepare the conditioned medium, ACFs isolated from WT or *PMCA4*^*−/−*^ mice were plated in cardiomyocyte maintenance medium for 24 h. The media were collected and used to culture NRCM. Cells were then stimulated with phenylephrine (30 μM) for 72 h with or without 0.2 μg ml^−1^ anti-sFRP2 antibody (Abcam) for 72 h. To specifically visualize cardiomyocytes, cells were stained with anti-α-actinin antibody (Sigma). The cell size was then measured using ImageJ software (NIH). The level of sFRP2 in the conditioned medium of WT or *PMCA4*^*−/−*^ ACFs was determined using ELISA (My BioSource) following the m manufacturer's protocol.

### Intracellular calcium measurement

Intracellular calcium measurement was carried out as described before^24^. Briefly, 10^4^ ACFs were plated in BD Primaria 96-well plates and incubated at 37 °C for 24 h. The medium was replaced by 80 μl of loading solution (5 μM Fluo-3 acetoxylmethyl+0.1% Pluronic F.127 in HBSS solution) and incubated at 37 °C for 30 min. Next, the medium was replaced by 100 μl of fresh HBSS–BSA–probenecid solution (HBSS, 1% w/v BSA and 2.5 mM probenecid) and were incubated for 30 min at 37 °C. Cells were then washed with 100 μl of HBSS–BSA–probenecid and finally maintained in 80 μl of fresh HBSS–BSA–probenecid containing 1.26 mM calcium chloride. Baseline fluorescence (F) was measured for 3 min with filters for excitation at 485 nm and for emission at 538 nm using a BMG FLUOstar Omega plate reader. Following baseline fluorescence measurement, 14 μl of *F*_min_ solution (HBSS–BSA–probenecid pH 7.45, 100 μM ionomycin, 10 μM Thapsigargin and 20 mM EGTA pH 8.0) was added to each well, to deplete the calcium from the cells and leave only the autofluorescence, which was measured for 120 min (*F*_min_). Finally, 16 μl of *F*_max_ (250 mM calcium chloride in HBSS–BSA–probenecid) solution was added to saturate the cells with calcium and fluorescence was measured for another 5 min (*F*_max_).

### Western blotting and immunofluorescence

Protein was extracted from pelleted suspended or adherent cells through lysis in RIPA buffer (PBS containing 1% IGEPAL CA-630, 0.5% sodium deoxycholate, 0.1% SDS, 0.5 mM phenylmethylsulphonyl fluoride, 500 ng ml^−1^ Leupeptin, 1 μg ml^−1^ Aprotinin and 2.5 μg ml^−1^ Pepstatin A). Harvested tissue stored at −80 °C since collection was cut into small pieces and homogenized in RIPA buffer in a dounce homogenizer. Cellular debris was removed from protein extracts by centrifugation (3,000 r.p.m. for 5 min at 4 °C) and the supernatant stored at −80 °C. Protein concentration was determined using a bicinchoninic acid assay kit (Pierce) as per the manufacturer's instructions.

Western blot analysis was conducted using a standard protocol. Proteins were separated by SDS–PAGE using 8% gels, transferred to Immobilon-polyvinylidene difluoride membrane (Millipore) and blocked in 4% BSA or 5% non-fat milk. Primary antibodies used were: anti-PMCA4 (clone JA9) (Abcam; 1:1,000 for western blotting, 1:100 for immunofluoresence), anti-DDR2 (Abcam; 1:100), anti-sFRP2 (Abcam; 1:1,000), anti-active β-Catenin (Millipore; 1:500), anti-GAPDH (Abcam; 1:5,000) anti-β-actin (Abcam; 1:5,000) and anti-α-tubulin (Abcam; 1:5,000). We used horseradish peroxidase-labelled secondary antibodies (Cell Signaling; 1:5,000) and detected signal using enhanced chemiluminescence (GE Healthcare) in a ChemiDoc XRS+ Imaging System (Biorad). Full blots of cropped images are provided in Supplementary Fig. 14.

For immunofluorescence, anti-α-actinin (Sigma; 1:100) and anti-phalloidin (Molecular Probes; 1:100) antibody were used. We used Texas red or fluorescein isothiocyanate-labelled secondary antibodies (Jackson ImmunoResearch) for visual detection.

### Histology

Heart tissues were fixed in 4% paraformaldehyde in PBS, embedded in paraffin and sectioned at 5 μm thickness. Haematoxylin and eosin staining and Masson's trichrome stains were performed using standard procedures. Cross-sectional cardiomyocyte size and percentage of interstitial fibrosis were assessed in haematoxylin and eosin-, and Masson's trichrome-stained sections, respectively, using ImageJ software.

### RNA isolation and real-time RT–PCR

Total RNA was prepared from freshly isolated heart tissues or cultured ACFs using Trizol reagent (Invitrogen) following the manufacturer's instructions. We used the QuantiTect-SYBR Green RT–PCR system (Qiagen) for real-time qRT–PCR analysis. Data were calculated using the ΔΔCt method and are presented as fold induction of target gene transcripts relative to control group. Reactions were performed in an ABI 7500 Fast System (Applied Biosystems). The following primers were purchased from Qiagen (Quantitect Primer Assay system): ANP, Mm_LOC230899_1_SG; BNP, Mm_Nppb_1_SG; SFRP2 Mm_Sfrp2_1_SG; TCF4, Mm_Tcf4_va.1_SG; Pax2, Mm_Pax2_1_SG; and GAPDH, Mm_Gapdh_2_SG. Threshold cycle (Ct) values were determined by using the Sequence Detection System software. GAPDH levels were used as a reference.

### Microarray analysis

RNA was obtained and pooled from three batches of fibroblasts isolated either from *PMCA4*^*−/−*^ or WT mice. We used three independent RNA pools of each genotype isolated with Trizol (Invitrogen) following the manufacturer's instructions. All the following steps were conducted by the genomics and bioinformatics core facilities at the University of Manchester following their standard protocols. Briefly, we first assessed the purity of RNA using an Agilent Bioanalyzer 2100 (Agilent Technologies). Cochlear complementary RNA (cRNA) was prepared by sequentially generating complementary DNA with the one-Cycle cDNA Synthesis Kit and used for hybridization to MOE430A Genechips (Affymetrix) and then cRNA was purified and used as a template for the *in vitro* transcription reaction for cRNA amplification and biotin labelling. This was followed by hybridization to the GeneChip arrays and scanned with a GeneChip Scanner 3000 7G–4C (Affymetrix). The analysis was initially performed with MAS5.0 (Affymetrix) and Robust Multiarray Average software^45^, which indicated high variability that was associated with the biological variability and nonspecific hybridization. Further analysis was then conducted using the software package PUMA (Propagating Uncertainty in Microarray Analysis), to estimate the gene expression levels. 

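Both estimates were in the authors' deposited data, and for *Sfrp2*, *Igfbp5*, *Igfbp4* and *Igfbp3* they gave the same direction in the untreated pair. Of the 22 measured genes of the heat map, *Wnt7b*, *Pax1* and *Hprt* had opposite signs there at the probe set read with PUMA, with log2 differences of −2.38, 0.90 and 0.04 with PUMA and of 0.09, −0.23 and −0.02 with Robust Multiarray Average, and the probe sets of *Wnt7b* and *Pax1* were dim on all 4 arrays. With the Robust Multiarray Average values, the log2 difference between untreated *PMCA4*-/- and WT fibroblasts was 6.82 for *Sfrp2*, 1.54 for *Igfbp5* and 0.42 for *Igfbp4*. That of *Igfbp3* was −5.60, and those of *Rpl39l* and *Chil1* were 7.78 and 6.78. The median over the Wnt receptors in the untreated pair was 0.21 with these values, and that over the Wnt ligands in the phenylephrine pair was 0.16. PUMA gave intensities under 1 for 12.9% to 14.6% of the probe sets of an array, which widens the log2 differences of genes that are dim in one genotype. At the 2-fold threshold, the Robust Multiarray Average values counted 363 genes higher and 411 lower in the untreated *PMCA4*-/- array. In limma, 5239 of the 5475 genes called with PUMA that were also tested with the Robust Multiarray Average values were called there too.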

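In the authors' deposited table, *Sfrp2* had a probability of a positive log ratio of *PMCA4*-/- over WT of 1.00 in the untreated pair, and *Igfbp5* had one of 1.00 at the probe set read here. The 6 probe sets of *Igfbp4* in the authors' deposited table ranged from 0.940 to 1.00 in the untreated pair and from 0.917 to 1.00 in the phenylephrine pair, and the probe set read here had the lowest value in both, short of 0.95. *Igfbp3* had a probability of 4.65e-10 in the untreated pair of the authors' deposited table, which places its log ratio below 0. Of the other heat map genes called higher by limma, *Sfrp4*, *Wnt6* and *Wnt7a* had probabilities of 0.828, 0.660 and 0.732 in the untreated pair and of 0.872, 0.725 and 0.810 in the phenylephrine pair of the authors' deposited table, short of 0.95, while *Igfbp6*, *Wnt5a* and *Wnt9a* were above 0.95 in both at the probe set read here. Taking the fold change together with a probability above 0.95 or below 0.05 in the authors' deposited table, 524 counted genes were higher and 554 lower in untreated *PMCA4*-/- fibroblasts, and 560 were higher and 585 lower in phenylephrine-treated ones. These probabilities compare single arrays, so they cover the error of measurement on an array and not the difference between cultures.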

To reduce the number of false positives, the analysis of the fold change was used in combination with the Probability of Positive Log Ratio (PPLR) algorithm from the PUMA package^46^.

### Luciferase assay

The luciferase reporter for assessing β-catenin activity, which contains TCF/LEF sites was a gift from Dr Randall Moon (Addgene plasmid #12456)^19^. The reporter cassette containing NF-κB-binding sites was obtained from Clontech. Constructs were cloned into the pAd-DEST Gateway vector (Invitrogen), to produce adenoviruses expressing these reporter genes.

For luciferase assay, 7 × 10^5^ NRCMs were plated in 24-well plates in 1 ml maintenance media for 24 h. Next, the media was changed with either maintenance media or fibroblasts conditioned media. Adenovirus-encoding the TCF/LEF-luciferase construct was added and cells were then stimulated with 30 μM phenylephrine for 72 h. Luciferase assays were performed using luciferase assay reagent (Promega) following manufacturer's recommended protocol.

The NF-κB-luciferase reporter was used to examine NF-κB activity in cardiac fibroblasts. In brief, 5 × 10^4^ ACFs were plated in 24-well plates for 24 h. Next, the cells were infected with the NF-κB reporter adenovirus and incubated for 72 h at 37 °C. Luciferase assays were performed using luciferase assay reagent (Promega) following the manufacturer's recommended protocol.

### Whole-body phenotypic analysis

The study was performed on 12 male mice: 6 KOs and 6 control WTs. Phenotyping began when mice were 15 weeks of age. Food consumption and body weight were monitored once a week between 16 and 21 weeks of age. Dysmorphology screen including body observation, physical appearance and general behaviour was performed at 17 weeks of age. Blood was collected by retro-orbital puncture after overnight fasting under isoflurane anaesthesia at the age of 19 weeks for basic chemistry, blood lipid and haematology analysis. At 20 weeks of age, indirect calorimetry was performed to evaluate energy expenditure. At 21 weeks of age, blood was collected by retro-orbital puncture for immunology (plasma IgG, IgA and IgM measurement) and enzymatic activities analysis. Bone mineral density, body lean and fat content were evaluated by Dexascan analysis at the age of 22 weeks. X-ray analysis was performed at the same age. At 24 and 26 weeks of age, blood was collected by retro-orbital puncture for metabolic and endocrine exploration. At the end of the study (30-week-old mice), blood was collected by intra-cardiac puncture for coagulation tests.

### Statistical analysis

Data are expressed as mean+s.e.m. Student's *t*-test or one-way analysis of variance followed by *post-hoc* multiple comparison were used where appropriate. The probability level for statistical significance was set at *P*<0.05.

## Additional information

**Accession codes:** Microarray data have been deposited in NCBI's Gene Expression Omnibus under accession code GSE77359 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE77359).

**How to cite this article:** Mohamed, T. M. A. *et al*. The plasma membrane calcium ATPase 4 signalling in cardiac fibroblasts mediates cardiomyocyte hypertrophy. *Nat. Commun.* 7:11074 doi: 10.1038/ncomms11074 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-14 and Supplementary Tables 1-4

## Figures and Tables

**Figure 1:**
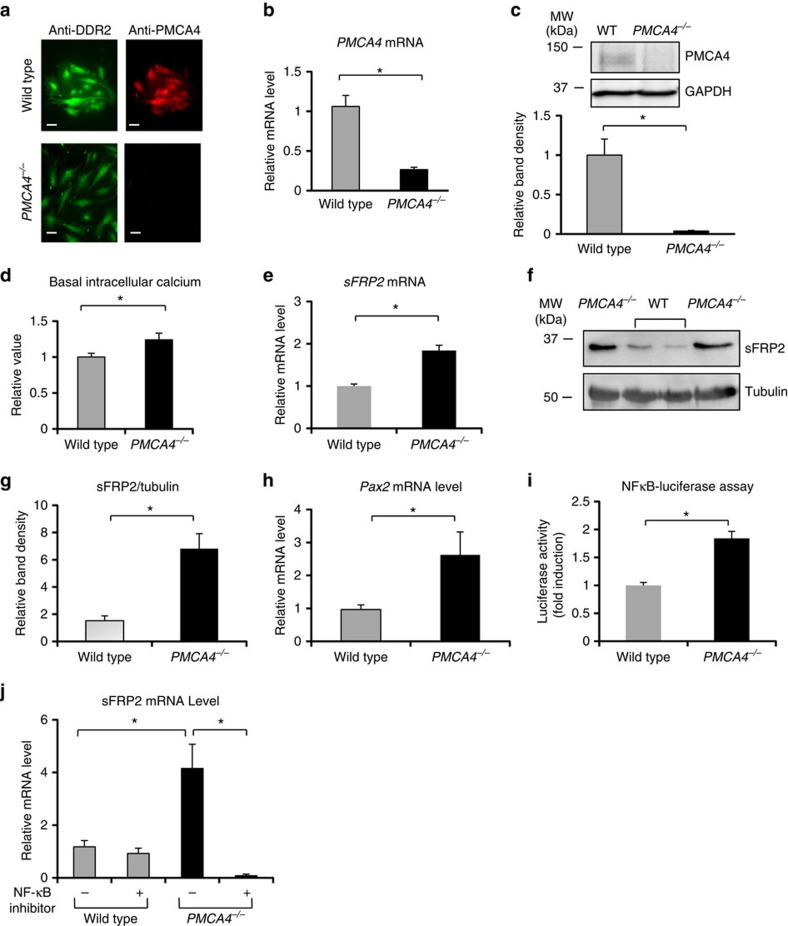
*Pmca4* gene ablation increased sFRP2 expression in ACFs. (**a**) Immunofluorescence analysis of ACFs isolated from WT and *PMCA4*^*−/−*^ mice. Cells were stained with anti-DDR2 (fibroblasts marker) and anti-PMCA4 antibodies (scale bars, 25 μm). (**b**) qRT–PCR analysis showing a significant reduction in *Pmca4* level in ACFs of *PMCA4*^*−/−*^ mice (*n*=4; *P<0.05). (**c**) Western blotting to detect PMCA4 protein level in ACFs and quantification of band density showing significant reduction of PMCA4 expression in *PMCA4*^*−/−*^ cardiac fibroblasts (*n*=4; *P<0.05). (**d**) Analysis of basal intracellular calcium showed significantly elevated intracellular calcium level in *PMCA4*^*−/−*^ cardiac fibroblasts (*n*=4; *P<0.05). (**e**) Real-time RT–PCR and (**f**) western blot analysis, to examine sFRP2 expression in cardiac fibroblasts. (**g**) Quantification of band density supported the qRT–PCR analysis, showing significantly increased sFRP2 expression in *PMCA4*^*−/−*^ fibroblasts (*n*=5; *P<0.05. (**h**) Expression of Pax2 was also elevated in *PMCA4*^*−/−*^ fibroblasts (*n*=4; *P<0.05). (**i**) Using adenovirus-mediated NF-κB luciferase reporter construct, we detected a higher level of NF-κB activity in fibroblasts lacking PMCA4 (*n*=4; *P<0.05). (**j**) Treatment with NF-κB inhibitor (BAY11–7082) at 10 μM for 24 h remarkably reduced sFRP2 mRNA level in *PMCA4*^*−/−*^ fibroblasts as detected by qRT–PCR (*n*=4; *P<0.05). Student's *t*-test was used in all statistical tests above. All error bars represent the s.e.m.

**Figure 2:**
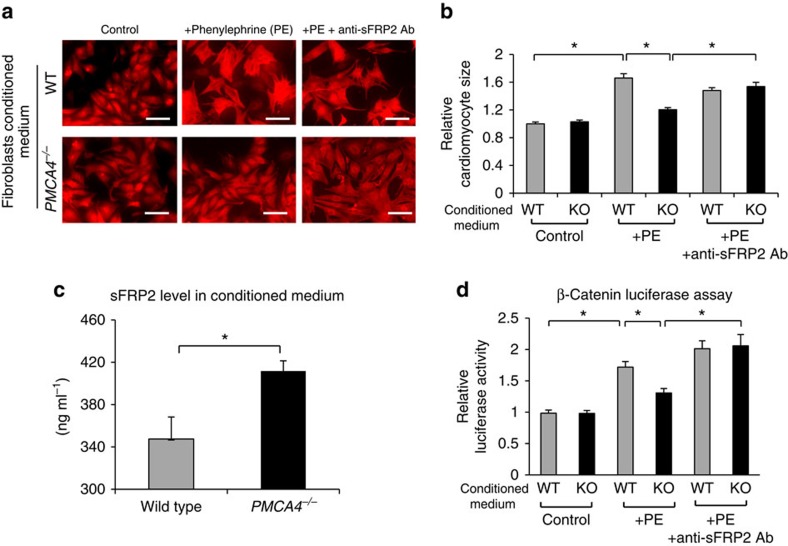
*PMCA4*^*−/−*^ fibroblast conditioned medium exerts an anti-hypertrophic effect. (**a**) Representative images of NRCMs cultured in conditioned medium of either WT or *PMCA4*^*−/−*^ cardiac fibroblasts. NRCMs were treated with phenylephrine (PE), 30 μM or PE with anti-sFRP2 antibody (0.2 μg ml^−1^) for 72 h. Cells were then stained with α-actinin antibody, to specifically visualize cardiomyocytes. Scale bar, 25 μm. (**b**) Measurement of cell surface area indicated that treatment with *PMCA4*^*−/−*^ fibroblasts conditioned medium (KO) significantly reduced PE-induced hypertrophy (results were from three independent experiments conducted in triplicate; a minimum of 100 cells were measured per replicate, *P<0.05, one-way analysis of variance (ANOVA) followed by *post-hoc* multiple comparison). Addition of anti-sFRP2 antibody abolished the anti-hypertrophic effect of *PMCA4*^*−/−*^ conditioned medium. (**c**) ELISA analysis showed a significantly higher sFRP2 level in *PMCA4*^*−/−*^ conditioned medium (*n*=4 in each group; *P<0.05, Student's *t*-test). (**d**) Using an adenovirus expressing the TCF/LEF-luciferase construct, we detected activation of the Wnt/β-catenin pathway. Consistent with this observation, conditioned medium from *PMCA4*^*−/−*^ fibroblasts inhibited PE-induced Wnt/β-catenin activation, which was reversed by treatment with anti-sFRP2 antibody (*n*=3 independent experiments; *P<0.05, one-way ANOVA followed by *post-hoc* multiple comparison). All error bars represent the s.e.m.

**Figure 3:**
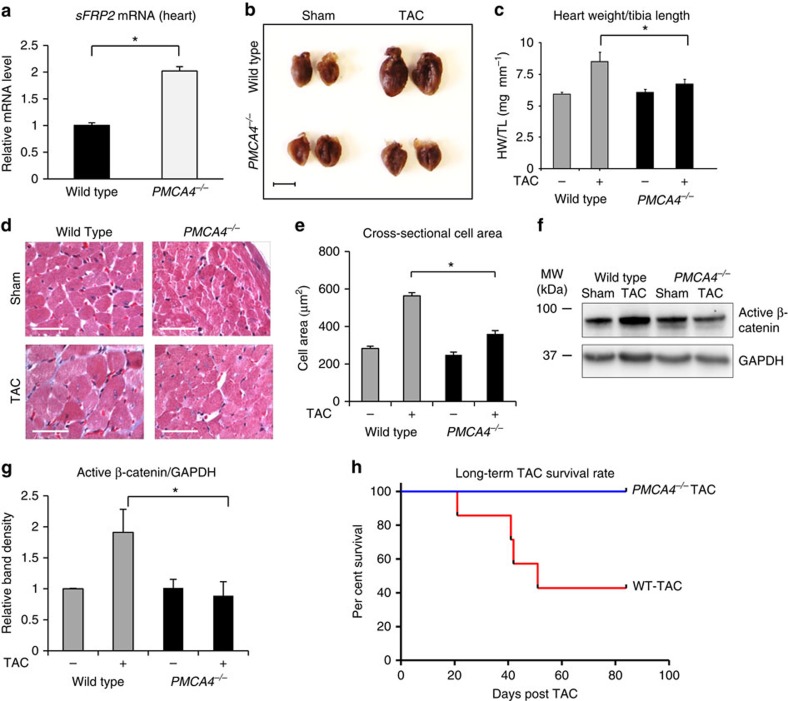
Systemic deletion of *Pmca4* attenuated the hypertrophic response to TAC. (**a**) sFRP2 level was detected in heart tissues using qRT–PCR (WT, *n*=4; *PMCA4*^*−/−*^, *n*=3; *P<0.05, Student's *t*-test). (**b**) Representative image of hearts from WT and *PMCA4*^*−/−*^ mice following TAC (5 weeks) or sham operation (scale bar, 5 mm). (**c**) Measurement of HW/TL ratio showed significant reduction of the hypertrophic response in *PMCA4*^*−/−*^ mice (*n*=10 in each group; *P<0.05, one-way analysis of variance (ANOVA) followed by *post-hoc* multiple comparison). (**d**) Representative heart tissue sections stained with haematoxylin and eosin, and (**e**) measurement of cardiomyocyte cross-sectional area showed smaller cardiomyocyte size in *PMCA4*^*−/−*^ mice after TAC (scale bars, 50 μm,*P<0.05, one-way ANOVA followed by *post-hoc* multiple comparison). (**f**) Western blot analysis of active β-catenin and (**g**) quantification of band density level indicated a higher level of β-catenin activation in *PMCA4*^*−/−*^ mice after TAC (*n*=4 in each group; *P<0.05, one-way ANOVA followed by *post-hoc* multiple comparison). (**h**) When stimulated with long-term (12 weeks) TAC, more *PMCA4*^*−/−*^ mice survived than WT. All of the sham-treated animals survived at 12 weeks following procedure (WT, *n*=7; *PMCA4*^*−/−*^ *n*=5 at the beginning of the experiments). All error bars represent the s.e.m.

**Figure 4:**
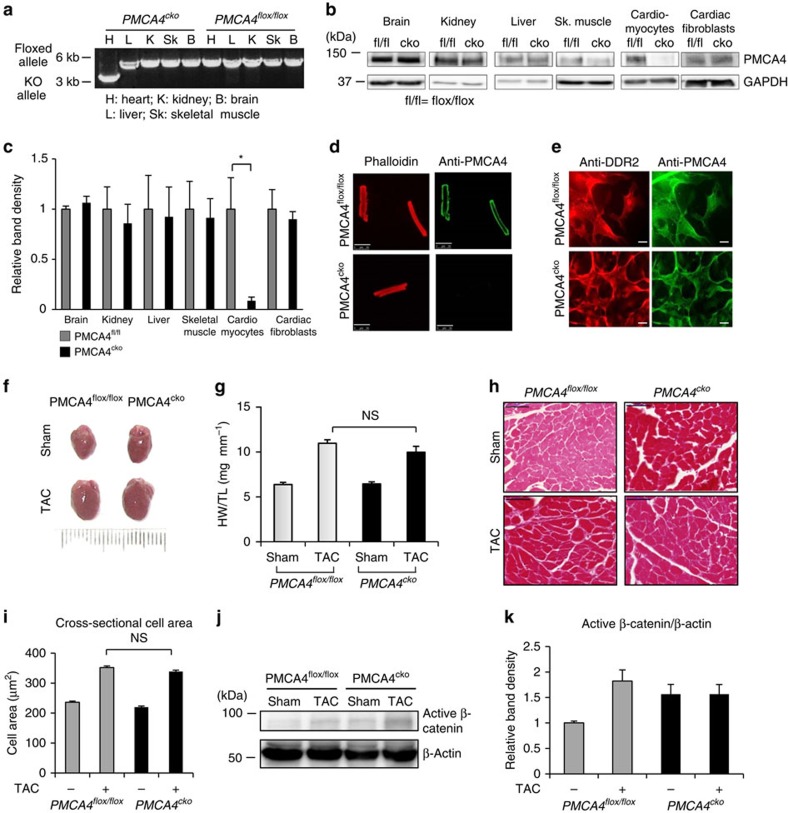
*Pmca4* deletion in cardiomyocytes did not affect TAC-induced hypertrophy. (**a**) PCR analysis confirming specific deletion of the *Pmca4* allele in the heart of *PMCA4*^*cko*^ mice. (**b**) Western blot analysis showing PMCA4 expression in several organs and in isolated cardiomyocytes and cardiac fibroblasts. (**c**) Quantification of band density (relative to expression in control mice) showed that expression of PMCA4 was ablated only in cardiomyocytes of *PMCA4*^*cko*^ mice (*n*=3; *P<0.05, Student's *t*-test). (**d**) Immunofluorescence experiment to detect PMCA4 expression in isolated adult cardiomyocytes and (**e**) in ACFs (scale bars, 50 μm). Cells were stained with anti-PMCA4 (green) and phalloidin or anti-DDR2 (red). The results showed absence of PMCA4 in cardiac myocytes but not in cardiac fibroblasts of *PMCA4*^*cko*^. (**f**) Images of hearts from *PMCA4*^*cko*^ and controls after 5 weeks of TAC stimulation. (**g**) HW/TL ratio indicated that there was no difference in hypertrophy between *PMCA4*^*cko*^ and control littermates (*PMCA4*^*flox/flox*^) after TAC (control sham, *n*=7; control TAC, *n*=9; *PMCA4*^*cko*^ sham, *n*=6; *PMCA4*^*cko*^ TAC, *n*=7, *P*=NS, one-way analysis of variance (ANOVA)). (**h**) Haematoxylin and eosin staining of histological sections and (**i**) analysis of cross-sectional cardiomyocyte area supported the finding of no difference in hypertrophic response between *PMCA4*^*cko*^ and controls (scale bars, 50 μM; *n*=4 per group). (**j**) Representative western blotting and (**k**) measurement of band density showed no difference in the level of active β-catenin between *PMCA4*^*cko*^ and controls (*n*=5 per group), NS, not significant. All error bars represent the s.e.m.

**Figure 5:**
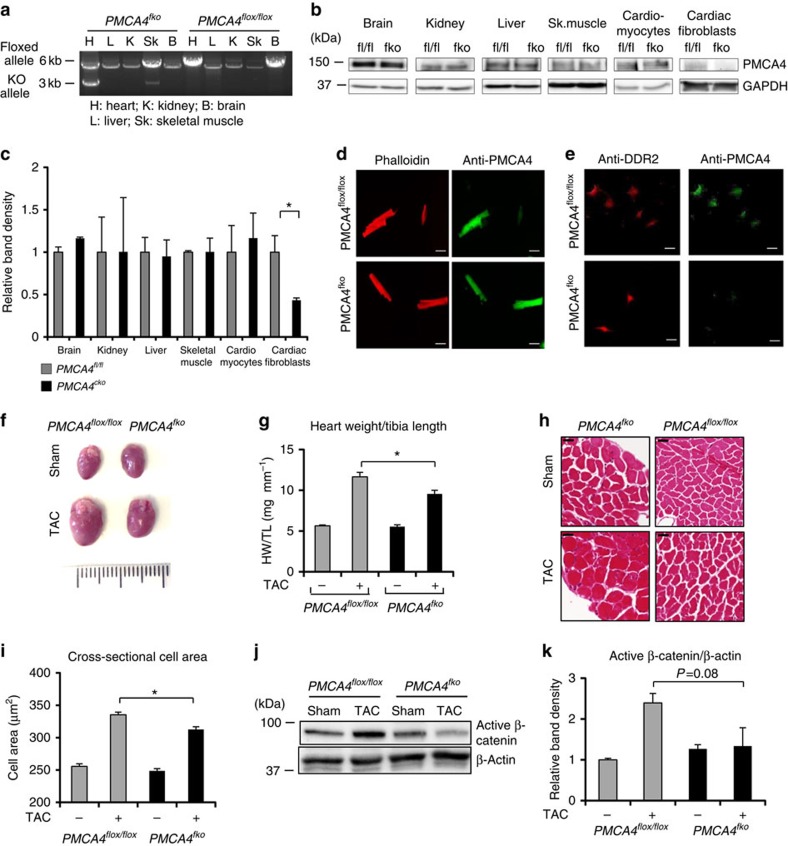
Fibroblast-specific *Pmca4* ablation reduced TAC-induced hypertrophy. (**a**) Image of PCR analysis to detect the deleted *Pmca4* allele in *PMCA4*^*fko*^ mice. (**b**) Western blotting showing the expression of PMCA4 in several different organs and in isolated cardiomyocytes and cardiac fibroblasts. (**c**) Quantification of band density (relative to expression in control mice) showed that expression of PMCA4 was ablated only in cardiac fibroblasts of *PMCA4*^*fko*^ mice (*n*=3; *P<0.05, Student's *t*-test). (**d**) Adult cardiomyocytes and (**e**) cardiac fibroblasts were stained with anti-PMCA4 (green) and phalloidin or anti-DDR2 (red). Expression of PMCA4 was ablated in isolated ACFs but not in cardiomyocytes of *PMCA4*^*fko*^ mice (scale bars, 25 μm). (**f**) Image of hearts from *PMCA4*^*fko*^ and control littermates after TAC for 5 weeks. (**g**) HW/TL ratio analysis showed significantly reduced hypertrophy in *PMCA4*^*fko*^ mice following TAC (control sham, *n*=4; control TAC, *n*=5; *PMCA4*^*fko*^ sham, *n*=4; *PMCA4*^*fko*^ TAC, *n*=4, *P<0.05, one-way analysis of variance (ANOVA)). (**h**) Examples of histological sections stained with haematoxylin and eosin, and (**i**) calculation of cross-sectional cardiomyocyte area indicated a significantly reduced hypertrophy in *PMCA4*^*fko*^ mice (scale bars, 50 μm, control sham, *n*=4; control TAC, *n*=5; *PMCA4*^*fko*^ sham, *n*=4; *PMCA4*^*fko*^ TAC, *n*=4; *P<0.05, one-way ANOVA). (**j**) Active β-catenin level was detected by western blotting. (**k**) Band density assessment suggested a strong trend (*P*=0.08) in reduced β-catenin activation in *PMCA4*^*fko*^ following TAC (control sham, *n*=4; control TAC, *n*=5; *PMCA4*^*fko*^ sham, *n*=4; *PMCA4*^*fko*^ TAC, *n*=4). All error bars represent the s.e.m.

**Figure 6:**
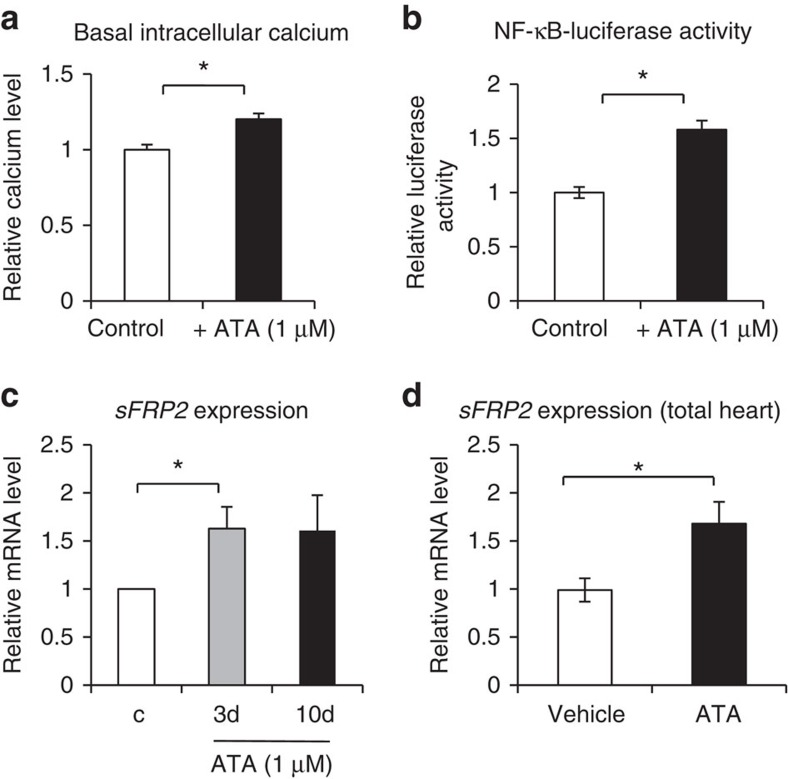
PMCA4 inhibition increased sFRP2 levels in cardiac fibroblasts and the heart. (**a**) ACFs isolated from WT mice were subjected to ATA treatment (1 μM for 48 h). Measurement of basal intracellular calcium using fluo-3 dye indicated a significantly higher calcium level in ATA-treated cells (*n*=4; *P<0.05, Student's *t*-test). (**b**) Analysis of NF-κB activity using the NF-κB-luciferase construct showed a significant increase in NF-κB activity in ATA-treated cells (*n*=4; *P<0.05, Student's *t*-test). (**c**) ACFs were treated with ATA (1 μM) for 3 or 10 days. qRT–PCR analysis showed that sFRP2 level was significantly enhanced in ATA-treated cells (*n*=4; *P<0.05, Student's *t*-test). (**d**) WT mice were injected with ATA (5 mg kg^−1^ per day for 2 weeks). sFRP2 level was detected in total heart's mRNA. Results showed a significant increase in sFRP2 level (*n*=6–8 in each group; *P<0.05, Student's *t*-test). All error bars represent the s.e.m.

**Figure 7:**
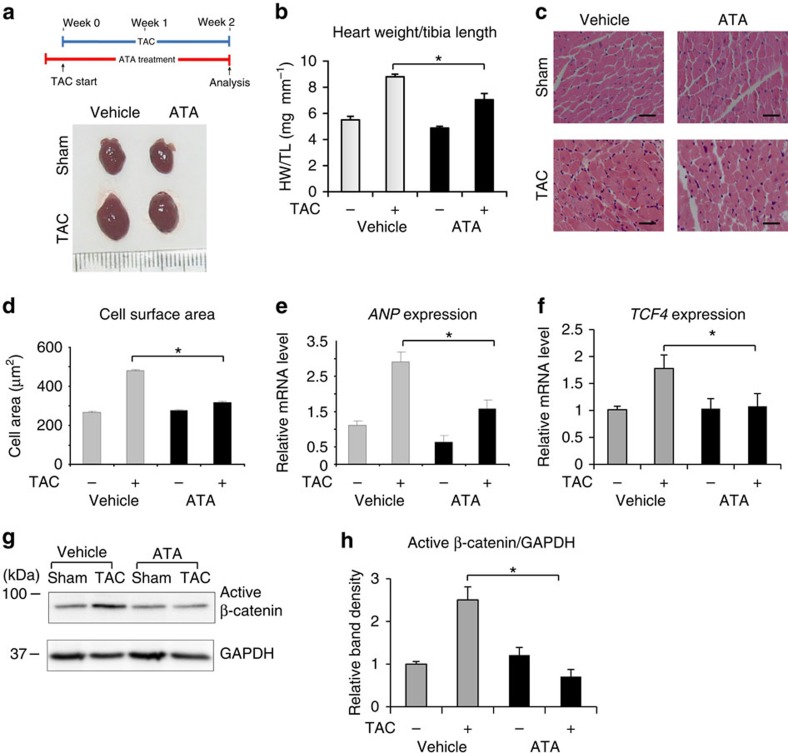
ATA treatment reduced cardiac hypertrophy in response to pressure overload. (**a**) Schematic diagram of treatment strategy and gross morphology of mouse hearts following TAC (2 weeks) with or without ATA treatment (5 mg kg^−1^ per day, i.p.). (**b**) Analysis of HW/TL ratio showed significantly reduced hypertrophy in mice treated with ATA (sham vehicle, *n*=9; TAC vehicle, *n*=11; sham ATA, *n*=8; TAC ATA, *n*=9; *P<0.05, one-way analysis of variance (ANOVA) followed by *post-hoc* multiple comparison test) (**c**) Haematoxylin and eosin staining of histological sections and measurement of cross-sectional cell surface area (scale bars, 50 μm) (**d**) indicated that ATA treatment significantly diminished the hypertrophic response (sham vehicle, *n*=9; TAC vehicle, *n*=11; sham ATA, *n*=8; TAC ATA, *n*=9; *P<0.05, one-way ANOVA followed by *post-hoc* multiple comparison test). (**e**) Expression of ANP and (**f**) *TCF4* were detected by real-time RT–PCR. ATA-treated mice showed significantly lower expression of both ANP and *TCF4* (sham vehicle, *n*=3; TAC vehicle, *n*=6; sham ATA, *n*=3; TAC ATA, *n*=4; *P<0.05). (**g**) Western blotting of active β-catenin and (**h**) quantification of band density indicated a significant reduction of active β-catenin level in TAC-operated animals treated with ATA (*P<0.05, one-way ANOVA followed by *post-hoc* multiple comparison test). All error bars represent the s.e.m.

**Figure 8:**
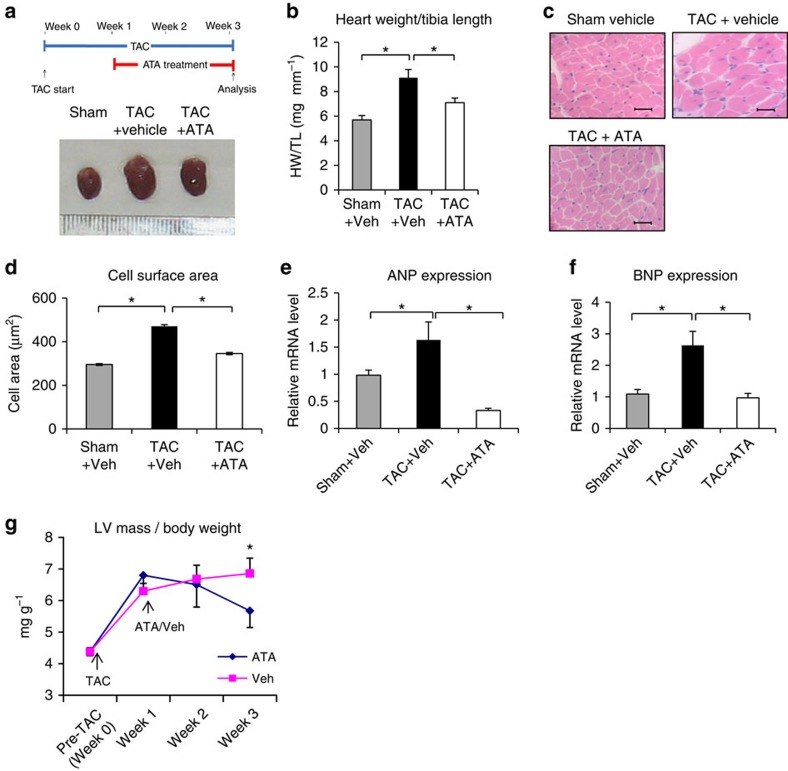
ATA reversed already established cardiac hypertrophy in WT mice. (**a**) Schematic diagram of treatment strategy and gross morphology of hearts at the end of experiments. (**b**) Analysis of HW/TL ratio showed that ATA treatment (5 mg kg^−1^ per day, i.p.) significantly reduced established cardiac hypertrophy (sham vehicle, *n*=4; TAC vehicle, *n*=4; TAC ATA, *n*=6; *P<0.05) (**c**) Examples of histological sections (scale bars, 50 μm). (**d**) Analysis of cell surface area measurement supported the HW/TL ratio data (sham vehicle, *n*=4; TAC vehicle, *n*=4; TAC ATA, *n*=6; *P<0.05). (**e**) Expression of hypertrophic markers ANP and (**f**) BNP after 2 weeks of ATA treatment supported the finding that ATA reversed established hypertrophy in mice. (**g**) Serial echocardiography analysis showed that the left ventricular mass was remarkably increased 1 week after TAC and the reduction in left ventricular mass occurred following the treatment with ATA (*P<0.05, ATA- versus vehicle-treated group). All error bars represent the s.e.m.

**Figure 9:**
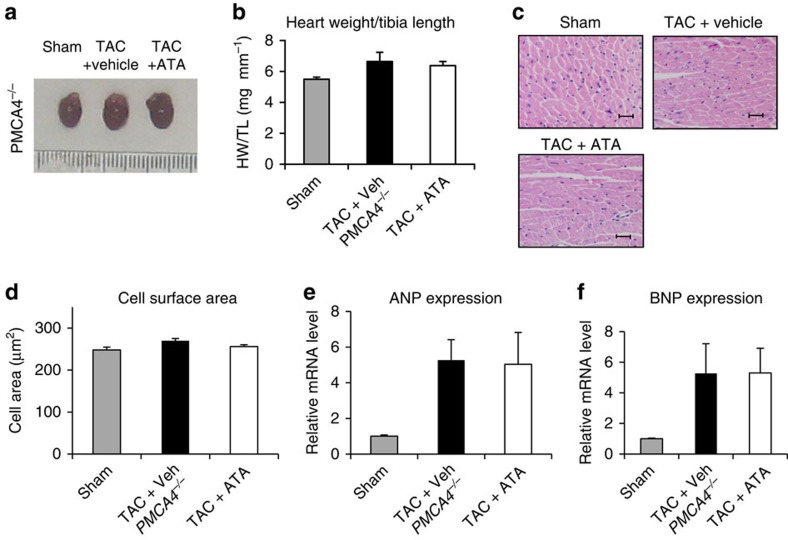
ATA had no additional effect on hypertrophy in *PMCA4*^*−/−*^ mice following TAC. (**a**) Image of *PMCA4*^*−/−*^ hearts at the end of experiments. (**b**) Measurement of HW/TL ratio and analysis of cross-sectional cell surface area on histological sections (scale bars, 50 μm). (**c**,**d**) ATA treatment did not affect hypertrophic response in *PMCA4*^*−/−*^ mice (*n*=4–6 in each group). (**e**) The level of ANP and (**f**) BNP were not altered by ATA treatment in *PMCA4*^*−/−*^ mice. All error bars represent the s.e.m.

**Figure 10:**
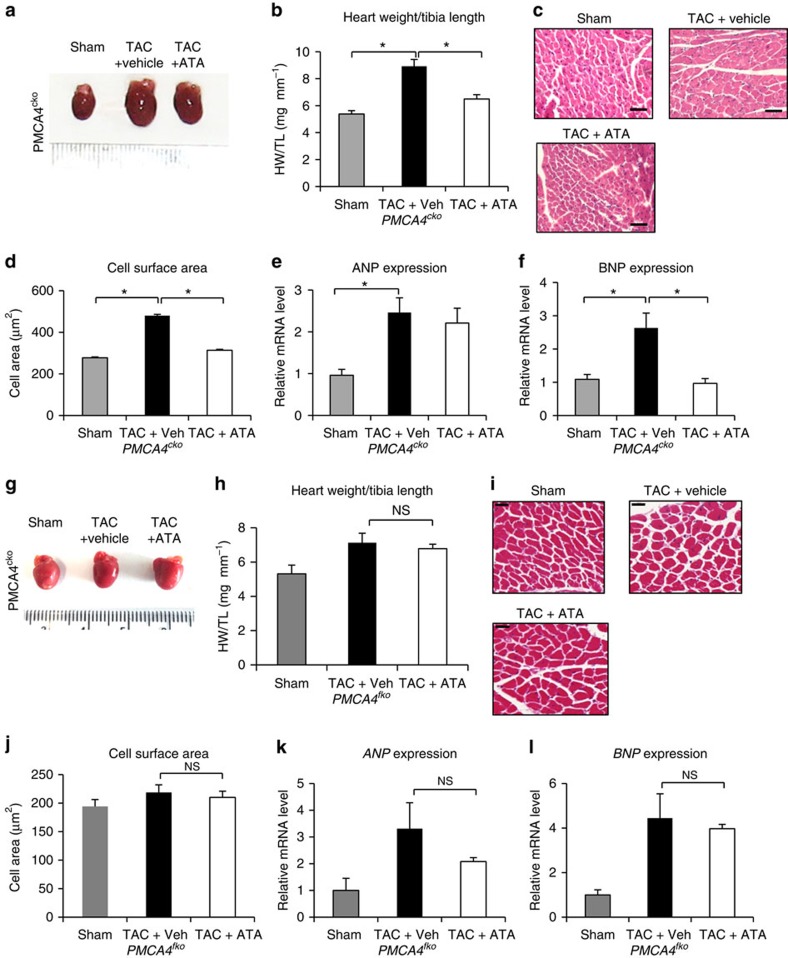
ATA inhibited cardiac hypertrophy in *PMCA4*^*cko*^ but not *PMCA4*^*fko*^ mice. (**a**) Gross morphology of the hearts from *PMCA4*^*cko*^ mice at the end of the experiments. (**b**) HW/TL ratio measurement indicated significantly reduced hypertrophy after ATA treatment in *PMCA4*^*cko*^ mice (sham vehicle, *n*=5; TAC vehicle, *n*=6; TAC ATA, *n*=6; *P<0.05, one-way analysis of variance (ANOVA)). (**c**) Representative histological sections (scale bars, 50 μm) and (**d**) measurement of cell surface area showed a significant reduction of hypertrophy following ATA treatment (sham vehicle, *n*=5; TAC vehicle, *n*=6; TAC ATA, *n*=6; *P<0.05, one-way ANOVA). (**e**) ANP level did not differ following ATA treatment but BNP expression (**f**) was significantly reduced in *PMCA4*^*cko*^-TAC after ATA treatment (sham vehicle, *n*=5; TAC vehicle, *n*=5; TAC ATA, *n*=4; *P<0.05). (**g**) Hearts from *PMCA4*^*fko*^ following TAC with or without ATA treatment. (**h**) Analysis of HW/TL ratio and (**i**,**j**) cross-sectional cardiomyocyte area (scale bars, 50 μm) showed that ATA treatment did not alter the hypertrophic response in *PMCA4*^*fko*^ mice (sham vehicle, *n*=5; TAC vehicle, *n*=4; TAC ATA, *n*=4). (**k**) The level of ANP and (**l**) BNP expression were not significantly different between TAC+vehicle and TAC+ATA group (NS, not significant). All error bars represent the s.e.m.

# Supplementary material for: The plasma membrane calcium ATPase 4 signalling in cardiac fibroblasts mediates cardiomyocyte hypertrophy
**Source:** Nat Commun. 2016 Mar 29;7:11074. doi: 10.1038/ncomms11074
**Supplement:** Supplementary Information — Supplementary Figures 1-14 and Supplementary Tables 1-4

Supplementary Information

Supplementary Figure 1

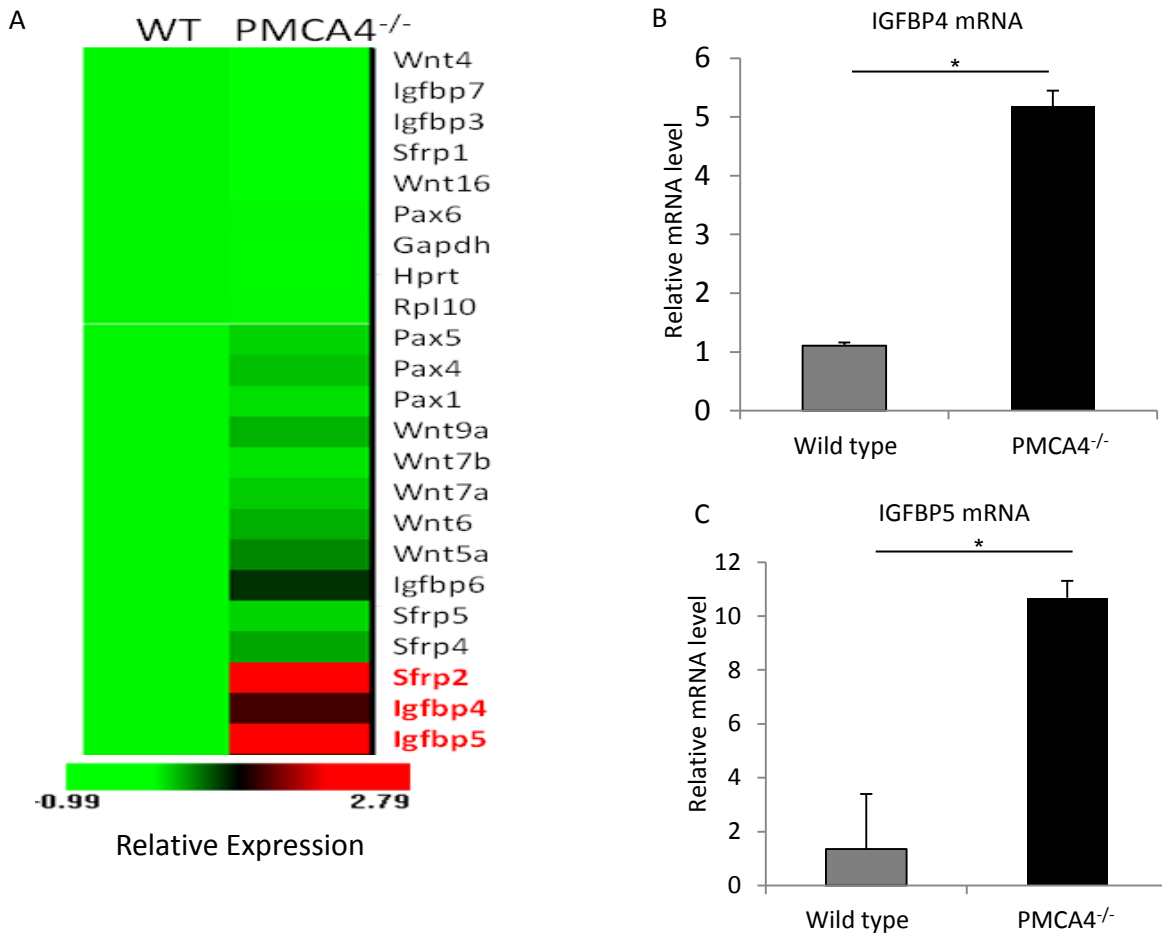

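Besides *Sfrp2*, *Igfbp4* and *Igfbp5*, the heat map's counted genes that rose in *PMCA4*-/- fibroblasts were *Sfrp4*, a second secreted frizzled-related protein, *Igfbp6*, and the Wnt ligand genes *Wnt5a*, *Wnt6*, *Wnt7a* and *Wnt9a*. The log2 difference in the untreated pair was 0.82 for *Sfrp4*, 0.82 for *Igfbp6* and 0.95 for *Wnt9a*, and it was 0.51, 0.31 and 0.42 for *Wnt5a*, *Wnt6* and *Wnt7a*. With the Robust Multiarray Average values it was 0.37 for *Sfrp4*, 0.78 for *Igfbp6*, 0.32 for *Wnt9a*, 0.46 for *Wnt5a*, 0.34 for *Wnt6* and 0.21 for *Wnt7a*. In the phenylephrine pair *Sfrp4*, *Igfbp6*, *Wnt5a* and *Wnt6* differed by 0.29 to 1.00, and *Wnt7a* and *Wnt9a*, each dim in WT, were at least 1.21-fold and 2.35-fold higher. Their adjusted p in limma ranged from 0.00351 for *Igfbp6* to 0.0273 for *Wnt5a*. The probability of a positive log ratio in the authors' deposited table stayed short of 0.95 for *Sfrp4*, *Wnt6* and *Wnt7a*, and for *Igfbp4* at the probe set read here.

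*Igfbp3*, which encodes the main carrier of insulin-like growth factors in blood, fell from intensities of 4146 and 3960 in WT fibroblasts to 34.0 and 18.2 in *PMCA4*-/- fibroblasts. It differed by −6.93 on the log2 scale in the untreated pair and was at least 117-fold lower in the phenylephrine pair (limma adjusted p = 0.000403). A second probe set, with intensities of 0.886 and 0.530 in *PMCA4*-/- fibroblasts, gave −5.62 and −5.79 with the Robust Multiarray Average values. *Igfbp7* fell too, with log2 differences of −0.60 and −0.67 (limma adjusted p = 0.00607). *Wnt4* differed by −1.16 in the untreated pair and 0.01 in the phenylephrine pair and did not pass the limma test (adjusted p = 0.184), while its other probe set gave −1.31 and −0.77. *Sfrp1*, *Wnt16* and the housekeeping genes *Hprt* and *Rpl10* did not pass either. *Sfrp5*, *Wnt7b*, *Pax1*, *Pax4*, *Pax5* and *Pax6* were read by probe sets below the filter and were not tested.

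Of 16 counted genes among the 23 in the heat map, 9 rose, 2 fell and 5 did not pass the test, with the same counts adjusted over the list alone. The list was chosen by the study on these samples, so its counts are not independent evidence of a direction. With the Robust Multiarray Average values the log2 difference of Wnt6 was 0.20 and the log2 difference of Wnt7a was 0.17 in limma, and neither passed the test. With the median of the 100 nearest genes on the chromosome subtracted, a setting chosen after the data were seen, the log2 difference of Wnt5a was 0.14 and did not pass.

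From the elevated expression of such regulators of Wnt signalling on the arrays, the paper went on to measure sFRP2, IGFBP4 and IGFBP5 by qRT–PCR. It states that it focused on sFRP2 because this molecule has a known role in cardiac remodelling.

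**Figure D3:**
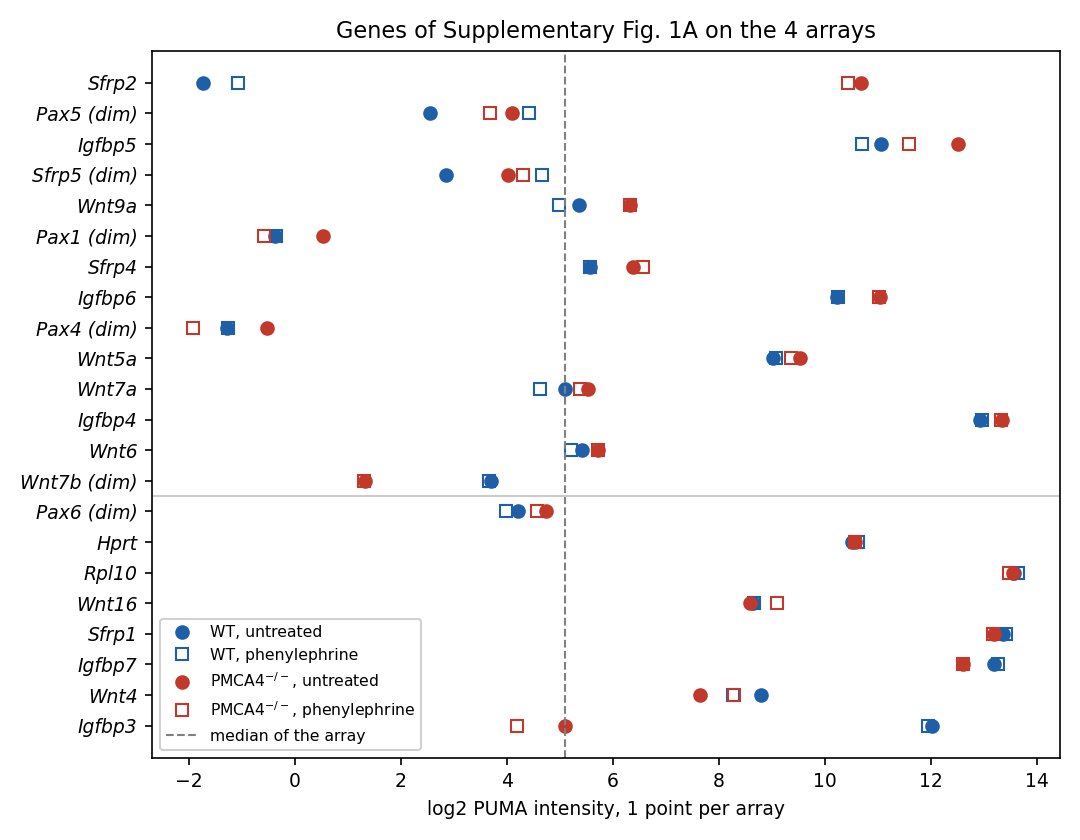
Log2 PUMA intensity of the 22 measured genes of Supplementary Fig. 1A, with 1 point for each of the 4 arrays. The grey line parts genes drawn higher in *PMCA4*-/- fibroblasts in the paper's heat map from those drawn as in WT, the dashed line is the median of the arrays, genes marked dim lie below the filter, and *Sfrp2* and *Igfbp3* are the genes with the widest gap between WT and *PMCA4*-/- fibroblasts among the counted ones.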

Supplementary figure 1 A) Microarray heat map comparing mRNA expression of several genes involved in regulating the Wnt pathway between WT and *PMCA4*^{-/-} fibroblasts. B) qRT-PCR analysis showing increased IGFBP4 and (C) IGFBP5 mRNA levels in *PMCA4*^{-/-} cardiac fibroblasts (n=4 in each group, *P<0.05, Student's t-test). All error bars represent the SEM.

Supplementary Figure 2

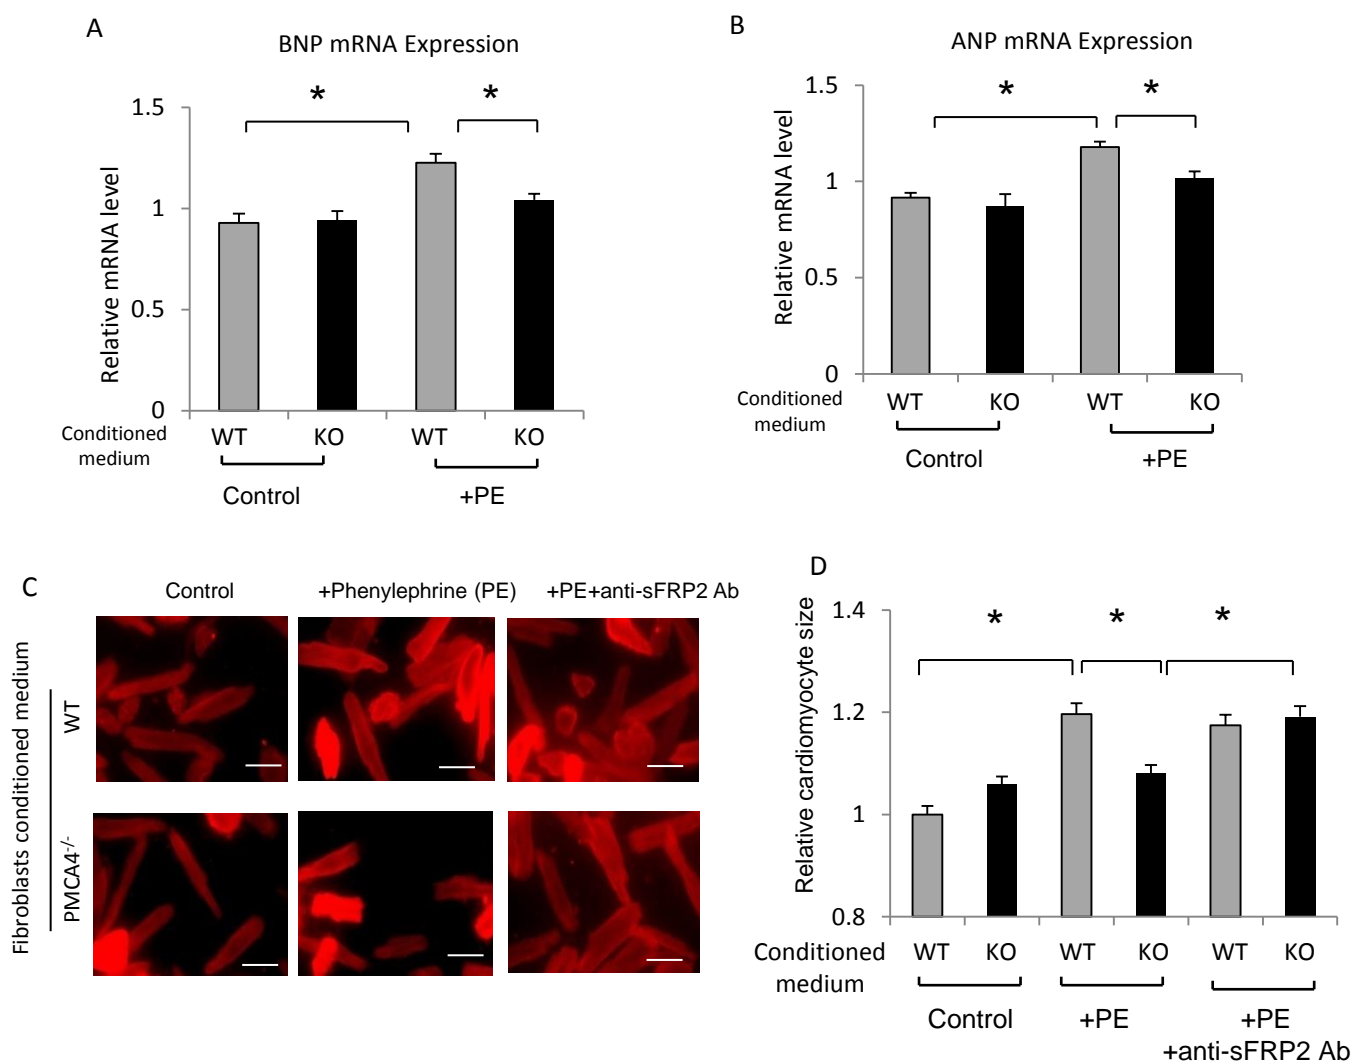

Supplementary figure 2 **A)** Analysis of BNP and **(B)** ANP expression in isolated neonatal rat cardiomyocytes (NRCM) cultured in conditioned medium of either WT or *PMCA4*^{-/-} cardiac fibroblasts. NRCM were treated with phenylephrine (PE), 30 μ M for 72 hours (*P<0.05, One way Anova followed by posthoc multiple comparison). **C)** Representative images of adult rat cardiomyocytes (ARCM) cultured in conditioned medium of either WT or *PMCA4*^{-/-} cardiac fibroblasts and then treated with phenylephrine (PE), 30 μ M or PE with anti-sFRP2 antibody (0.2 μ g per ml) for 48 hours (Scale bar = 50 μ m). **D)** Analysis of cell surface area showed that treatment with *PMCA4*^{-/-} fibroblasts conditioned medium significantly reduced PE-induced hypertrophy and addition of anti-sFRP2 antibody abolished the anti-hypertrophic effect of *PMCA4*^{-/-} conditioned medium (Results were from 3 independent experiments; *P<0.05, One way Anova followed by posthoc multiple comparison). All error bars represent the SEM.

Supplementary Figure 3

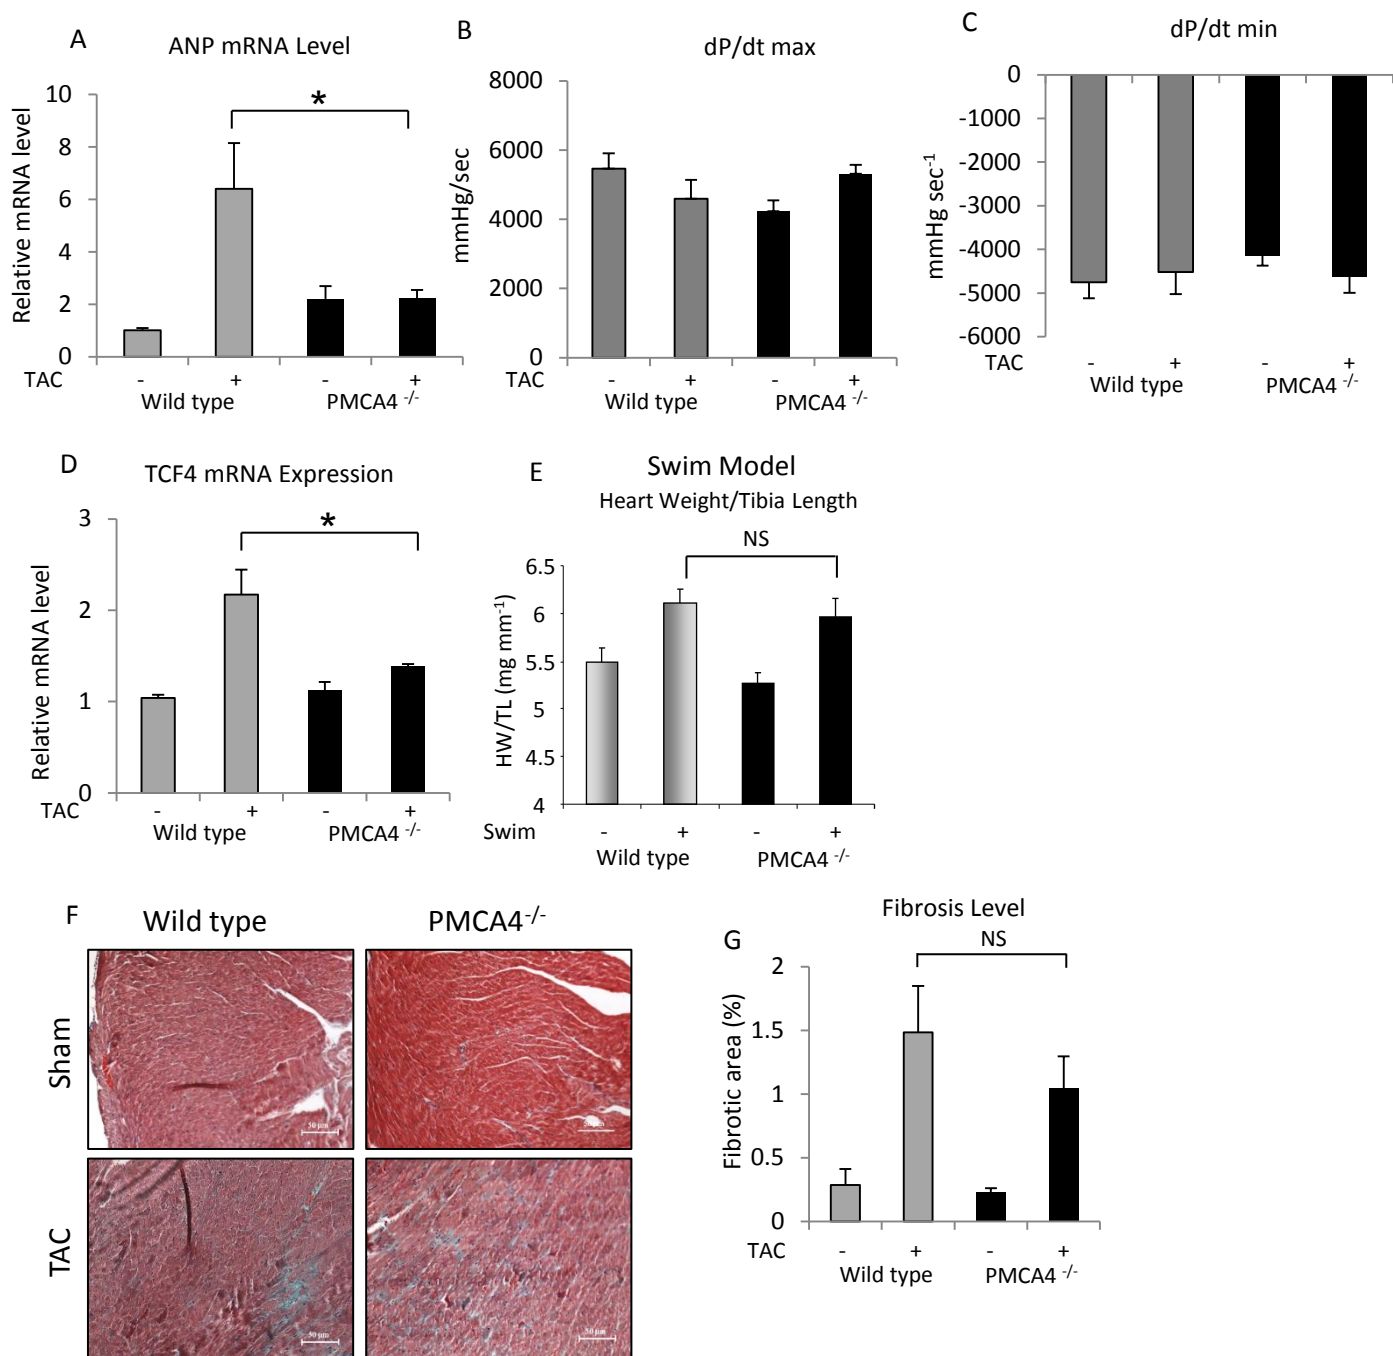

Supplementary figure 3 **A)** Expression of hypertrophic marker ANP in the hearts of WT and *PMCA4*^{-/-} mice following TAC (WT Sham, n=4, WT TAC, n=4, KO sham n=5, KO TAC, n=4; *P<0.05, one way Anova). **B)** Analysis of dP/dt_{max} and **(C)** dP/dt_{min} showed no difference in cardiac contractility between WT and *PMCA4*^{-/-} mice after 5 weeks of TAC (n= 10 in each group). **D)** Expression of TCF4, a β -catenin target gene, was significantly reduced in *PMCA4*^{-/-} TAC mice compared to WT-TAC group (WT Sham, n=4, WT TAC, n=4, KO sham n=5, KO TAC, n=4; *P<0.05, one way Anova). **E)** Analysis of heart weight/tibia length ratio following 4 weeks swimming exercise showed no difference between WT and *PMCA4*^{-/-} mice (n=7 in each group). **F)** Representative images of Masson's trichrome staining and **(G)** quantification of fibrotic area indicated that there was no difference in the fibrosis level between *PMCA4*^{-/-} and WT controls (scale bars= 50 μ m; NS=not significant). Error bars represent SEM.

Supplementary Figure 4

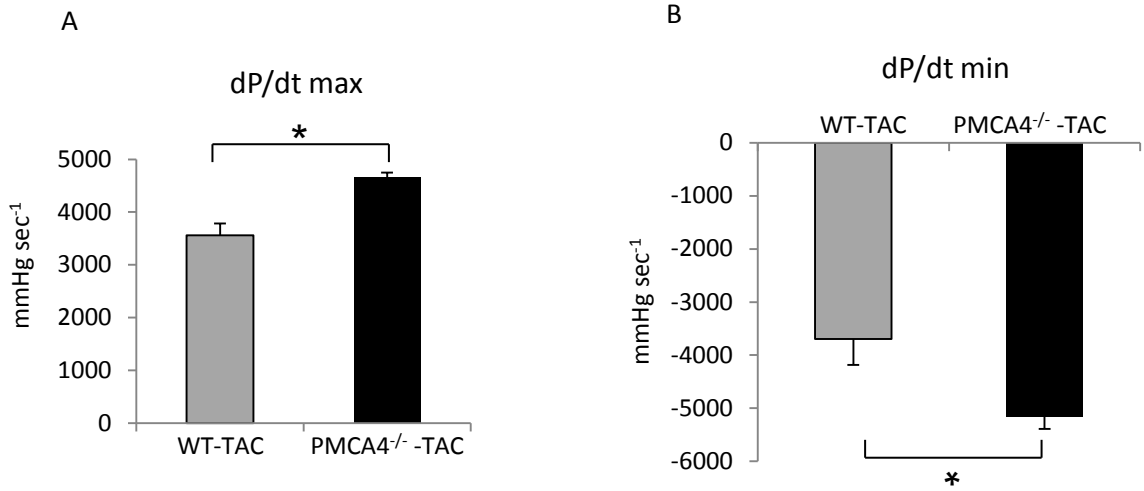

Supplementary figure 4 Hemodynamic analysis to assess **A)** $dP/dt_{\max}$ and **B)** $dP/dt_{\min}$ after 12 weeks of TAC suggested that *PMCA4*^{-/-} mice exhibited better contractile function compared to WT after 12 weeks of TAC (WT TAC, n=3, *PMCA4*^{-/-} TAC, n=5; *P<0.05, Student's t-test). All error bars represent the SEM.

Supplementary Figure 5

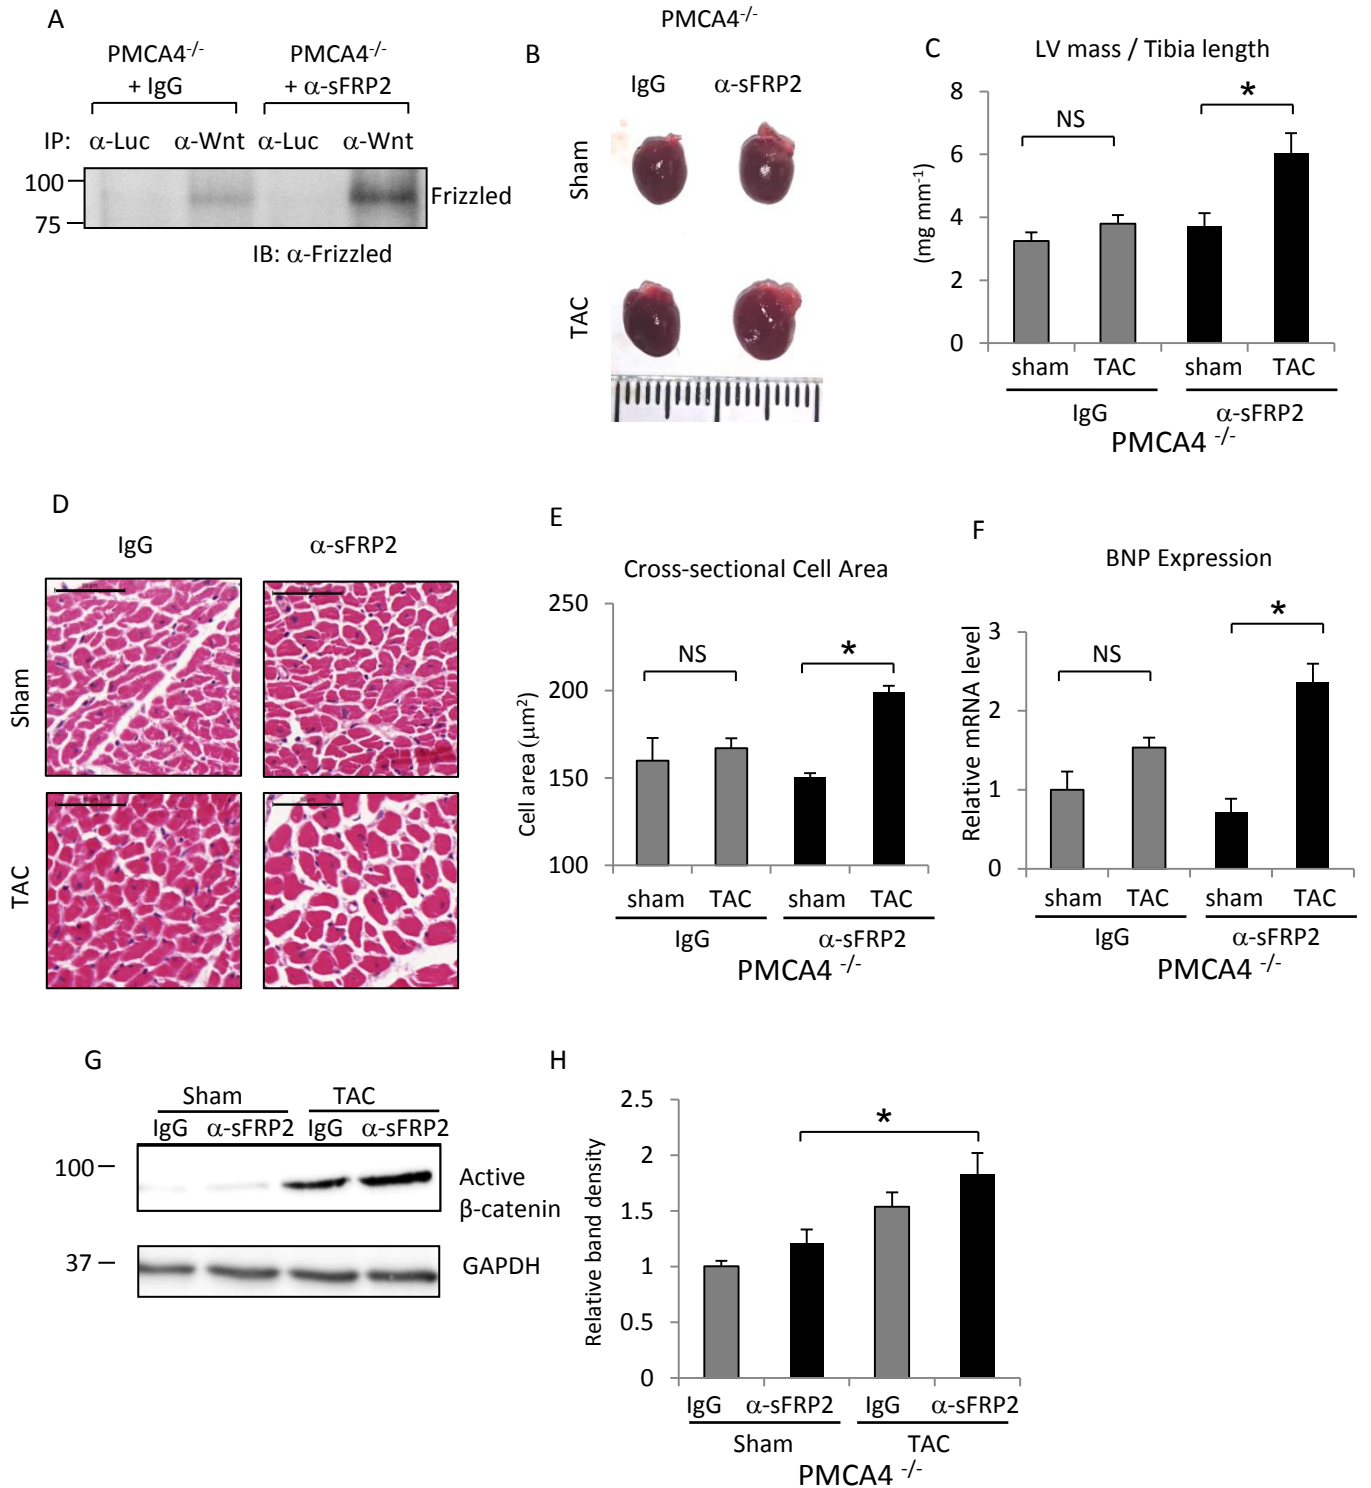

Supplementary Figure 5 Treatment with anti-sFRP2 antibody restored the hypertrophic response to TAC in *PMCA4*^{-/-} mice **A)** Immunoprecipitation analysis suggested that *PMCA4*^{-/-} mice treated with anti-sFRP2 antibody (200 µg per kg BW) showed an increase level of Wnt-Frizzled binding in the heart compared with mice treated with control IgG. 100 µg of total heart extracts were immunoprecipitated with 1 µg of indicated antibodies in the presence of Protein A/G agarose. Western blot was conducted to detect Frizzled in the precipitated proteins **B)** Images of hearts from *PMCA4*^{-/-} mice following sham or TAC surgery and treatment with goat anti-sFRP2 antibody (α-sFRP2) or normal goat IgG (200 µg per kg BW per day) intraperitoneally. **C)** Quantification of left ventricular mass normalised to tibia length suggested a significant increase in hypertrophic response to TAC in *PMCA4*^{-/-} mice treated with α-sFRP2 (IgG+sham, n=6; IgG+TAC, n=3; α-sFRP2+sham, n=6, α-sFRP2+TAC, n=5; *P<0.05, NS=not significant). **D)** Analysis of hematoxylin-eosin stained histological sections and **(E)** measurement of cardiomyocyte cross sectional area showed that treatment with α-sFRP2 restored the hypertrophic response in *PMCA4*^{-/-} mice (scale bar = 50 µm, *P<0.05). **F)** Analysis of BNP mRNA level by qRT-PCR, **(G)** western blot analysis of the level of β-catenin activation as well as **(H)** quantification of band density of active β-catenin supported the finding that α-sFRP2 treatment increased the hypertrophic response in *PMCA4*^{-/-} mice (*P<0.05). One way Anova followed by posthoc multiple comparison used for all statistics, error bars represent the SEM.

Supplementary Figure 6

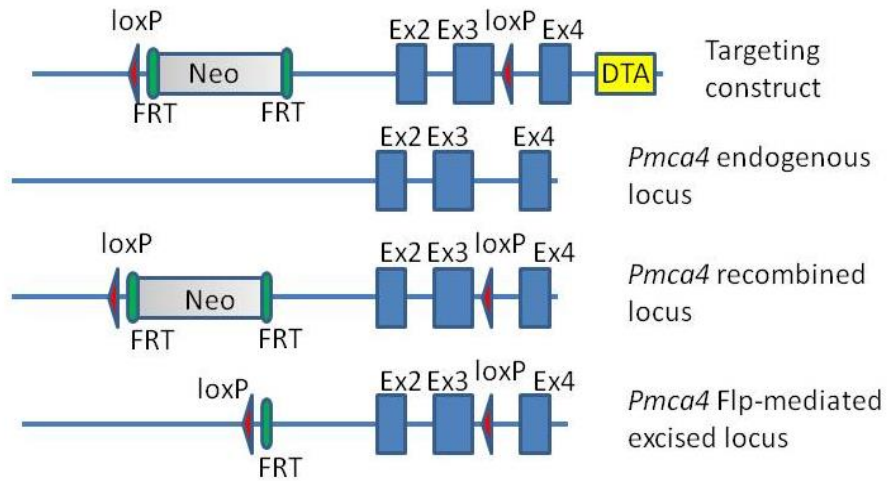

Supplementary figure 6 Schematic diagram showing the strategy to produce *PMCA4*^{flox/flox} animals.

Supplementary Figure 7

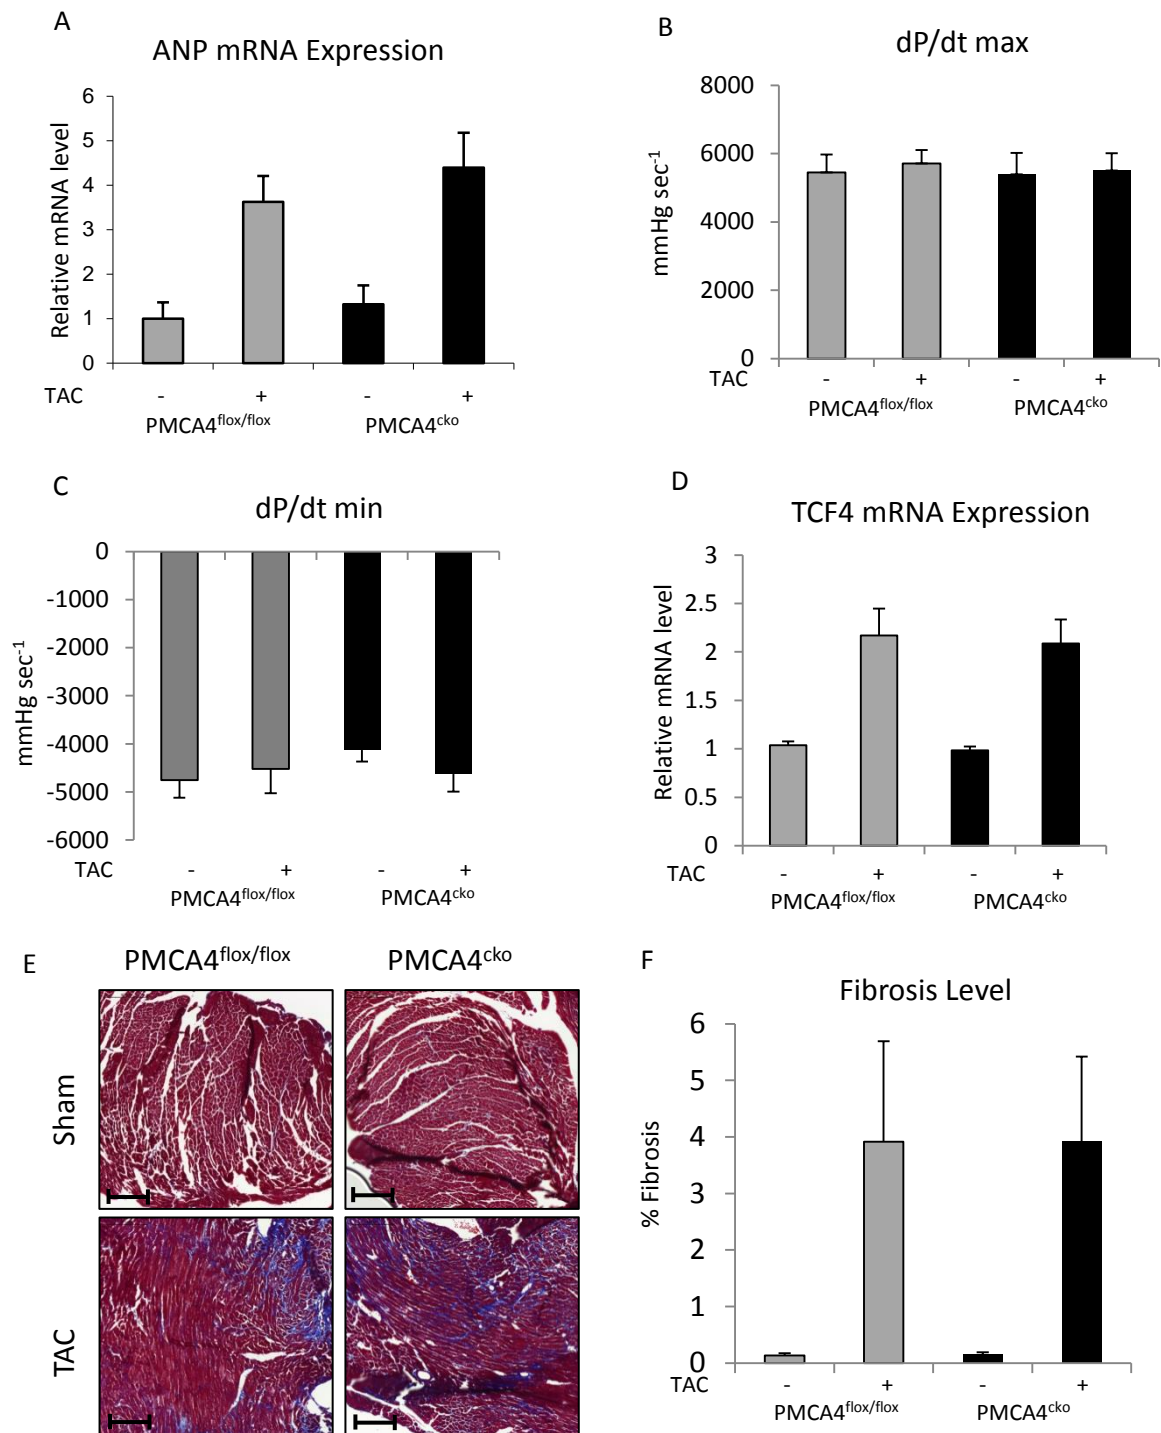

Supplementary figure 7 **A)** mRNA expression of ANP was not significantly different between *PMCA4^{cko}* and control mice (WT Sham, n=3, WT TAC, n=4, *PMCA4^{cko}* sham, n=5, *PMCA4^{cko}* TAC, n=5). **B)** dP/dt_{max} and **C)** dP/dt_{min} values were not different between *PMCA4^{cko}* and controls (control sham, n=7; control TAC, n=9; *PMCA4^{cko}* sham, n=6; *PMCA4^{cko}* TAC, n=7). **D)** The level of TCF4 expression detected by qRT-PCR showed no difference between *PMCA4^{cko}* and controls (WT Sham, n=3, WT TAC, n=4, *PMCA4^{cko}* sham, n=5, *PMCA4^{cko}* TAC, n=5). **E)** Images of Masson's trichrome staining (scale bar = 200μm) and **F)** analysis of fibrosis level showed that there was no difference between *PMCA4^{cko}* and control mice. All error bars represent the SEM.

Supplementary Figure 8

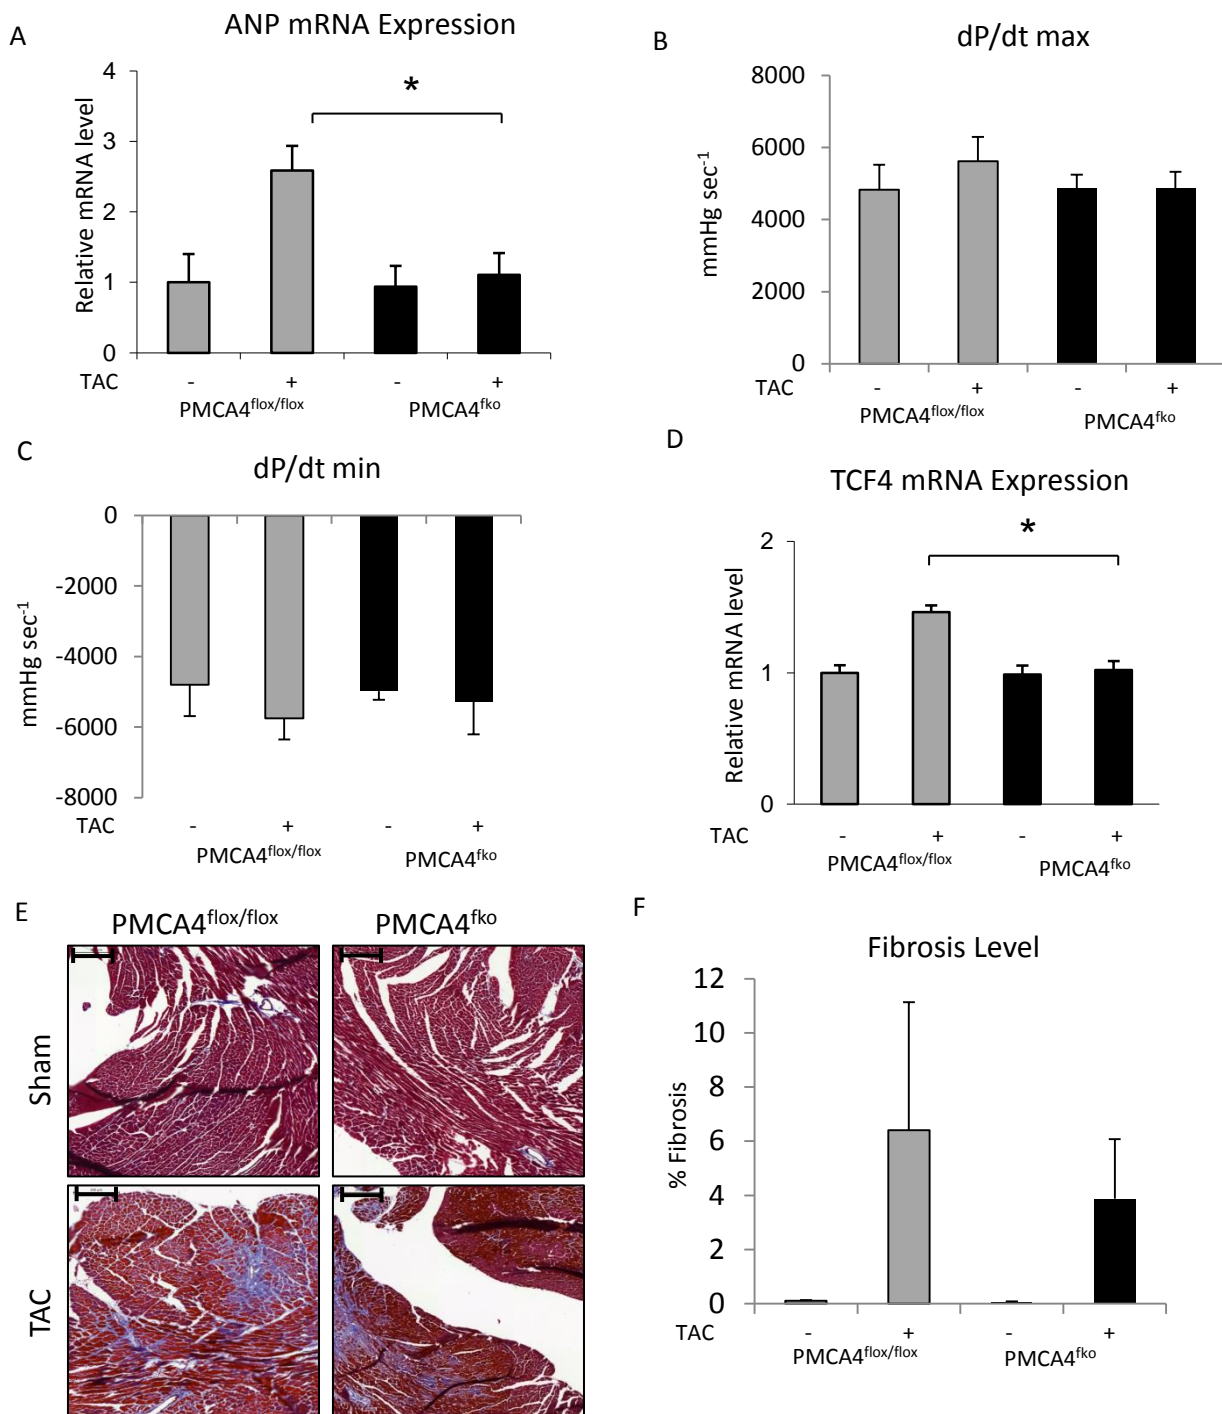

Supplementary figure 8 **A)** Analysis of ANP expression using qRT-PCR showed that cardiac expression of ANP was significantly lower in *PMCA4^{fko}* mice vs controls after TAC (control sham, n=4; control TAC, n=5; *PMCA4^{fko}* sham, n=4; *PMCA4^{fko}* TAC, n=4, *P<0.05, One way Anova). **B)** Analysis of dP/dt_{max} and **(C)** dP/dt_{min} did not show any difference of contractility between *PMCA4^{fko}* and control group. **D)** TCF4 expression was significantly reduced in *PMCA4^{fko}* mice vs controls (control sham, n=4; control TAC, n=5; *PMCA4^{fko}* sham, n=4; *PMCA4^{fko}* TAC, n=4, *P<0.05, One way Anova). **E)** Masson's trichrome staining (scale bar = 200µm) and **(F)** analysis of fibrosis level showed that there was no significant difference in fibrosis level between *PMCA4^{fko}* and control mice. All error bars represent the SEM.

Supplementary Figure 9

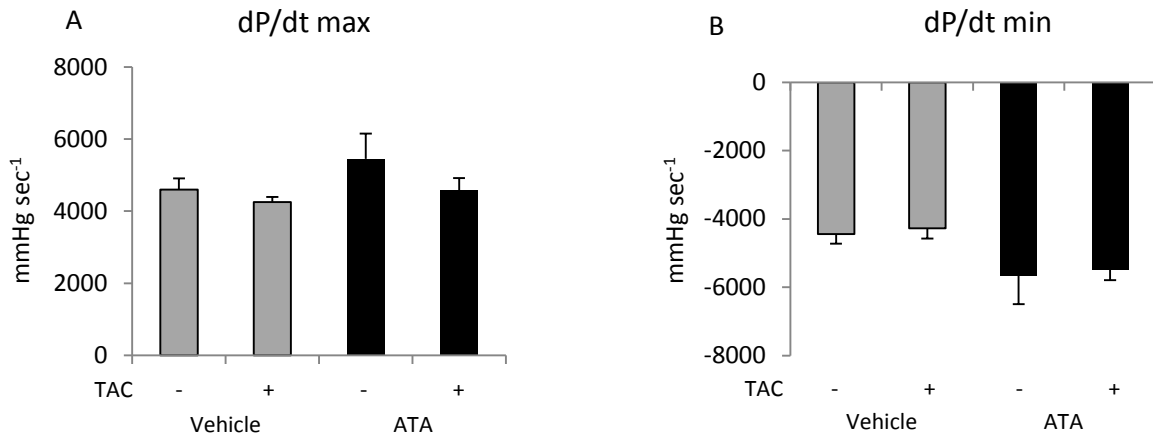

Supplementary figure 9 Cardiac function as indicated by **A)** dP/dt_{max} and **B)** dP/dt_{min} values did not differ between mice treated with vehicle and mice treated with ATA after 2 weeks of TAC (Sham + vehicle, n=10, TAC + vehicle, n=10, sham + ATA, n=5, TAC + ATA, n=6). All error bars represent the SEM.

Supplementary Figure 10

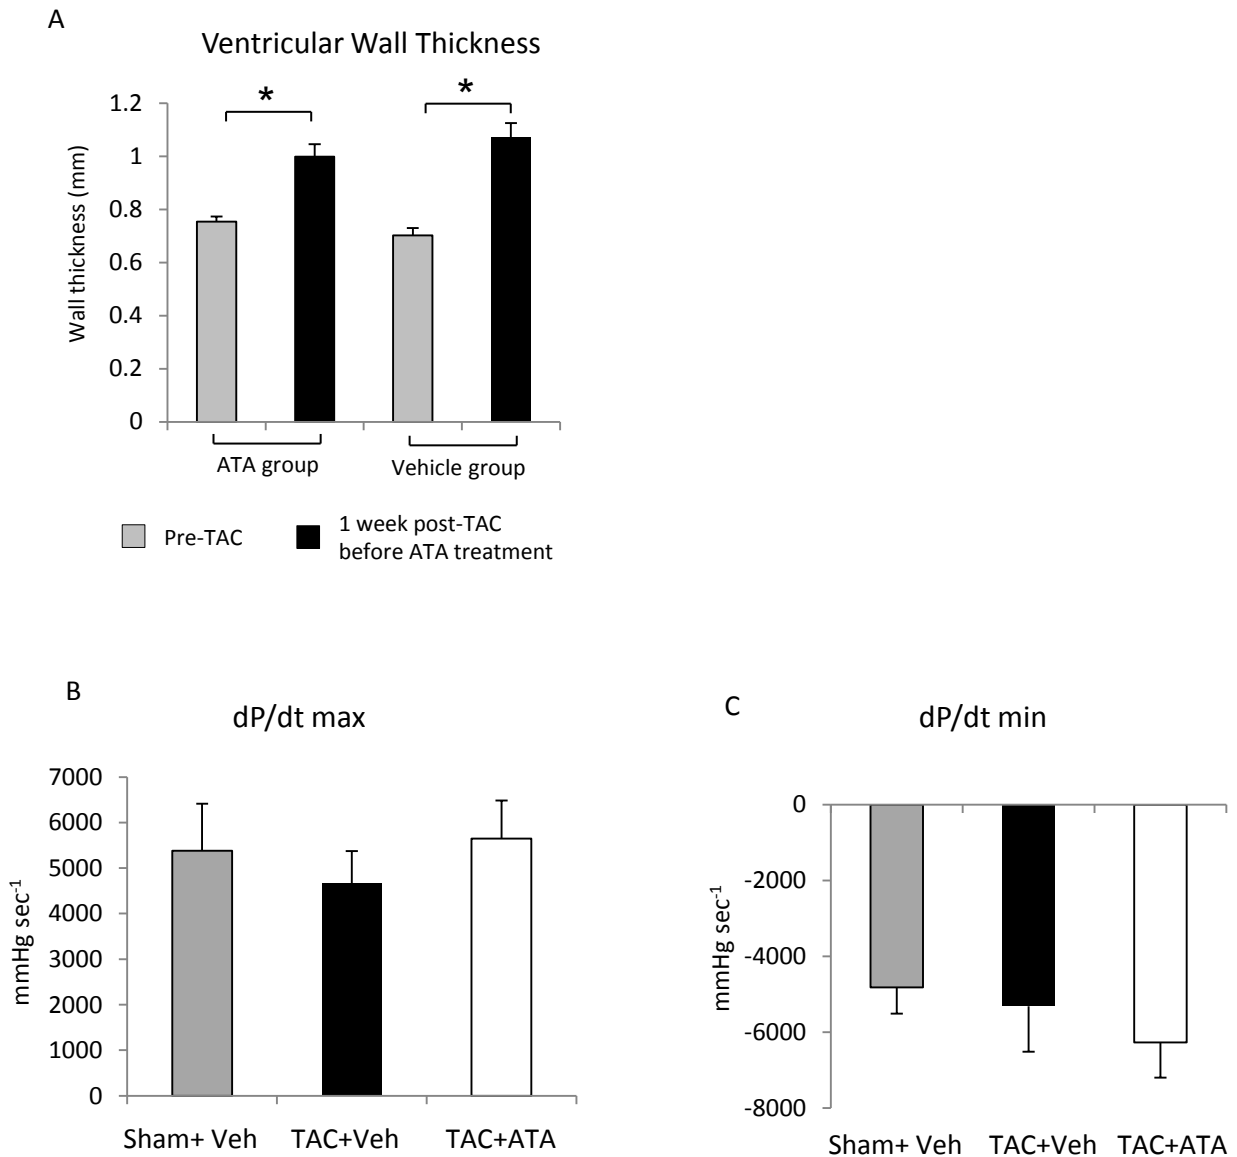

Supplementary figure 10 A) Echocardiography analysis to assess ventricular wall thickness (average of posterior and septal wall thickness) indicated a significant level of cardiac enlargement 1 week after TAC and before ATA treatment in both ATA group and vehicle group (ATA, n=6, vehicle, n=4, *P<0.05, paired t-test). **B)** Hemodynamic analysis revealed that both dP/dt max and **(C)** dP/dt min values did not differ between ATA-treated and vehicle-treated mice in the reversal treatment strategy (Sham+vehicle, n=4, TAC + vehicle, n=4, TAC + ATA, n=6). All error bars represent the SEM.

Supplementary Figure 11

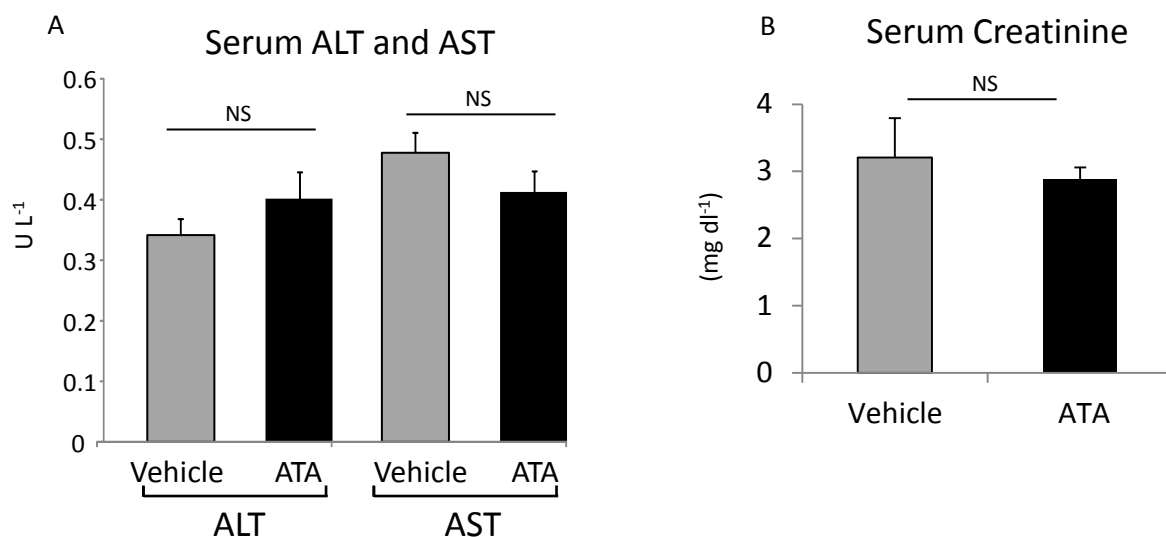

Supplementary figure 11 Analysis of **(A)** alanine transaminase (ALT) and aspartate transaminase (AST) and **(B)** creatinine level in the serum of C57Bl/6 mice treated with vehicle or ATA (5mg per kg BW per day) for 4 weeks. ALT, AST and creatinine levels were detected using commercially available kit (Abcam). (Vehicle, n=4, ATA, n=5; NS=not statistically significant by student's t-test). All error bars represent the SEM.

Supplementary Figure 12

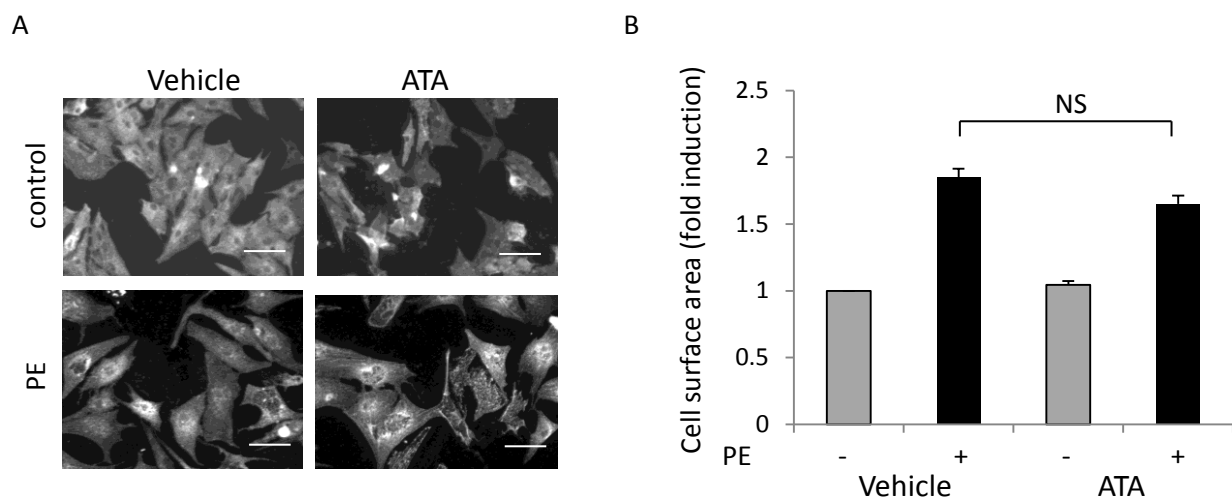

Supplementary figure 12 A) Images of neonatal rat cardiomyocytes treated with vehicle or ATA (1 μ M) in the presence or absence of phenylephrine (30 μ M) for 72 hours. **B)** Analysis of cell surface area indicated that there was no significant difference in hypertrophic response following ATA treatment (n=3 independent experiments). Scale bar = 25 μ m, NS = not significant (One way Anova). All error bars represent the SEM.

Supplementary Figure 13

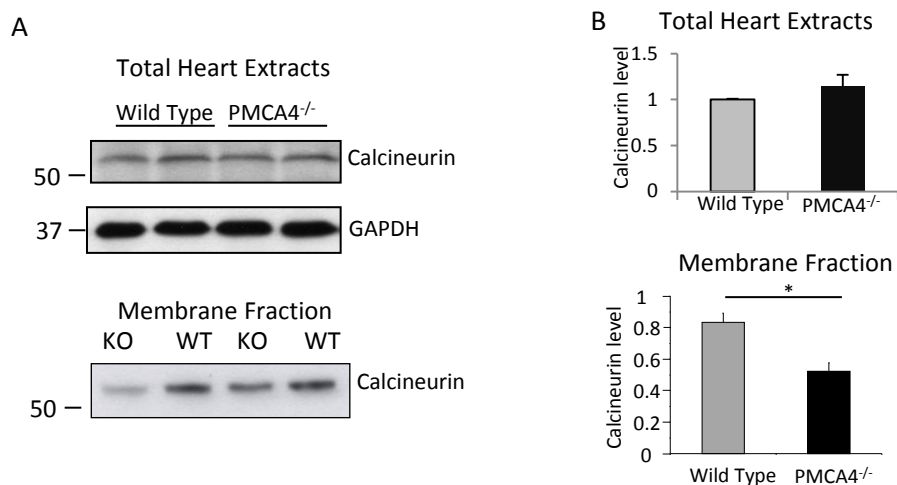

Supplementary figure 13 A) Western blot analysis of calcineurin level in total heart extracts and in the membrane fraction of *PMCA4*^{-/-} mice compared to WT littermates. **(B)** Quantification of band density indicated that calcineurin level at the membrane compartment was significantly reduced in *PMCA4*^{-/-} hearts, however total calcineurin level was not different (n= 6, *P<0.05, student's t-test). All error bars represent the SEM.

Figure 1C

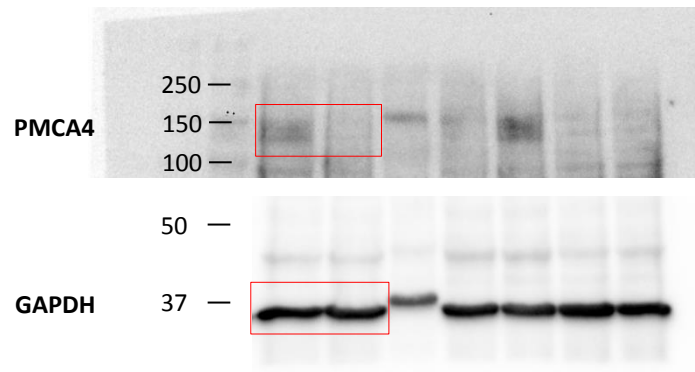

Figure 1F

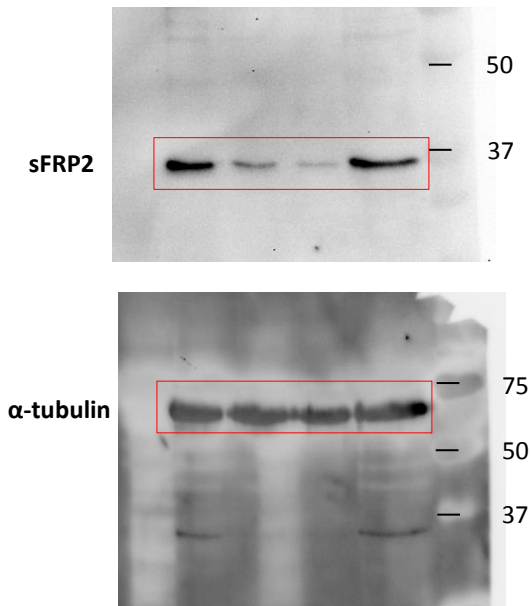

Figure 3F

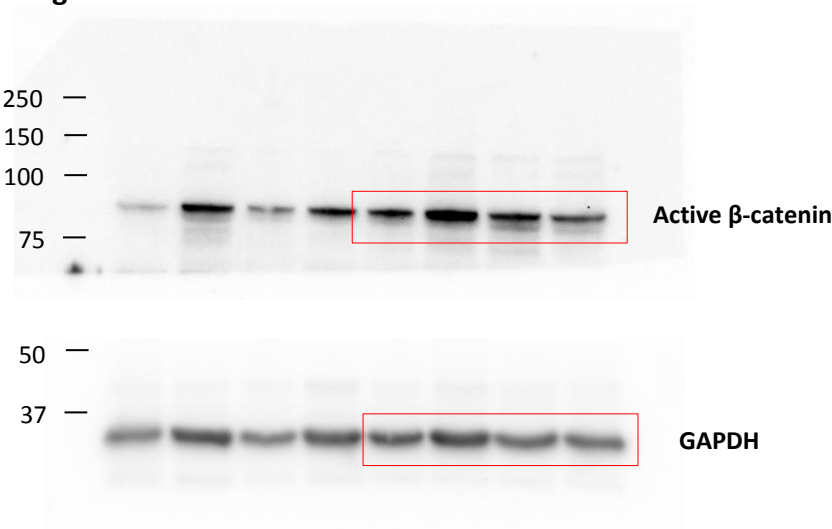

Figure 4B

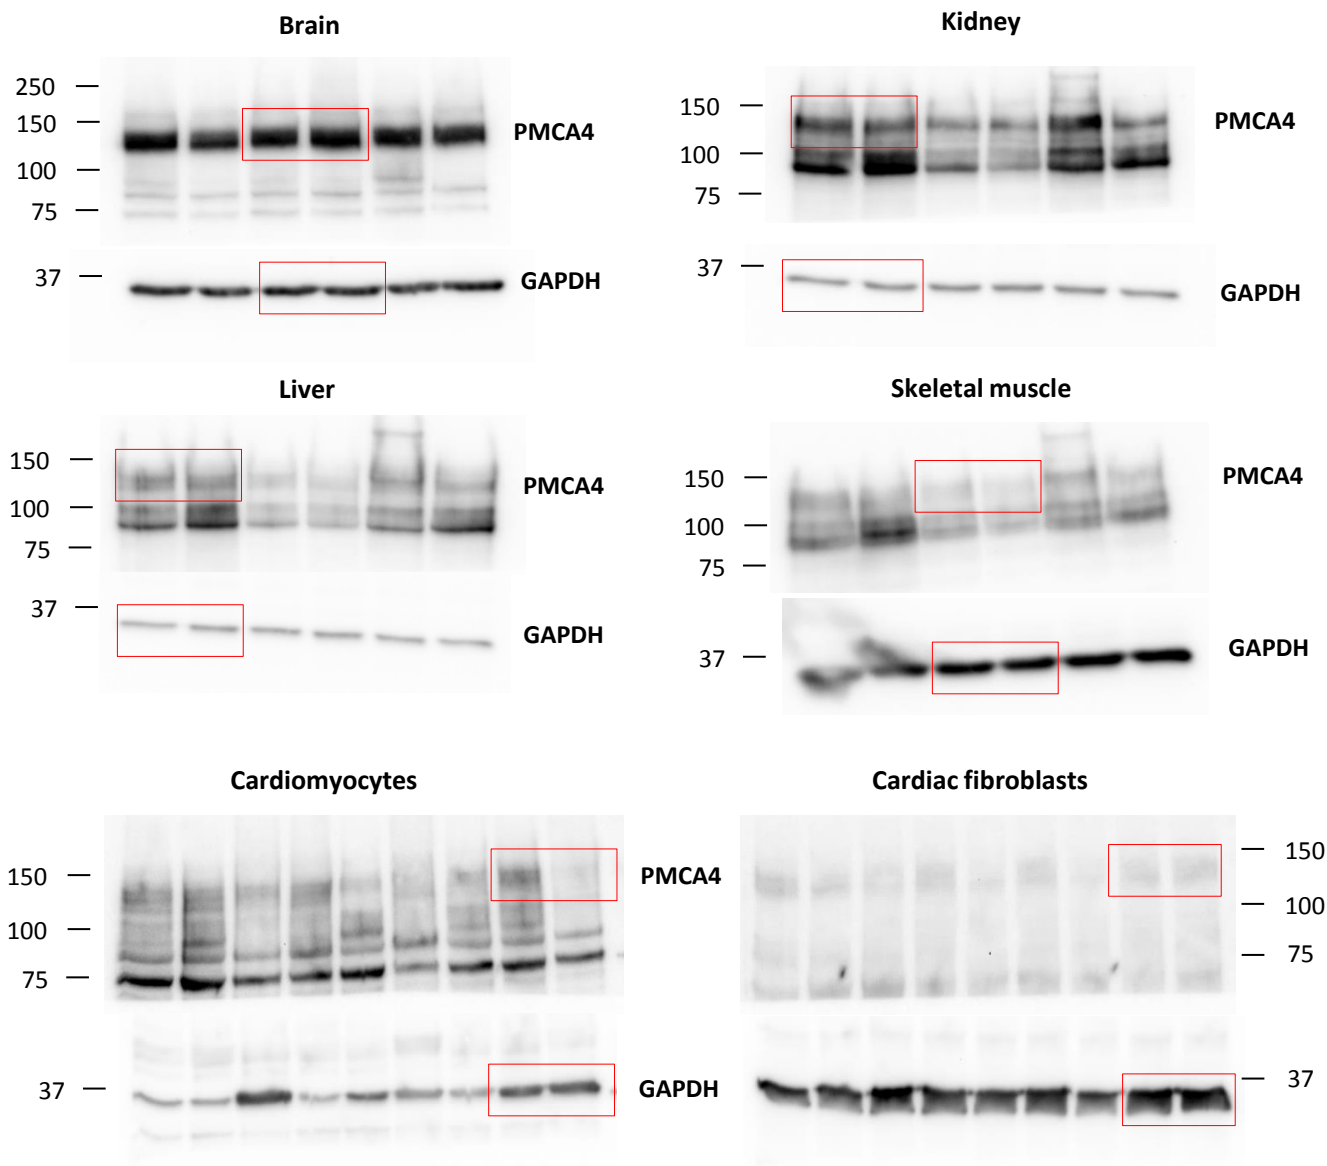

Figure 4J

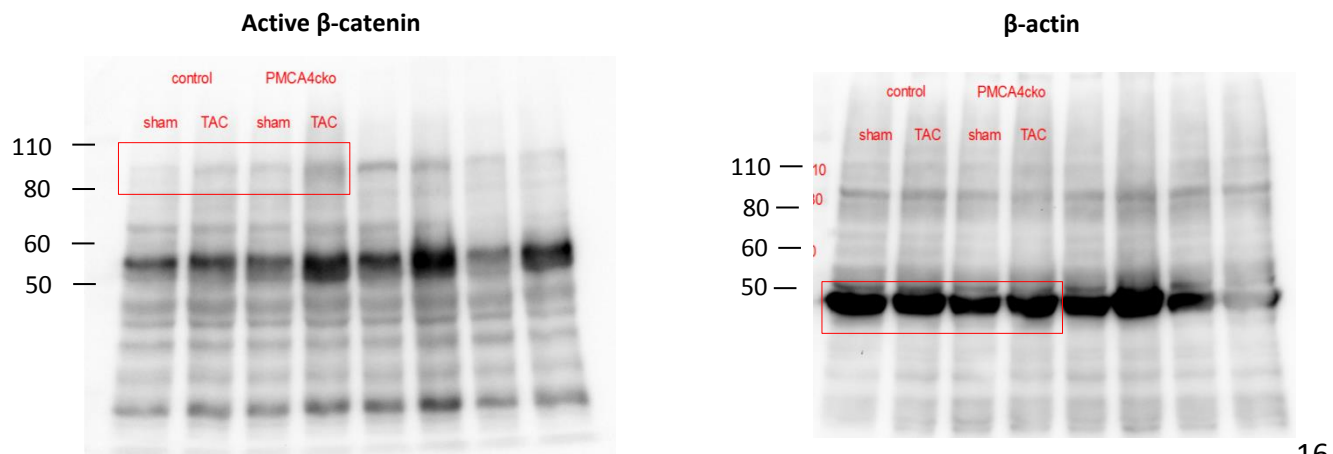

Figure 5B

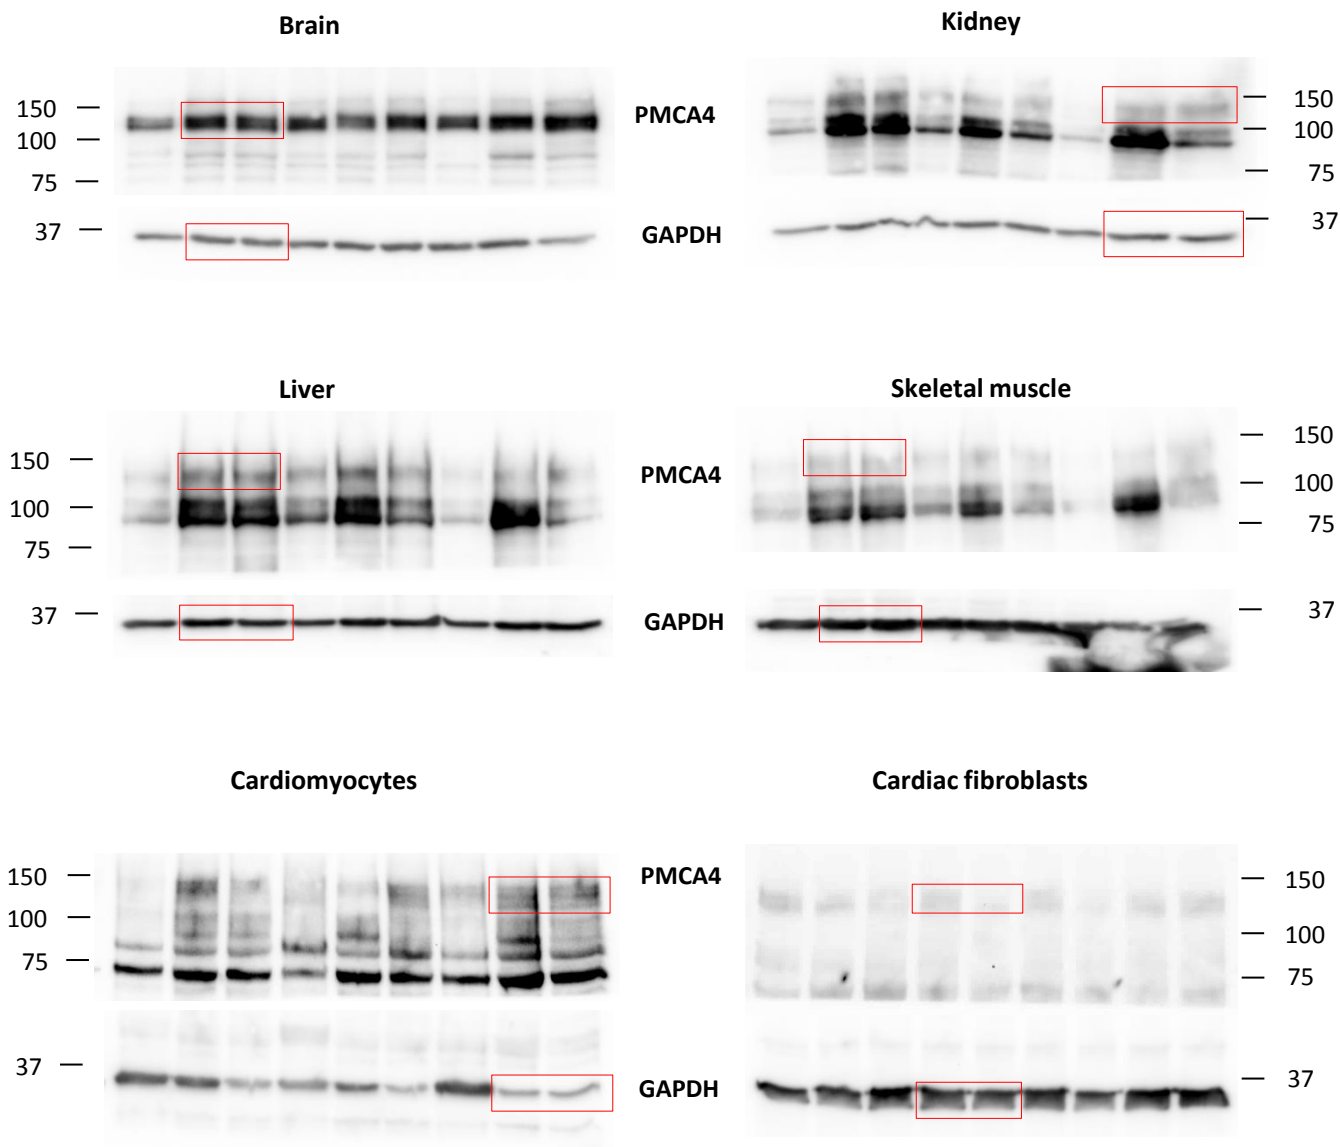

Figure 5J

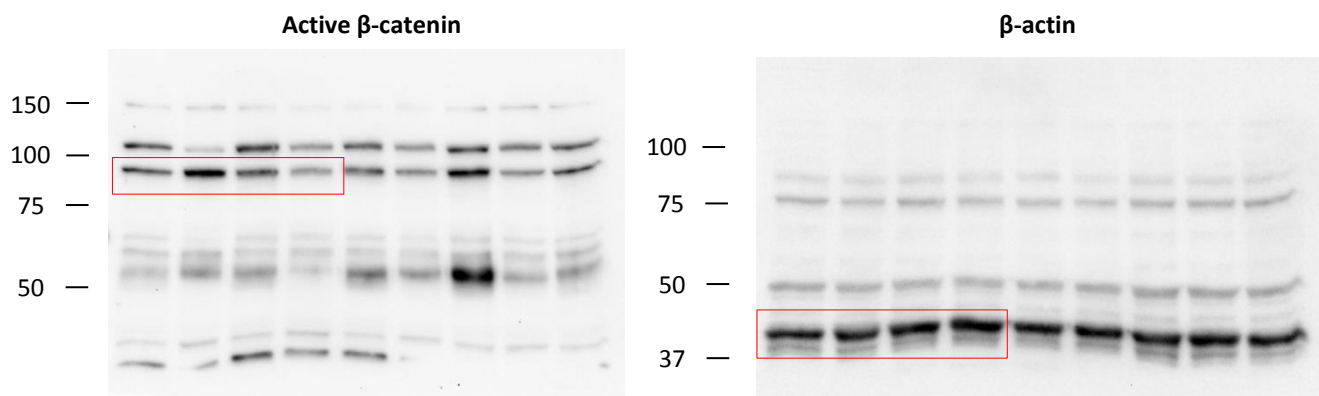

Figure 7G

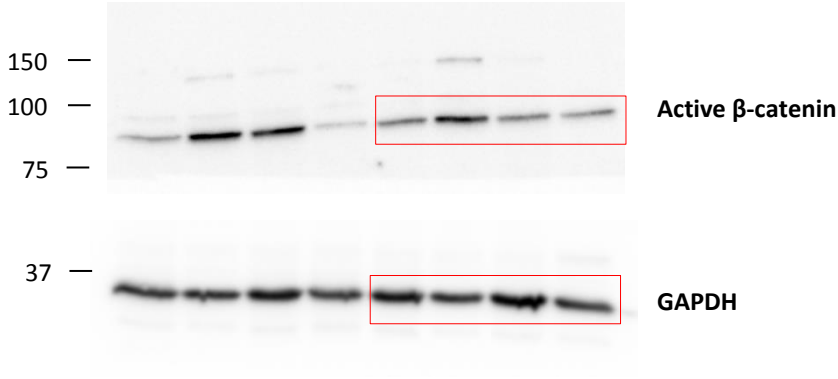

Supplementary figure 5A

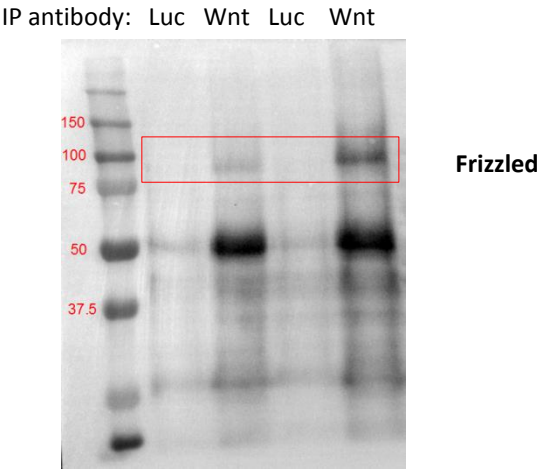

Supplementary figure 5F

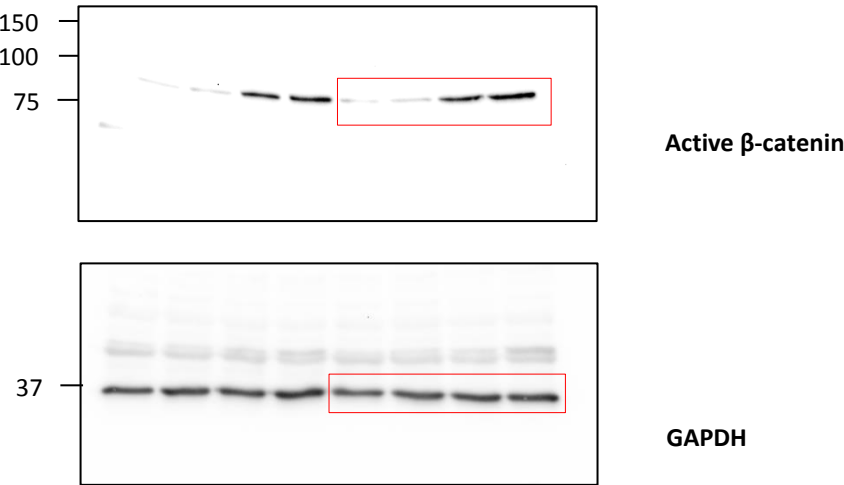

Supplementary figure 13A

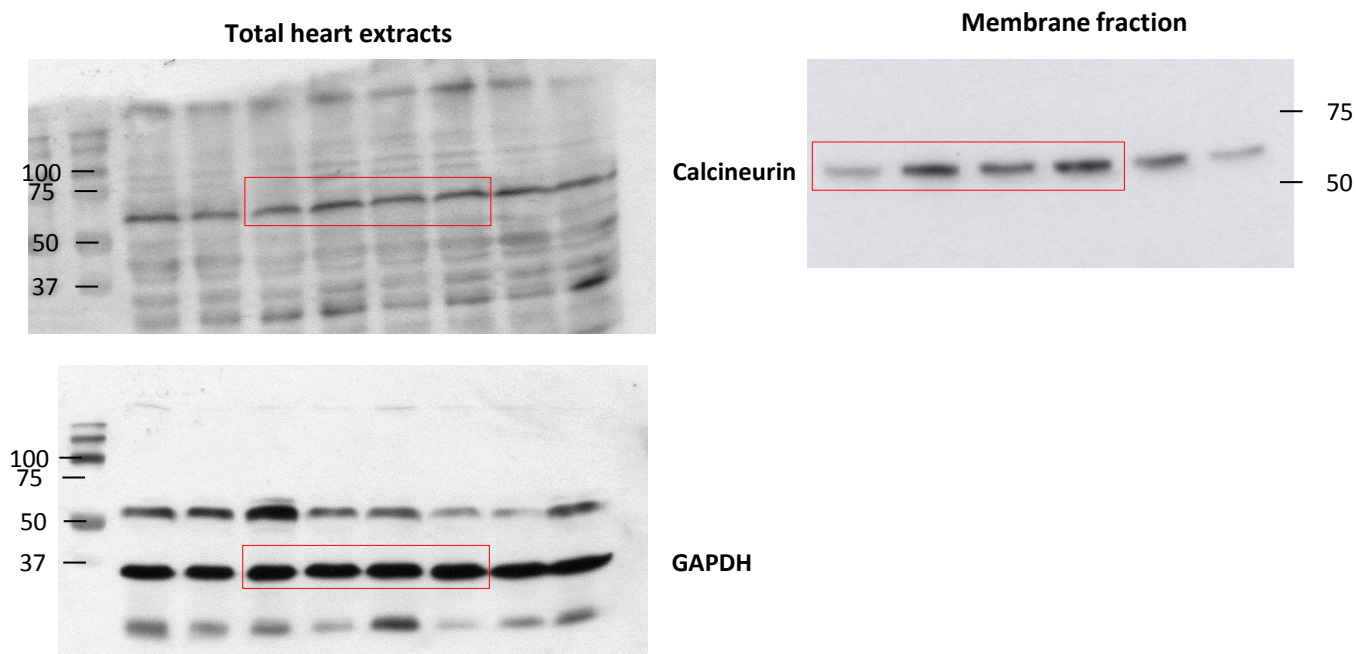

Supplementary figure 14 Full western blots from which the cropped images in figures 1, 3, 4, 5 and 7 in the main paper and supplementary figures 5 and 13 were taken. The red boxes indicate the cropped area. *PMCA4^{cko}* and *PMCA4^{fko}* samples were run on the same gel for cardiomyocyte and cardiac fibroblast blots shown in figures 4B and 5B

Supplementary Table 1 Echocardiographic parameters obtained from wild type and *PMCA4*^{-/-} mice following TAC or sham surgery

	WT sham<br>(n=10)	WT TAC<br>(n=10)	<i>PMCA4</i> ^{-/-} sham<br>(n=10)	<i>PMCA4</i> ^{-/-} TAC<br>(n=10)
LVEDD (mm)	4.16 ± 0.10	4.27 ± 0.17	4.0 ± 0.09	3.80 ± 0.08*
LVEDS (mm)	3.03 ± 0.14	3.01 ± 0.17	2.99 ± 0.09	2.71 ± 0.08
Wall thickness<br>(mm)	0.80 ± 0.03	1.04 ± 0.05 [#]	0.84 ± 0.03	0.89 ± 0.03*
LV mass (mg)	118.5 ± 3.5	187.5 ± 23.5 [#]	120.1 ± 8.7	127.8 ± 9.6*

LVEDD, Left ventricular end diastolic dimension; LVEDS, Left ventricular end systolic dimension; Wall thickness, average of interventricular septal and posterior wall thickness in diastole; LV mass, calculated left ventricular mass

*P < 0.05 vs WT TAC; [#]P<0.05 vs WT sham

Supplementary Table 2 Echocardiographic parameters obtained from *PMCA4^{cko}* and control mice following TAC or sham surgery

	Control sham<br>(n=7)	Control TAC<br>(n=9)	<i>PMCA4^{cko}</i> sham<br>(n=6)	<i>PMCA4^{cko}</i> TAC<br>(n=7)
LVEDD (mm)	4.13 ± 0.09	3.88 ± 0.15	3.70 ± 0.15	4.14 ± 0.16
LVESD (mm)	3.05 ± 0.12	2.80 ± 0.12	2.62 ± 0.09	3.18 ± 0.12
Wall thickness<br>(mm)	0.81 ± 0.02	1.15 ± 0.07 [#]	0.83 ± 0.05	1.03 ± 0.02 [§]
LV mass (mg)	121.0 ± 5.7	187.6 ± 15.7 [#]	103.4 ± 6.9	173.1 ± 13.8 [§]

LVEDD, Left ventricular end diastolic dimension; LVESD, Left ventricular end systolic dimension; Wall thickness, average of interventricular septal and posterior wall thickness in diastole; LV mass, calculated left ventricular mass; *PMCA4^{flox/flox}* littermates were used as controls

[#]P<0.05 vs control-sham; [§]P<0.05 vs *PMCA4^{cko}* sham

Supplementary Table 3 Echocardiographic parameters obtained from *PMCA4^{fko}* and control mice following TAC or sham surgery

	Control sham<br>(n=4)	Control TAC<br>(n=5)	<i>PMCA4^{fko}</i> sham<br>(n=4)	<i>PMCA4^{fko}</i> TAC<br>(n=4)
LVEDD (mm)	4.39 ± 0.27	4.19 ± 0.29	4.38 ± 0.14	3.76 ± 0.35
LVESD (mm)	3.22 ± 0.19	3.06 ± 0.27	3.14 ± 0.08	2.70 ± 0.42
Wall thickness<br>(mm)	0.87 ± 0.03	1.42 ± 0.06 [#]	0.91 ± 0.03	1.26 ± 0.01 ^{§,*}
LV mass (mg)	144.9 ± 8.1	258.4 ± 13.8 [#]	153.6 ± 6.3	196.2 ± 24.7 ^{§,*}

LVEDD, Left ventricular end diastolic dimension; LVESD, Left ventricular end systolic dimension; Wall thickness, average of interventricular septal and posterior wall thickness in diastole; LV mass, calculated left ventricular mass; *PMCA4^{flox/flox}* littermates were used as controls

[#]P<0.05 vs control-sham; [§]P<0.05 vs *PMCA4^{fko}* sham; *P<0.05 vs control TAC

Supplementary Table 4 Phenotypic analysis of *PMCA4*^{-/-} mice

Parameter	Age (weeks)	WT	<i>PMCA4</i> ^{-/-}	P value
General parameters				
Body weight (g)	17	31.9±0.72	31.5±0.67	NS
Body temperature (°C)	17	36.48±0.24	36.65±0.26	NS
Food intake (g per mouse per day)	17	4.3±0.3	4.7±0.5	NS
Blood chemistry				
Urea (mmol per l)	19	8.9±0.71	7.2±0.37	NS
Creatinine (μmol per l)	19	34±1.6	31±1.4	NS
Uric acid (μmol per l)	19	95±16.2	87±12.6	NS
Sodium (mmol per l)	19	149±0.7	146±2.1	NS
Potassium (mmol per l)	19	4.9±0.31	5.4±0.44	NS
Chloride (mmol per l)	19	111±0.7	109±2.3	NS
Bicarbonate (mmol per l)	19	19±0.7	19±0.6	NS
Total proteins (g per l)	19	63±0.6	63±0.8	NS
Albumin (g per l)	19	29±0.5	30±0.6	NS
Calcium (mmol per l)	19	2.08±0.03	2.03±0.04	NS
Phosphorus (mmol per l)	19	2.16±0.25	2.34±0.17	NS
Magnesium (mmol per l)	19	1.18±0.04	1.12±0.05	NS
Iron (μmol per l)	19	23.1±0.8	24.9±0.56	NS
AST (U per l)	21	94±26	89±14	NS
ALT (U per l)	21	38±15.6	29±5.9	NS
ALP (U per l)	21	100±4.9	97±6.6	NS
α-amylase (U per l)	21	714±30.4	765±30.5	NS
Total cholesterol (mmol per l)	19	3.01±0.09	3.22±0.05	NS
HDL-cholesterol (mmol per l)	19	2.17±0.05	2.33±0.12	NS
LDL-cholesterol (mmol per l)	19	0.39±0.02	0.38±0.02	NS
Triglycerides (mmol per l)	19	0.93±0.12	0.97±0.14	NS
Free fatty acids (mEq per l)	19	1.07±0.16	1.06±0.04	NS
T3 thyroid hormone (nmol per l)	26	0.39±0.07	0.42±0.14	NS
T4 thyroid hormone (nmol per l)	26	33.1±2.6	34.6±3.4	NS
Blood parameters				
White blood cell (X10 ³ per μl)	19	5.4±0.72	6.2±0.77	NS
Red blood cell (X10 ³ per μl)	19	8.74±0.64	9.34±0.33	NS
Hemoglobin (g per dl)	19	13.8±1.06	15.1±0.52	NS
Hematocrit (%)	19	41.7±3.36	45.0±1.83	NS
Platelets (X10 ³ per μl)	19	1342±104	1543±112	NS
Prothrombin time (sec)	30	10.2±0.3	10.4±0.1	NS
Fibrinogen (g per l)	30	2.2±0.1	2.09±0.1	NS
Immunology				
IgG (μg per ml)	21	1231±170	1242±279	NS
IgM (μg per ml)	21	777±138	835±113	NS

IgA (μg per ml)	21	148 $\pm$ 15	382 $\pm$ 99	NS
Indirect calorimetry				
O ₂ consumption – VO ₂ mean 0h-6h (ml per kg per Hr)	20	1321 $\pm$ 30	1278 $\pm$ 45	NS
Respiratory exchange ratio – mean 0h-6h	20	0.95 $\pm$ 0.02	0.95 $\pm$ 0.02	NS
Heat production - mean 0h-6h (kcal per Hr)	20	0.52 $\pm$ 0.02	0.49 $\pm$ 0.03	NS
Dexascan				
Fat tissue (g)	22	7.0 $\pm$ 0.5	6.2 $\pm$ 0.4	NS
Lean tissue (g)	22	25.2 $\pm$ 0.4	24.3 $\pm$ 0.7	NS
Bone mineral density (g per cm ²)	22	0.051<br>$\pm$ 0.0006	0.051<br>$\pm$ 0.0004	NS
Bone mineral content (g)	22	0.40 $\pm$ 0.01	0.42 $\pm$ 0.01	NS
Bone area (cm ²)	22	7.9 $\pm$ 0.2	8.1 $\pm$ 0.1	NS
X-ray				
Width 3 rd lumbar vertebra (mm)	22	3.0 $\pm$ 0.03	3.0 $\pm$ 0.03	NS
Height 3 rd lumbar vertebra (mm)	22	3.23 $\pm$ 0.08	3.31 $\pm$ 0.08	NS
Length ulna (mm)	22	15.06 $\pm$ 0.14	14.93 $\pm$ 0.12	NS
Length left metacarpal (mm)	22	3.2 $\pm$ 0.09	3.25 $\pm$ 0.08	NS
Width femur (mm)	22	1.6 $\pm$ 0.04	1.57 $\pm$ 0.05	NS
Length femur (mm)	22	15.42 $\pm$ 0.22	15.25 $\pm$ 0.2	NS
Nervous system				
Rotarod (sec)	17	110.6 $\pm$ 10.6	97.6 $\pm$ 16.3	NS
String test (sec)	17	2.7 $\pm$ 0.6	2.8 $\pm$ 0.3	NS
Grip strength	17	7.5 $\pm$ 0.2	8.2 $\pm$ 0.3	NS
Pain sensitivity				
• Tail flick (sec)	17	5.8 $\pm$ 0.8	6.0 $\pm$ 0.6	NS
• Hot plate – jump (sec)		180.0 $\pm$ 0.0	166.7 $\pm$ 9.7	NS
Shock threshold – flinch (mA)	17	0.09 $\pm$ 0.01	0.08 $\pm$ 0.01	NS
Open field test				
• Rears	17	117 $\pm$ 26.5	80 $\pm$ 17.4	NS
• Entries into centre		61 $\pm$ 17	25 $\pm$ 10	NS
Tail suspension (sec)				
• Immobility	17	190 $\pm$ 11.3	213 $\pm$ 13	NS
• Latency to despair		64.1 $\pm$ 5.6	61.5 $\pm$ 9.6	NS

AST, aspartate transaminase; ALT, alanine transaminase; ALP, alkaline phosphatase; ABR, auditory brainstem response; OMR optomotor response; %BW, percentage of total body weight; NS, not significant.

How the deposited data were processed for this re-analysis (not part of the article)

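RNA of cultured cardiac fibroblasts from male WT and *PMCA4*-/- mice was measured on 4 Affymetrix GeneChips, 1 for each of untreated WT, phenylephrine-treated WT, untreated *PMCA4*-/- and phenylephrine-treated *PMCA4*-/- cells. The paper names MOE430A arrays, and the tables used here hold 45037 probe sets. The authors' deposited tables give an intensity per probe set and array on a linear scale, estimated with PUMA in one table and with Robust Multiarray Average in the other. One further table holds 180148 values, and all 180148 equal the PUMA intensities within a share of 0.0001. The authors' tables also give a score per pair of arrays, the signed fold change, and a value from 0 to 1, the probability of a positive log ratio from PUMA. The Methods name MAS5.0 as well, and the submitters' notes name MAS5 and RMA. Versions of these tools and the release of the array annotation are not given in the sources used here, and neither is a genome build.

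The median PUMA intensity of the 4 arrays was 34.0, and the median Robust Multiarray Average intensity was 72.5 to 73.0. The highest PUMA intensities were 16918 to 19188. The plan made before the data were examined took the values to be on a log2 scale. The values are linear, so they were log2-transformed without a pseudocount. No standard error per array was in the tables used here, so the authors' probability of a positive log ratio served for the alternative that weighs the error of measurement.

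Of the probe sets, 37818 were annotated to 1 gene symbol and used. Another 1394 had several symbols, 5820 had none and 5 had a symbol that could not be read. Symbols were brought to those of the RefSeq annotation of mouse assembly GCF_000001635.26 (GRCm38.p6): 31088 were current, 3518 were updated through an accession, 394 through an older symbol and 2818 were kept as given. The same annotation gave the order of genes along chromosomes. This left 20586 genes, 9558 of them with more than 1 probe set, and the probe set with the highest mean intensity over the 4 arrays stood for its gene. Genes were counted and tested when that mean exceeded 35.1, the median over all probe sets, which left 11424 genes. The plan had left open whether this mean is taken over intensities or over log2 values. The mean of intensities was chosen after the data were seen, because intensities close to 0 dominate a mean of log2 values. *Sfrp2* is not counted under the other choice.

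Log2 differences were taken within 4 pairs of arrays: *PMCA4*-/- against WT without and with phenylephrine, and phenylephrine against untreated in each genotype. Genes at least 2-fold apart were counted without a p-value, since each condition had 1 array. A limma model of genotype plus treatment was fitted to the 4 arrays with lmFit and eBayes, with 1 residual degree of freedom and 2.96 prior degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over the counted genes with a threshold of 0.05. The spread in this fit is that between the 2 treatments, not between cultures of one condition. A fold change with a dim side is given as a lower bound, with every value under the median of its array raised to that median.

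In all, 35 gene lists were fixed before the data were examined: the genes of Supplementary Fig. 1A and those named in the paper, groups of Wnt and IGF signalling, calcium handling, matrix, contraction, cell cycle, inflammation, metabolism and stress, and markers of cell types. For each list the median log2 difference of the counted members was ranked among 10000 random lists of the same size, matched on mean expression in 20 bins, and the members called by limma were counted over all genes and adjusted over the list alone. A list of imprinted genes and a list of Hox genes were added after the data were seen. Named genes were every gene of Supplementary Fig. 1A and every gene the paper names, the 12 largest rises and 12 largest falls of the untreated pair that were also at least 2-fold apart the same way in the phenylephrine pair, the 5 largest rises and falls with phenylephrine among genes at least 1.5-fold apart the same way in both genotypes, and up to 4 examples of each list. A gene without a symbol was left out.

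Alternatives set before the data were examined were the Robust Multiarray Average values, arrays centred on their medians, quantile normalization, the median over a gene's probe sets, no filter, a filter at the upper quartile of the arrays, a 1.5-fold threshold, the authors' probability of a positive log ratio, a limma fit with an intensity trend and a fit without the other factor. Alternatives added after the data were seen were the mean of log2 values for choice and filter, values raised to the array median, the other probe sets of named genes, and subtraction of the median log2 difference of the 100 nearest counted genes on the chromosome.

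The limma fit was tested on simulated data with the same number of genes and arrays. It called 0 of 50 genes changed 1.5-fold, 5 of 50 changed 2-fold, 46 of 50 changed 4-fold and 49 of 50 changed 16-fold, with 2 unchanged genes called. Only these groups of genes were changed, a far smaller share than was called on the real arrays. Noise was drawn separately for each array from the spread between the treatments, with no difference between cultures. The simulated counts therefore do not give the rate of false calls on the real arrays. In the simulated untreated pair 71 unchanged genes were 2-fold apart. Calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The paper's qRT–PCR, western blot, reporter and animal measurements were not analysed here.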

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

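The tests of PUMA estimates near 0, of the cell pools, of macrophages alone, of scaling between the arrays, of Xist and of single arrays were chosen after the results were seen. Values from the phenylephrine-treated arrays and from genes the paper does not discuss are given here because the paper does not report on them.

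In both pairs of arrays, 151 genes were at least 16-fold apart the same way between *PMCA4*-/- and WT fibroblasts, 67 higher and 84 lower. Genes carried along with the targeted locus do not account for the group, since 2.76% of the placed genes, namely *Brinp3*, *Chil1*, *Klhdc8a* and *Lmod1*, were among the 200 measured genes next to *Atp2b4*, against 1.01% of all counted genes, and for these genes it stays open. PUMA estimates near 0 widen the fold changes but do not account for the group, as 126 of the 151 genes (83.4%) were at least 4-fold apart the same way with the Robust Multiarray Average values. For the rest of the 151 genes it stays open. Differences between the cell pools other than the genotype cannot be told apart from the genotype, because each condition had 1 array. The log2 differences of the 2 pairs correlated at 0.963 across genes, which does not separate these explanations, and the loss of PMCA4 itself stays open as untested.

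Target genes of NF-κB were lower in *PMCA4*-/- fibroblasts, with 8 of 26 counted members at least 2-fold lower in both pairs and 1 higher, among them *Icam1*, *Ccl2*, *Cxcl2*, *Ccl7*, *Mmp9* and *Mmp3*. The median log2 difference was −0.33 in the untreated and −0.45 in the phenylephrine pair, at or below the 0.01th percentile of random lists, and limma called 15 lower and 4 higher, or 16 and 5 adjusted over the list alone. Fewer macrophages would lower their markers, and the lower median log2 difference of 6 counted macrophage markers was 0.17, so these showed no fall as a set. Only 6 of 20 measured macrophage markers were counted, so fewer macrophages stay open. Fewer endothelial cells stay open too, since only 2 of their markers were counted. Scaling between the arrays would shift the housekeeping genes too, whose lower median was −0.0242 (−0.20 with the median over probe sets). With arrays centred on their medians the medians of the NF-κB target genes were −0.33 and −0.45. The array medians were already 34.0 on each array, so centring could barely move them and does not test scaling. Whether PMCA4 or another difference between the cultures accounts for the pattern was not tested.

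The Y-linked genes *Eif2s3y*, *Kdm5d*, *Uty* and *Ddx3y* had a median log2 difference of 0.74 in the untreated pair and 0.74 in the phenylephrine pair, and the 100 neighbouring genes from *Timm10* to *BC052040* had one of −0.54 in the untreated pair. Female cells among the WT cells are argued against by *Xist*, which was under the array median even where it was highest (−0.20 on the log2 scale). Differences of scaling or hybridization between single arrays are argued against too, since 2 arrays of the same genotype differed by at most 0.0605 in the median of any autosome. A gain or loss of whole chromosomes or arms in some of the cultured cells is a candidate explanation, because the largest shift over 100 neighbouring autosomal genes was 0.54 in size in the smaller of the 2 pairs. DNA was not measured, so which genotype's cells differ stays open, as does another cause of regional shifts.

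With phenylephrine, 598 genes were at least 2-fold higher and 608 at least 2-fold lower in *PMCA4*-/- than in WT fibroblasts. In the PUMA estimates 1 counted gene, *C1qtnf3*, went 2-fold opposite ways with phenylephrine in the 2 genotypes, and this difference was not tested. Its intensity was 0.279 and 0.735 in untreated and treated WT cells, both far below the array median, so no change was measured in WT, and 235 and 106 in *PMCA4*-/- cells. The Robust Multiarray Average values gave log2 differences of −0.0150 in WT and −1.06 in *PMCA4*-/- cells. The 13 counted imprinted genes other than *Igf2* and *Ndn* had a mean size of the log2 difference of 1.77 in the untreated pair, or 1.11 with values raised to the array median.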

How the results depend on the processing

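The alternatives with log2 means, raised values, other probe sets and neighbouring genes subtracted were chosen after seeing the data. Centring, quantile normalization, neighbouring genes subtracted, the probability of a positive log ratio and the fit without the other factor kept every count computed with them within 1.5 times. Counts computed numbered 16 each for centring and quantile normalization, 8 for neighbouring genes subtracted, and 4 each for the probability and the fit without the other factor. Centring could barely move a count, since the array medians were already alike. Of all comparisons, 101 counts of genes stayed within that range and 55 moved, 926 list medians stayed within the spread of random lists, 194 moved, and 20 that lay beyond the middle 95% of random lists changed sign; for named genes 1070 values stayed, 56 moved, 37 lost their call, 20 gained one and 2 called ones changed sign. Counting values within that range or without a call too, 158 of 1140 list medians and 13 of 1185 values of named genes changed sign. In each case below the cause was not tested, apart from the number of genes tested where the filter changes.

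Genes 2-fold higher in *PMCA4*-/- fibroblasts numbered 363 (untreated) and 376 (phenylephrine) with RMA values. Higher and lower numbered 2851 and 2066 (untreated) and 2269 and 2676 (phenylephrine) with no filter, 208 and 203, and 220 and 220, in the upper quartile, and 1240 and 1318, and 1327 and 1359, at 1.5-fold. Genes 2-fold higher and lower with phenylephrine, in WT then *PMCA4*-/- cells, numbered 0, 1, 1 and 4 with RMA values, 63, 53, 46 and 56 with the median over probe sets, 1937, 1252, 1179 and 1749 with no filter, 3, 2, 4 and 2 in the upper quartile, 14, 11, 12 and 15 with log2 means, 1, 1, 2 and 4 with raised values, and 90, 94, 99 and 98 at 1.5-fold. The limma genotype effect called 1860 higher and 1935 lower with the median over probe sets, and 0 and 0 with no filter, where 5396 genes had an unadjusted p under 0.05. The limma phenylephrine effect called 5 and 5 in the upper quartile and 14 and 15 with an intensity trend. Lists beyond the random range with phenylephrine in both genotypes were 6 lower with RMA values, and 0 higher and 1 lower with the median over probe sets and with no filter.

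Among called values signs changed for *Ccn1* at its lowest probe set (−0.73) and *Serping1* with neighbouring genes subtracted (0.13). The median of Wnt/β-catenin targets in the untreated pair became 0.26 with no filter, 0.53 in the upper quartile, 0.12 with log2 means and 0.0918 with neighbouring genes subtracted. Inside the random range, their median in the phenylephrine pair went from −0.12 to 0.0682 with RMA values, 0.25 with log2 means, 0.0242 with the median over probe sets, 0.18 with no filter, 0.64 in the upper quartile and 0.0691 with neighbouring genes subtracted, that of Wnt ligands in the untreated pair from 0.47 to −0.0698 in the upper quartile, and that of Wnt antagonists in the phenylephrine pair from 0.16 to −0.0570 with log2 means and −0.00777 with no filter. Phenylephrine medians changed sign in WT for matrix (−0.0619), contractile (−0.0439) and glycolysis genes (−0.0501) and in *PMCA4*-/- for cell cycle genes (0.0166) with RMA values; in WT for matrix (−0.0576), contractile (−0.0857), glycolysis (−0.0670) and fibroblast genes (−0.0452) with quantile normalization; in *PMCA4*-/- for cell cycle (0.0668), secreted factors (0.00520) and cholesterol genes (0.0448) with the median over probe sets; in WT for contractile (−0.00178) and adipocyte genes (−0.0266) with no filter; and for Wnt/β-catenin targets in WT (0.0276 in the upper quartile, 0.00487 with log2 means) and cell cycle genes in *PMCA4*-/- (0.10, upper quartile).

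Replicate cultures could not be paired, because each condition had 1 array and no replicate numbers pair the cultures. The limma fit compared the genotypes within each treatment. Leaving out an array leaves 0 residual degrees of freedom, so it was not run. Signal over background limits the size of fold changes of genes dim in one genotype, and no detection calls were used.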

Differences from the paper's values

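Of the 14 genes drawn higher in *PMCA4*-/- fibroblasts in the heat map of Supplementary Fig. 1A, 9 were counted here, and all 9 were above 0 in both pairs of arrays and called higher by limma. The statements on *Sfrp2*, *Igfbp4* and *Igfbp5* have the same direction here. Of the 9 genes drawn as in WT, 7 were counted, and *Hprt* and *Rpl10* differed by 0.04 and −0.03 in the untreated pair.

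The heat map draws *Igfbp3* as in WT, and here its log2 difference was −6.93 in the untreated pair and −5.60 there with the Robust Multiarray Average values, and it was at least 117-fold lower in the phenylephrine pair (limma adjusted p = 0.000403). It draws *Igfbp7* as in WT, and here its log2 differences were −0.60 and −0.67 (limma adjusted p = 0.00607), and −0.72 in the untreated pair with the Robust Multiarray Average values. It draws *Wnt4* as in WT, and here the log2 difference was −1.16 in the untreated pair at the probe set used and −1.31 at the other, and in the phenylephrine pair 0.01 and −0.77, with no limma call at the probe set used. The log2 difference of Wnt4 over both pairs was −0.67 and called by limma with the Robust Multiarray Average values.

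The heat map draws *Wnt7b* higher. Here its probe set was dim on all 4 arrays, with a log2 difference of −2.38 between values under the array median in the untreated pair, while the Robust Multiarray Average values gave 0.09. It also draws *Sfrp5*, *Pax1*, *Pax4* and *Pax5* higher. These were dim on all 4 arrays and were not tested, so no difference between the genotypes was measured, and at the same probe sets the Robust Multiarray Average values gave 0.0171, −0.23, 0.26 and 0.17 in the untreated pair. No number is given in the paper's text for a quantity computed here, so no pairs of values were compared.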

Other observations

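The tests of Hox genes and of imprinted genes used lists added after the data were seen, and the test of imprinted genes was chosen after its result was seen. Over all 11424 counted genes limma called 2811 higher and 2935 lower. Counts of calls in the lists below are to be read against that share. In *PMCA4*-/- fibroblasts the contractile genes of myofibroblasts were higher, with 11 of 13 counted members called higher and 1 lower in limma, over all genes and adjusted over the list alone. *Acta2*, which encodes smooth muscle actin, rose by 2.01 and 2.02 on the log2 scale in the untreated and phenylephrine pairs and *Myl9* by 1.68 and 1.59, and *Lmod1*, a neighbour of *Atp2b4*, was at least 5.58-fold and 6.17-fold higher. The list's median was 0.87 and 0.96. Of 24 counted cell cycle genes, 17 rose and none fell (17 and 1 adjusted over the list alone), with *Mki67* at 1.68 and *Kif11* at least 2.54-fold higher and list medians of 0.90 and 0.84, which came to 0.04 and 0.03 over the members in the upper quartile of the arrays, and to 0.53 in the untreated pair with the Robust Multiarray Average values and 0.46 in the phenylephrine pair with the median over probe sets. Of 20 counted interferon response genes, 13 rose and none fell, also adjusted over the list alone, with medians of 0.57 and 0.49, the latter 0.21 over the members in the upper quartile, *Ifit1* at 2.69 and 1.81 and *Ifi44* at 2.55 in the untreated pair. Each of these medians lay above the middle 95% of random lists. Enzymes and regulators of cholesterol synthesis were lower: 18 of 21 counted genes fell and none rose, also adjusted over the list alone, with medians of −0.73 and −0.75, the latter −0.44 with the median over probe sets. Among 20 genes of glycolysis and hypoxia, 6 fell and none rose (5 and 0 adjusted over the list alone), with *Egln3* at least 3.82-fold and *Car9* at least 3.48-fold lower.

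Of 38 counted genes of the extracellular matrix, 17 rose and 7 fell (18 and 7 adjusted over the list alone), and the median was 0.30 in the untreated and 0.03 in the phenylephrine pair, or 0.19 and −0.0138 with no filter and in the upper quartile. It was 0.37 and 0.18 with neighbouring genes subtracted, 0.24 and 0.11 with the Robust Multiarray Average values, and 0.26 and 0.08 with quantile normalization. *Col14a1* was at least 12.5-fold higher in the untreated pair, *Col12a1* rose by 2.24 and *Col1a1* by 0.99, and *Fbn1* fell by 1.53. Matrix proteases and inhibitors went both ways with 6 higher and 6 lower of 21, also adjusted over the list alone, among them the collagenases *Mmp13*, at least 31.2-fold lower, and *Mmp8*, at least 4.52-fold lower. Of 18 secreted factors acting on cardiomyocytes, 10 rose and 5 fell, also adjusted over the list alone, with *Tgfb3* at 1.67 and *Nrg1* at 1.55. Complement genes had 4 lower and 1 higher of 6 (4 and 2 adjusted over the list alone), with medians of −0.27 and −0.38 that came to −0.04 and −0.15 with neighbouring genes subtracted. Limma called 9 higher and 6 lower of 21 immediate early genes, 4 and 4 of 15 calcium pumps, channels and exchangers, where *Atp2b1*, the gene of PMCA1, fell by 0.83, 5 and 2 of 11 genes of the calcineurin and NFAT pathway, 3 and 4 of 19 unfolded protein and stress genes, and 0 of 10 housekeeping genes. Adjusted over the list alone these were 9 and 7, 4 and 5, 5 and 2, 2 and 3, and 0. The 1 counted Pax gene was *Pax3*, at 0.89. Of the 13 counted genes in the list of genes named in the paper, which also holds *Tcf7l2*, 7 rose and 4 fell, also adjusted over the list alone.

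Phenylephrine left smaller differences than the genotype. In WT cells 25 genes were at least 2-fold higher and 29 at least 2-fold lower with phenylephrine, and in *PMCA4*-/- cells 27 and 31, and no gene was 2-fold apart the same way in both genotypes. In limma no gene passed for phenylephrine, 459 had an unadjusted p under 0.05 and the smallest adjusted p was 0.978. At least 1.5-fold in both genotypes, *Kcnn4* and *Pcsk4* were higher and *Fhod3*, *9930024M15Rik*, *Oas1a*, *Lce3b* and *Esrrb* lower, and each of these was below the array median on at least 1 array. The differences with phenylephrine in WT and *PMCA4*-/- cells correlated at −0.05 across genes, and the 95th percentile of their size was 0.36, against 1.64 for the untreated genotype difference. Matrix genes (medians of 0.0150 in WT and −0.11 in *PMCA4*-/- cells) and fibroblast markers (0.05 and −0.11) lay below the middle 95% of random lists in both genotypes, and adipocyte markers (0.26 and 0.24 over 3 genes) lay above it. With the median over probe sets and with no filter, no list lay above it in both genotypes and 1 lay below. The adipocyte median in WT was −0.0266 with no filter, and that of matrix genes in WT was −0.0619 with the Robust Multiarray Average values.

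The paper reports higher NF-κB activity in *PMCA4*-/- fibroblasts from a luciferase reporter and higher *Pax2* mRNA from qRT–PCR, which are other assays than the arrays. It also reports less sFRP2 mRNA in *PMCA4*-/- fibroblasts given an NF-κB inhibitor. In WT fibroblasts it found higher reporter activity with the PMCA4 inhibitor ATA. On the arrays, *Icam1* and *Cxcl2* among the NF-κB target genes were at least 42.3-fold and 3.49-fold lower in the untreated pair, and *Ccl2* and *Ccl7* differed by −6.26 and −3.85 on the log2 scale, while *Cxcl10* was at least 1.77-fold higher and *Il6* and *Vcam1* differed by 1.17 and 0.93, each called by limma. *Pax2* had no probe set annotated to 1 symbol. *Ctnnb1*, which encodes β-catenin, and *Tcf4*, which the paper measured as a target gene of β-catenin, differed by −0.25 and −0.82 in the untreated pair, and *Tcf7l2*, which the paper does not name, by 0.47. The paper measured *TCF4* mRNA and active β-catenin protein in hearts of sham-operated and TAC mice, so these values of cultured fibroblasts are not a like comparison. The log2 difference of Ctnnb1 was −0.0351 and the log2 difference of Tcf7l2 was 0.15 with neighbouring genes subtracted, and neither passed limma then. That setting used only the probe set read here. Other probe sets of *Ctnnb1* gave larger falls, −0.86 and −0.66 in the untreated pair and −0.40 and −0.38 in the phenylephrine pair. Among other genes the paper names, *Postn*, *Il33* and *Igf1* rose by 0.68, 0.47 and 0.29 and *Ddr2* fell by 0.27, while *Actb* and *Tuba1a* did not pass and *Fgf2*, *Nppa*, *Nppb* and *Nos1* were below the filter. *Fgf2*, not tested for that reason, had intensities of 48.4 and 61.5 in WT and 12.7 and 14.8 in *PMCA4*-/- cells. Its Robust Multiarray Average log2 differences were −1.29 and −1.41, and its deposited probabilities of a positive log ratio were 0.00391 and 0.000369.

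Another cell type in one of the cultures was tested as an explanation of the 151 genes at least 16-fold apart. The largest size of a median log2 difference among 9 marker lists was 0.82, that of endothelial markers over 2 counted genes, within the spread of random lists (1.03). The median of the few cardiomyocyte markers counted was 1.25 and 1.52 with the Robust Multiarray Average values and 1.60 and 1.62 with the median over probe sets. The lists had 27 of 116 members counted, none of them a lymphocyte marker, so the explanation stays open. The median in the untreated pair was 0.23 for macrophage, 0.50 for endothelial, 0.51 for cardiomyocyte, −0.33 for smooth muscle and pericyte, −0.03 for mesothelial, 0.42 for adipocyte, 0.17 for Schwann cell, −0.04 for cartilage and bone and 0.05 for fibroblast markers. Of these 9 lists only the macrophage markers kept their sign in both pairs under every alternative that gave a value: the endothelial median became −0.0580 and −0.14 with the Robust Multiarray Average values and −0.11 and −0.21 with the median over probe sets, and that of smooth muscle and pericyte markers in the untreated pair 0.12, 0.22 and 0.15 with these and with no filter. Among the fibroblast markers *Fap* was at least 5.10-fold lower and *Dpt* differed by −2.07, and limma called 3 higher and 6 lower, also adjusted over the list alone. Fibroblasts of another body site would differ in Hox genes: of 5 counted of 35 measured, 1 gene, *Hoxa5*, was at least 4-fold apart the same way in both pairs, which leaves that explanation open.

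Shifts of whole chromosomes were followed further, since copy number could move many genes by a small amount. Of 19 autosomes, 6 were higher and 5 lower than every random list in both pairs. In the untreated pair the medians ran from −0.33 to 0.33, against at most 0.0984 in random lists. The autosome from *Insr* to *2610044O15Rik8* had 84.8% of 585 genes above 0 in the untreated pair, and that from *Sfi1* to *Metrnl* had 18.3% of 895. The medians of the autosomes correlated at 0.995 between the pairs. Shifts within one chromosome also differed: at the ends of the chromosome that holds *Timm10* the medians were 0.05 and 0.02, while the largest block had 0.54 in size in the smaller pair. These shifts are too small for the genes at least 16-fold apart. With the median of neighbouring genes subtracted, limma called 4329 genes, 3687 of them among the 5746 called without it. The hypothesis that the cultures differed in chromosome copy number may be tested on DNA, which was not measured.

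A shift of imprinted genes as a group was tested because *Igf2* and *Ndn* were far apart. The other 13 counted imprinted genes had a mean size of the log2 difference at the 99.6th percentile of random lists in the untreated pair and at the 99.3th in the phenylephrine pair, and at the 99.9th in both with values raised to the array median. The list was prompted by 2 of its members and only these were left out, so the test is not independent evidence of a shift of the group. The sizes also differed widely, with *Sgce* at 0.17 and *Kcnq1ot1* at −0.04 in the untreated pair. In the untreated pair *Mest* and *Dlk1* differed by 3.09 and 1.49 and *H19* and *Impact* by −3.48 and −1.59, while *Cdkn1c* and *Meg3* were at least 1.67-fold and 2.40-fold higher and *Peg12* at least 2.15-fold lower. A difference in imprinting between the cultures stays untested, since neither DNA methylation nor allele of origin was measured.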
